# Species-specific phylloplane responses to changes in external pH

**DOI:** 10.1093/jxb/eraf157

**Published:** 2025-04-14

**Authors:** Cristal López-González, Jean-Baptiste Floc’h, Tanya Renner, Kadeem J Gilbert

**Keywords:** Abiotic stress, *Beta vulgaris*, buffering ability, comparative transcriptomics, *Gossypium*, leaf pH, *Nepenthes*, pH stress, phylloplane

## Abstract

The leaf surface, known as the phylloplane, represents the initial point of contact for plants in their interactions with the above-ground environment. Although previous research has assessed how leaves respond to variations in external pH, particularly in the context of acid rain, there remains a limited understanding of the molecular mechanisms through which plants detect, respond to, and mitigate cellular damage. To examine plant responses to changes in external pH, we selected five species known to have a range of phylloplane pH values from alkaline to acidic under normal conditions, and investigated the response of the phylloplane pH to treatments at pH 6.5, 4, and 2. We found that plants were able to modify their phylloplane pH, and that this buffering ability was species-specific; however, only *Gossypium* species displayed strong buffering. When leaves were exposed to either pH 6.5 or pH 4, the *Gossypium* species alkalinized the phylloplane pH to slightly higher values than the dry control pH but, remarkably, when leaves were exposed to pH 2, they buffered the pH to 6 within 5 min. Transcriptional analysis further indicated that the responses to external pH changes varied among the five species, with differentially expressed genes associated with Ca^2+^-signaling pathways as well as Ca^2+^- and H^+^-ATPases pumps being highlighted. These findings also suggested that pH stress affected photosynthesis, and that both wetness and moderate pH shifts might trigger additional abiotic and biotic stress-signaling pathways.

## Introduction

The outermost surface of a leaf, known as the phylloplane, is the initial point of interface for plants with the above-ground external environment (Shepherd and Wagner, 2007; Gilbert and Renner, 2021). Plants must face a multitude of external abiotic environmental factors on these surfaces, such as temperature and moisture (Pereira, 2016; Kashyap *et al.*, 2021; Zhang *et al.*, 2022, 2023; Munns and Millar, 2023). How physiological changes in evapotranspiration alter leaf temperature has been well studied, including the ecological consequences of the resulting heterogeneity in the leaf microenvironment (Xue *et al.*, 2020; Kibler *et al.*, 2023; Griffani *et al.*, 2024). Another factor of likely importance is pH, which influences the chemical reactions that occur in multiple systems (Tsai and Schmidt, 2021). Leaves can regularly experience external changes in pH, either through precipitation or other fluids that come into contact with the leaf in nature, and it should therefore be advantageous for plants to be able to sense external pH changes and respond appropriately to counter harmful changes, such as their impact on photosynthetic activity and their potential to cause cellular damage (Cornelissen *et al.*, 2006, 2011; Tao *et al.*, 2019; Rodríguez-Sánchez *et al.*, 2020; Tsai and Schmidt, 2021). The ability of plants to control pH has mainly been studied in the rhizosphere (Husson, 2013; Schmidt, 2022), where soil pH can affect the availability of mineral nutrients for absorption, the structure of the soil microbiome, and other plant abiotic and biotic interactions (Husson, 2013; Lammel *et al.*, 2018; Muneer *et al.*, 2021; Tsai and Schmidt, 2021; Schmidt, 2022). Given its relevance to the rhizosphere, the regulation of external pH should also be an important subject of study in the phylloplane, due to its frontline role in sensing and interacting with environmental changes above ground. Previous studies have shown that the phylloplane pH can play a role in how plants mitigate the effects of acid rain, fertilizers and pesticides sprayed onto the leaf, and potential plant–microbe interactions (Simon *et al.*, 1994; Wong, 1997; Shepherd and Wagner, 2007; Lager *et al.*, 2010; Tao *et al.*, 2019; Shi *et al.*, 2021; Perreault and Laforest-Lapointe, 2022). Furthermore, the phylloplane pH can vary between lineages and species, and is influenced by moisture (Cornelissen *et al.*, 2011; Gilbert and Renner, 2021). Most plants tend to have a neutral pH, for example *Beta vulgaris*. Only species belonging to *Malvaceae* have been reported to have a highly alkaline phylloplane pH under normal conditions (Harr *et al.*, 1980; Gilbert and Renner, 2021), the levels increase further after spraying water on the leaf surface (Harr *et al.*, 1980; Navon *et al.*, 1988; Smith *et al.*, 1996). The opposite extreme of phylloplane pH is observed in carnivorous plants, ranging from just below pH 5 to an extreme of pH 1 (Gilbert *et al.*, 2020; Gilbert and Renner, 2021).

Simulated acid rain has been the most common type of experiment related to the disturbance of phylloplane pH, and these studies have shown that leaves can neutralize acidic pH and mitigate foliar damage (Adams and Hutchinson, 1984; Knittel and Pell, 1991; Liang *et al.*, 2015; Ren *et al.*, 2018; Rodríguez-Sánchez *et al.*, 2020; Shi *et al.*, 2021). This buffering ability is species-specific, and its effectiveness depends on the acidity and duration of the external disturbance (Adams and Hutchinson, 1984; Pfanz and Heber, 1986; Liu *et al.*, 2013; Liang *et al.*, 2015; Zheng *et al.*, 2017; Ren *et al.*, 2018). The ability to actively regulate phylloplane pH might have consequences for how the leaf surface interacts with biotic and abiotic stressors, such as in microbial interactions (Perreault and Laforest-Lapointe, 2022; Schmidt, 2022), and thus it can play a role in the fitness and productivity of agricultural crops (Bashir *et al.*, 2022). Despite this, the molecular mechanisms behind the plant response to pH as a stressor have not been studied in detail. Fundamental questions remain unanswered, including whether there are any specific pathways involved in the response, whether the mechanism converges with other abiotic stresses, and whether the primary mechanism is shared across plant taxa.

Here, we use a comparative transcriptomic approach to elucidate the key genes involved in pH-buffering ability in order to identify fundamental, generalizable principles regarding phylloplane functioning. This requires looking broadly across ‘physiologically typical’ species (e.g. *Beta*) as well as more extreme models (e.g. *Gossypium* and *Nepenthes*) in a search for insights into the limits that a plant can potentially withstand. We selected a panel of five species with known variation in predicted dry phylloplane pH as reviewed by Gilbert and Renner (2021), ranging from alkaline to acidic extremes (*Gossypium arboreum*, *G. hirsutum*, *Beta vulgaris*, *Nepenthes bicalcarata,* and *N. rafflesiana*). Due to the rapid ability of plants to buffer pH, as shown by Harr and Guggenheim (1995), we tested the response to acidic pH disturbance in the leaf blade over a period of 5 min. Studies examining rapid responses to stress are needed to understand how plants manage to adapt to a changing environment, but there are only a few reports of fast transcriptional reprogramming in response to an external stimulus such as wounding or heat stress (Hander *et al.*, 2019; Lohani *et al.*, 2022). Given that phylloplane pH regulation has been observed in diverse plant species (Gilbert and Renner, 2021), our expectation was that the molecular response to pH treatments is based on differential gene expression in pathways that are common to all plants, as opposed to unique genes. We anticipated that examining differential gene expression relative to the control would reveal changes in pathways that include plasma membrane H^+^-ATPases (Müller *et al.*, 1996; Fuglsang *et al.*, 2007; Liang *et al.*, 2015; Cosse and Seidel, 2021; Seidel, 2022) and ABA (Van Volkenburgh and Davies, 1983), together with other pathways associated with protecting the leaf tissue from pH stress-induced damage (Lager *et al.*, 2010; Ren *et al.*, 2018). On the other hand, unexpected pathways could be involved that reveal different and species-specific mechanisms of pH alteration. As a result of our experiments, we found that the response to pH disturbance is interlinked with the general signaling pathway involved in other abiotic stresses and that the response to pH disturbance is species-specific.

## Materials and methods

### Plant material and treatments

We acquired seeds of *Gossypium arboreum* (accession PI 615701), *G. hirsutum* (accession PI 529181), and *Beta vulgaris* (accession Ames 3060) from the USDA Germplasm Resources Information Network (GRIN; https://www.ars-grin.gov/). The seeds were planted in Sunshine Mix #4 Professional Growing Mix, (Sun Gro Horticulture, Agawam, MA, USA) and grown in a greenhouse at The Pennsylvania State University under the following conditions: 16/ 8 h day/night cycle at 24/21 °C, under ambient lighting plus 100 mmol m^–2^ s^–1^ PAR supplemental illumination. Because it was not feasible to grow *Nepenthes* from seed, we attained small adult plants (clonally propagated) of *N. bicalcarata* (accession BE-3031) and *N. rafflesiana* (accession BE-3722) from Borneo Exotics ltd (supplied by Carnivero, Austin, TX, USA). The *Nepenthes* plants were potted in a sphagnum medium and grown in a Conviron PGR15 reach-in growth chamber under the following conditions: 12/ 12 h day/night cycle at 28/26 °C, relative humidity 80%, fluorescent/incandescent illumination at 250 mmol m^–2^ s^–1^. The growing medium was treated with imidacloprid to clear a scale infestation before the start of the experiment. The species grown from seed were all sown in October 2020 and grown until and the plants had produced the first two nodes of true leaves (4–6 weeks after sowing). We aimed to perform all the pH manipulation experiments on the same day on the youngest fully expanded leaves to minimize temporal/ontogenetic variation.

For the pH manipulation experiments, the leaf was sprayed with one of three pH treatments: pH 6.5, 4.0, or 2.0. The sprays were created by mixing distilled deionized water (ddH_2_O) with the appropriate volume of HCl to reach the target pH, and the solutions were stored in inert glass spray bottles to avoid leaching of material or changes in pH due to CO_2_ diffusion. The leaf was sprayed until thoroughly wet (~15 sprays) and the pH response of the leaf was recorded after the 5 min exposure period using a flat-tipped pH probe (HI981037; Hanna Instruments Inc., Leighton Buzzard, UK). The leaves were then immediately collected directly into 2 ml DNAse/RNAse-free tubes of RNALater^®^ (ThermoFisher Scientific) after 5 min of exposure. Autoclaved forceps wiped with RNAse *AWAY*™ (Invitrogen) were used to pull the leaf from the abscission zone of the petiole, or in the case of *Nepenthes* lamina from the weak point of the stem (pitchers were removed 4–5 d prior to the experiment). For each species, we sampled three replicate plants per treatment, including a dry (unsprayed) control. The samples stabilized in RNALater® were stored at 4 °C until subsequent extraction.

### RNA extraction and sequencing

We conducted total RNA extractions using a Spectrum™ Plant Total RNA Kit (Sigma-Aldrich), according to manufacturer’s protocol with some modifications. First, the leaves were transferred into clean tubes and centrifuged at 7197 *g* for 30 s to remove the remaining RNALater®. For the mechanical lysis step, we used a single large steel bead (autoclaved and sterilized with RNAse *AWAY™*) to homogenize the leaf sample in Lysis Solution (Sigma-Aldrich) using a MP Biomedicals FastPrep-24™ machine set to 5.5 m s^–1^ for 20 s. Following homogenization, the sample was incubated in a heat block at 56 °C for 5 min, and the remaining steps were carried out according to the RNA Kit protocol. The extracted RNA was sent to Novogene for library preparation, quality control, and sequencing on the Ilumina NovaSeq 6000 PE150 platform.

### Transcriptomic analyses

RNA-seq analyses were performed for each species separately. The raw read quality of each paired-end library was tested using FastQC v0.11.9 (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/; Andrews, 2010). Adapters and low-quality bases were removed using Trimmomatic (Bolger *et al.*, 2014). Transcriptome *de novo* assembly was performed using Trinity v2.9.1 (Grabherr *et al.*, 2011) with default settings for each species to treat them the same. Read counts were done with Salmon v1.5.0 (Patro *et al*., 2017). Low counts (<3TPM) were filtered out and the most highly expressed isoform for each gene was kept. TransDecoder (Haas *et al.*, 2013) was used to identify the ORF coding regions in all the assemblies. Annotation was done with Trinotate v4.0.2 (Haas *et al.*, 2013) and EnTAP v1.0.1 (Hart *et al.*, 2020), mainly using the Swiss-Prot and PFAM protein databases. The Salmon counts were filtered by taxonomy, with only genes that were annotated for Viridiplantae taxa being considered.

### Differential gene expression analysis

Differential gene expression (DGE) analysis was performed for each species separately using DESeq2 v1.38.3 (Love *et al*., 2014; Zhang *et al.*, 2018; Emms and Kelly, 2019). Batch correction for each species was performed with COMBAT_Seq v0.0.4 (Zhang *et al.*, 2018).

In addition to the unsprayed dry control (Dry), the pH 6.5 sample was considered as the wet control (Wet) due to its pH being close to that of distilled water. DGE analysis was performed to compare each pH treatment (Wet, pH 4, pH 2) against the dry control (WetvsDry, pH4vsDry, pH2vsDry) and to compare the pH 4 and pH 2 treatments against the wet control (pH4vsWet, pH2vsWet). Differentially expressed genes (DEGs) for each species were extracted with a cut-off of |log_2_(fold-change)| >1 and an adjusted *P*-value of <0.05. Graphic representation of the number of DEGs was done using the ComplexUpset package v1.3.3 in RStudio v4.2.3 and visualization of metabolic pathways was done with MapMan v3.5.1 (Thimm *et al.*, 2004). Gene ontology (GO) enrichment analysis was conducted using ClueGo v2.5.9 (Bindea *et al.*, 2009) via Cytoscape v3.10.2 (Otasek *et al.*, 2019). As *G. hirsutum* was the only species from our study to have an available GO-term database in ClueGO, we identified orthologs for each of the DEGs in the other species. Enriched pathways for each group of DEGs compared with the Dry control and with the Wet control were obtained for each species and visualized with Cytoscape.

### Orthologous groups across species and cluster analysis

Protein alignments from the TransDecoder protein output for each species were used together with the protein sequences from the three reference genomes available (*G. arboreum*, *G. hirsutum*, and *B. vulgaris*) to find orthologous matches across species using OrthoFinder v2.5.4 (Emms and Kelly, 2019). The protein sequences of the reference genomes were downloaded from EnsemblPlants for *B. vulgaris* (v1.2.2; https://plants.ensembl.org/) and from NCBI (https://ftp.ncbi.nlm.nih.gov/genomes/all/; both accessed 20 February, 2023) for *G. hirsutum* (v2.1; accession GCF_007990345.1) and *G. arboreum* (v2; accession GCF_025698485.1). The orthogroup IDs file together with the gene expression dataset were used to perform a co-expression clustering analysis with Clust v1.18.0 (Abu-Jamous and Kelly, 2018) to identify co-expressed gene clusters across species.

### Statistical analysis

Statistical analyses were performed in RStudio v4.2.3, and consisted of one-way ANOVA followed by Dunnett’s or Fisher’s LSD tests, and generalized linear modeling.

## Results

### Ability of plants to regulate phylloplane pH

The five different species were selected for their range of normal phylloplane pH levels as reviewed by Gilbert and Renner (2021). Both of the *Gossypium* species had an initial (dry, unsprayed) phylloplane pH that was alkaline (*G. arboreum* 8.7±0.1; *G. hirsutum* 9.2±0.4), while *Beta vulgaris* was nearly neutral (7.4±0.1) and both *Nepenthes* species were acidic (*N. bicalcarata* 4.8±0.3; *N. rafflesiana* 5.5±0.6; Fig. 1A). The nearly neutral pH of *B. vulgaris* is similar to most other plants (Gilbert and Renner, 2021), and hence it can be considered as the ‘physiologically typical species’ in our experiment against which the other species can be compared (Supplementary Table S1). We expected the responses to the Wet (pH 6.5, neutral control) and pH4 treatments to differ due to the increase in acidity, but interestingly within each species there were no significant differences (Fig. 1A). This showed that all of the species were able to buffer their pH effectively under the pH4 treatment. *Nepenthes bicalcarata* acidified its phylloplane in response to both Wet (3.96±0.6) and pH4 (3.62±0.4) treatments. Although the resultant pH levels did not differ between the Wet (*P*=0.59) and pH4 (*P*=0.65) treatments within species, they did vary across species/genera (<0.001; Supplementary Table S1).

**Fig. 1.**
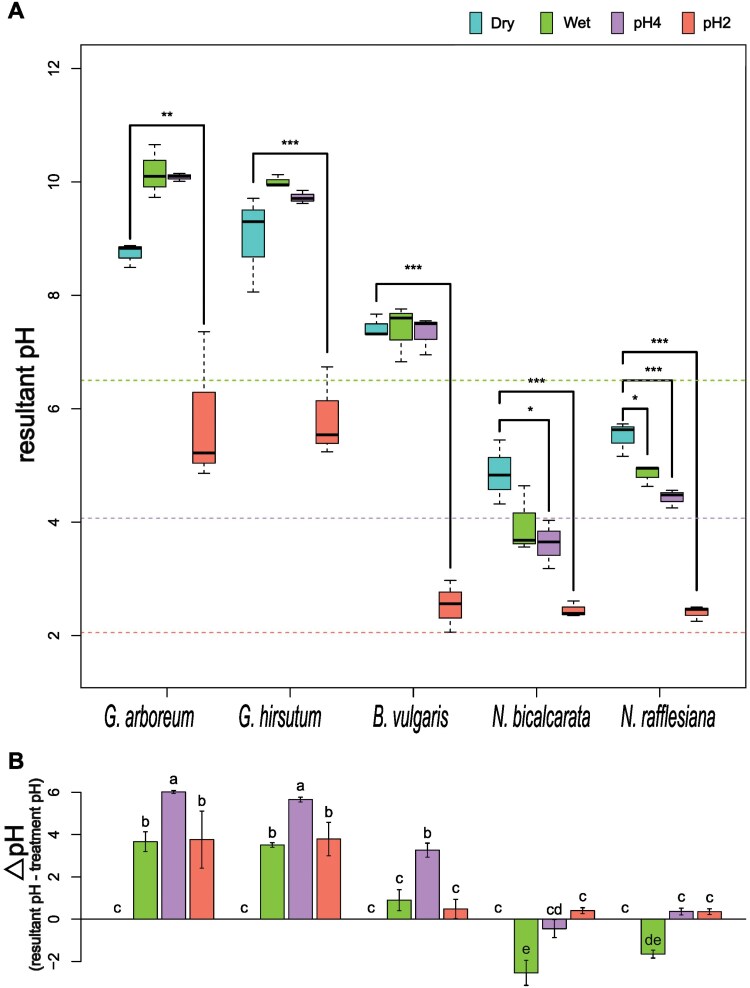
Buffering responses of the phylloplane to changes in external pH differ among the species. The pH of the leaf surface of *Gossypium arboreum*, *G. hirsutum*, *Beta vulgaris*, *Nepenthes bicalcarata*, and *N. rafflesiana* was determined (Dry control), and then they were sprayed with HCl solutions of pH 6.5 (Wet control), pH 4, and pH 2, and the resultant pH of the phylloplane was determined after 5 min. (A) Boxplots of the resultant pH. Significant differences compared with the Dry control were determined using one-way ANOVA followed by Dunnett’s test: *P<0.05, **P<0.01, ***P<0.001; *n*=3. (B) The buffering responses of the species, quantified as the difference between the resultant pH and the treatment pH. Positive values indicate an alkalinizing response, negative values indicate an acidifying response. Different letters indicate significant differences between treatments within each species, as determined using one-way ANOVA followed by Fisher’s LSD test (*P*<0.05).

Certain pH response patterns were observed at the genus level. Although the effect was not significant, both the *Gossypium* species increased pH slightly compared with the dry control under both Wet and pH4 treatments (Fig. 1A). *Beta vulgaris* buffered both the Wet and pH4 treatments to similar values relative to the dry control. Finally, both the *Nepenthes* species showed the opposite response to *Gossypium*, in that they acidified their pH under the Wet and pH4 treatments, by as much as 2 units for *Nepenthes*. The pH2 treatment significantly affected the resultant pH for all the species (Fig. 1A; Supplementary Table S1); however, the *Gossypium* species were able to significantly buffer the effect by ~4 units of pH (Fig. 1B). The buffering responses varied across the species and were pH-dependent.

### Differential gene expression

To identify key genes involved in the response to external pH changes, we performed RNA-seq analysis. 

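Leaf blades of 5 species were sequenced, with 3 plants in each of 4 treatments and so 12 libraries per species. Leaves were left unsprayed (Dry) or collected 5 min after a spray of water brought with HCl to pH 6.5 (Wet), pH 4 (pH4) or pH 2 (pH2). For each species the authors deposited the expected counts and the TPM values (counts scaled by gene length and library) that Salmon estimated for every gene of that species' Trinity assembly, together with counts of the annotated transcripts. The assemblies have no genome build or coordinates, so genes carry their Trinity identifier and the symbol of the closest Swiss-Prot entry, which in nearly all cases belongs to another species, mostly *Arabidopsis thaliana*. Counts were rounded, normalized by TMM and compared by edgeR's quasi-likelihood test over all 12 libraries of a species, with Benjamini-Hochberg adjustment over the genes tested. A gene was called a DEG at an adjusted p under 0.05 and an absolute log2(FC) over 1. Levels are CPM, counts scaled to the TMM-normalized library size, given as mean ± SD over 3 plants. The lists of genes by function, and the rule for naming single genes, were chosen before the data were examined. Each list was compared with all other genes by camera, with a preset correlation of 0.01 between genes, and again with a correlation estimated from the data. The adjusted p of a list covers all list tests of its species. Where a list is said to have lost its call in some settings, the range is that of its adjusted p over settings that keep the preset correlation. The range and the settings named for a list leave out a fit with a block for the replicate number. That fit is described with the processing. Library totals of the gene tables ran from 22109350 to 25650355 counts in *G. arboreum*, 25220020 to 27501495 in *G. hirsutum*, 23894577 to 28425811 in *B. vulgaris* and 25324070 to 28761230 in *N. bicalcarata*. The gene count table of *N. rafflesiana* ends after 454782 genes, in the middle of a line, so for this species the counts of annotated transcripts were summed per gene instead. Its plant genes then held 7522795 to 8988496 counts per library. Reads from near-identical copies of a gene, such as those of the subgenomes of *G. hirsutum*, can be split between Trinity genes, which makes the values of single members of large families less certain than those of their lists. With 3 plants against 3 an exact permutation test of a single gene cannot give a p under 0.1, so calls of single genes rest on the variance model that edgeR fits across genes.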

After filtering transcripts with low counts (<3 TPM) and selecting only the most expressed transcript per gene, we ended up with 96 097 transcripts (13.064%) for *G. arboreum*, 64 429 (16.93%) for *G. hirsutum*, 53 788 (12.35%) for *B. vulgaris*, 85 027 (14%) for *N. bicalcarata*, and 124 547 (14.48%) for *N. rafflesiana*. We annotated genes using EnTAP and selected only those annotated as Viridiplantae. 

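Plant genes were taken as those whose Swiss-Prot lineage and eggNOG scope were both Viridiplantae. They came to 14324 in *G. arboreum*, 14232 in *G. hirsutum*, 10408 in *B. vulgaris*, 11168 in *N. bicalcarata* and 11921 in *N. rafflesiana*. Those with a TPM of at least 3 in at least 3 of the 12 leaf blade libraries were tested, which left 8552 in *G. arboreum*, 9368 in *G. hirsutum*, 7630 in *B. vulgaris*, 7746 in *N. bicalcarata* and 7808 in *N. rafflesiana*. The tested genes included the light-harvesting antenna proteins, with 21 in *G. arboreum*, 20 in *G. hirsutum*, 16 in *B. vulgaris*, 17 in *N. bicalcarata* and 15 in *N. rafflesiana*. Genes of calcium sensing, which bind calcium or pass its signal on, numbered 83 in *G. arboreum*, 94 in *G. hirsutum*, 79 in *B. vulgaris*, 86 in *N. bicalcarata* and 85 in *N. rafflesiana*. Proton pumps of the plasma membrane and the vacuole numbered 21 in *G. arboreum*, 27 in *G. hirsutum*, 15 in *B. vulgaris*, 17 in *N. bicalcarata* and 19 in *N. rafflesiana*. Plant genes took up 21.1 to 24.0% of the TPM of a library in *G. arboreum*, 34.2 to 38.1% in *G. hirsutum*, 33.4 to 38.8% in *B. vulgaris*, 29.5 to 32.8% in *N. bicalcarata* and 31.1 to 38.8% in *N. rafflesiana*.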

The number of genes remaining were 16 742 for *G. arboreum*, 17 239 for *G. hirsutum*, 11 274 for *B. vulgaris*, 12 719 for *N. bicalcarata*, and 13 325 for *N. rafflesiana*.

We conducted differential gene expression analysis with DESeq2 using a multifactorial array consisting of 1) comparing each pH treatment against the dry control in order to identify genes involved in the general disturbance to wetness and pH, and 2) comparing the pH4 and pH2 treatments against the Wet (pH 6.5) treatment to identify genes that could be more specifically related to pH changes (Fig. 2). We identified a total of 279 DEGs for *G. arboreum*, 290 for *G. hirsutum*, 90 for *B. vulgaris*, 567 for *N. bicalcarata*, and 358 for *N. rafflesiana* across all treatment comparisons, with a cut-off parameter of log_2_(FC)≥|1| and false discovery rate of <0.05. 

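In *G. hirsutum*, 117 genes passed edgeR's test as DEGs in at least 1 comparison. Their largest group, 116 genes, separated pH2 from Dry leaves, with 32 higher and 84 lower at pH2. In the other 4 species edgeR's test called 0 single genes in each of the 5 comparisons. Lists of genes of like function nevertheless passed camera's test with the preset correlation in all 5 species, among them photosynthesis genes in both *Gossypium* species and in *N. rafflesiana*, and genes of calcium sensing, jasmonate and ethylene in *N. bicalcarata*. With an estimated correlation between genes 0 lists passed in any species, and the smallest adjusted p from *G. hirsutum* was 0.193. With the preset correlation, 44 of 160 list tests passed in *G. hirsutum*, 44 of 160 in *N. bicalcarata*, 36 of 155 in *N. rafflesiana*, 35 of 160 in *G. arboreum* and 19 of 160 in *B. vulgaris*. Other splits of the leaf blades of a comparison called up to 18 lists by camera, so a passing list is not by itself evidence of a treatment effect. At an unadjusted p under 0.05 the comparisons of *G. arboreum* held 99 to 713 genes, those of *B. vulgaris* 82 to 362, those of *N. bicalcarata* 391 to 976 and those of *N. rafflesiana* 111 to 1252. A share of 0.05 of unchanged genes would reach such a p by chance. The shares were 1.16 to 8.34% in *G. arboreum*, 1.07 to 4.74% in *B. vulgaris*, 5.05 to 12.6% in *N. bicalcarata* and 1.42 to 16.0% in *N. rafflesiana*. All comparisons of *B. vulgaris* lie below that share, so such numbers of genes are not by themselves evidence of a change. DESeq2's Wald test on the same counts called 44 genes in *G. arboreum*, 251 in *G. hirsutum*, 14 in *B. vulgaris*, 295 in *N. bicalcarata* and 327 in *N. rafflesiana*. DESeq2 after ComBat-seq, with shrunken fold changes, called 107, 231, 43, 275 and 410 in the same order. ComBat-seq took the replicate number as the batch here, though the numbers do not pair the plants throughout. The test after it does not count the variation so removed in its error, so its calls may be too many. Single libraries moved the edgeR totals. That of *G. hirsutum* was 45 without Dry replicate 1, 209 without Dry replicate 3, and 63, 37 and 54 without pH2 replicates 1, 2 and 3. Without Wet replicate 3, *B. vulgaris* had 2 DEGs. *N. bicalcarata* had 97 without pH4 replicate 3 and 1 without Wet replicate 2, and *N. rafflesiana* had 97 without Dry replicate 1 and 5 without pH2 replicate 1.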

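In wetted leaves of *B. vulgaris*, genes of the cytosolic ribosome rose together, 96 of 100 with a median log2(FC) of 0.30 in WetvsDry (adjusted p = 2.5e-09 by camera, adjusted p = 0.995 with an estimated correlation). Genes of ethylene synthesis and signalling rose by a median of 0.38, with 16 of 22 higher (adjusted p = 0.00310 by camera, adjusted p = 0.995 with an estimated correlation). Genes of the Calvin cycle, which fixes carbon, fell by a median log2(FC) of -0.24 (adjusted p = 0.0323 by camera, adjusted p = 0.995 with an estimated correlation). At pH2 the plastid ribosome, which makes the proteins encoded in the chloroplast, fell against Dry, with 40 of 44 genes lower and a median log2(FC) of -0.49 (adjusted p = 1.8e-04 by camera, adjusted p = 0.995 with an estimated correlation). Other splits of the same plants called lists as often. With p adjusted within a comparison, all 10 splits of the Wet and Dry plants, the real one included, called at least as many lists. The real one called 3 and the highest other 12. In pH2vsDry 5 of 10 did so, with 8 in the real one and 13 in the highest other. Of the ribosome genes in the cytosol, 0 passed edgeR's test over all genes, 0 when adjusted over the list alone and 1 at an unadjusted p under 0.05. Of the ethylene genes, 0 passed edgeR's test over all genes, 0 when adjusted over the list alone and 0 at an unadjusted p under 0.05, and of the plastid ribosome genes, 0 passed edgeR's test over all genes, 0 when adjusted over the list alone and 0 at an unadjusted p under 0.05. The cytosolic ribosome lost the call without Dry replicate 1 (adjusted p = 0.181), with a range from 4.2e-21 to 0.181. The ethylene genes lost the call with the other count table (adjusted p = 0.348), with a range from 0.00175 to 0.348. The Calvin cycle lost the call without Dry replicate 1 (adjusted p = 0.0667), without Dry replicate 2 (adjusted p = 0.0804), without Dry replicate 3 (adjusted p = 0.104), without Wet replicate 1 (adjusted p = 0.997) and with the other count table (adjusted p = 0.415), with a range from 3.5e-04 to 0.997. The plastid ribosome lost the call without Dry replicate 2 (adjusted p = 0.241) and without pH2 replicate 1 (adjusted p = 0.208), with a range from 3.5e-06 to 0.241. In WetvsDry edgeR's test called 0 single genes, with 119 at an unadjusted p under 0.05, while DESeq2's Wald test and DESeq2 after ComBat-seq each called 5 and edgeR's test called 1 without Wet replicate 3. The coefficient of variation between plants of a treatment was 0.547 in *B. vulgaris*, against 0.276 in *G. arboreum*, 0.231 in *G. hirsutum*, 0.273 in *N. bicalcarata* and 0.449 in *N. rafflesiana*.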

Each species showed different numbers of DEGs across treatment comparisons, with *B. vulgaris* having the fewest DEGs both in general and across treatments; WetvsDry (55 DEGs) was the one comparison that contained more than half the total found in this species. 

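At pH4, transcription factors of the touch and wound response, among them WRKY factors, ethylene response factors and zinc finger proteins, rose against Dry in *N. bicalcarata*, with 97 of 130 genes higher and a median log2(FC) of 0.34 (adjusted p = 1.3e-06 by camera, adjusted p = 0.456 with an estimated correlation). The same list rose in pH2vsDry by a median of 0.30, with 88 genes higher (adjusted p = 7.7e-06 by camera, adjusted p = 0.474 with an estimated correlation). Genes of phenylpropanoid and flavonoid synthesis, which make lignin and pigments, fell at pH4, with 39 of 57 genes lower and a median log2(FC) of -0.58 (adjusted p = 0.00196 by camera, adjusted p = 0.786 with an estimated correlation). They were also lower in WetvsDry, by a median log2(FC) of -0.34 (adjusted p = 0.0174 by camera, adjusted p = 0.815 with an estimated correlation). In pH4vsDry the fold changes of *N. bicalcarata* had an absolute r of 0.391 with the main axis along which plants of one treatment differed. The list changes at pH4 thus cannot be told apart from differences between its plants. Of the transcription factors at pH4, 0 passed edgeR's test over all genes, 12 when adjusted over the list alone and 31 at an unadjusted p under 0.05. Of the phenylpropanoid genes at pH4, 0 passed edgeR's test over all genes, 0 when adjusted over the list alone and 3 at an unadjusted p under 0.05. The phenylpropanoid genes in WetvsDry lost the call without the TPM minimum (adjusted p = 0.0859), without Dry replicate 2 (adjusted p = 0.0757), without Wet replicate 2 (adjusted p = 0.861), without Wet replicate 3 (adjusted p = 0.0585) and with the other count table (adjusted p = 0.0512), with a range from 2.0e-05 to 0.861. Of single genes, edgeR's test called 0 in pH4vsDry and 976 had an unadjusted p under 0.05. The number called was 220 by DESeq2's Wald test, 181 by DESeq2 after ComBat-seq and 97 by edgeR's test without pH4 replicate 3.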

Interestingly, *N. bicalcarata* showed the highest number of DEGs of all the species, and the pH4vsDry comparison (368 DEGs) seemed to drive more than half of them.

**Fig. 2.**
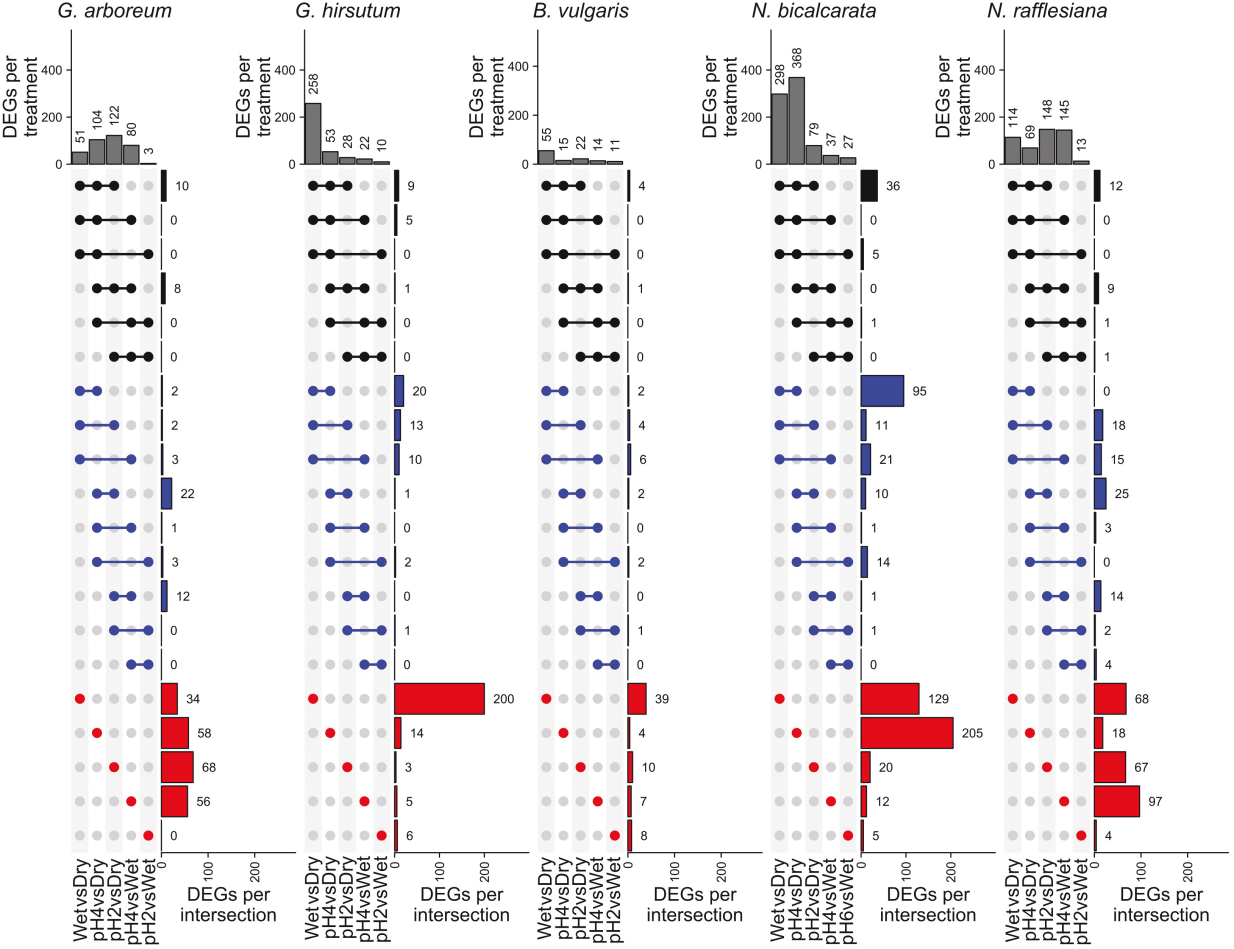
The number of differentially expressed genes (DEGs) in leaves in response to changes in external pH varies between the species and the different pH treatments. The pH of the leaf surface of *Gossypium arboreum*, *G. hirsutum*, *Beta vulgaris*, *Nepenthes bicalcarata*, and *N. rafflesiana* was determined (Dry control), and then they were sprayed with HCl solutions of pH 6.5 (Wet control), pH 4, and pH 2, and the resultant pH of the phylloplane was determined after 5 min. The total numbers of DEGs in the comparisons for each species are summarized at the top of the figure, and the numbers of shared (intersecting) DEGS between the different comparisons are shown below. Black indicates three-way comparisons; blue indicates pairwise comparisons; and red indicates DEGs that were unique to individual comparisons. DEGs were selected with a cut-off of |log_2_(fold-change)|>1 and adjusted *P*-value of <0.05.

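Of the 4 DEGs of *G. hirsutum* in pH4vsDry, 3 were also DEGs in pH2vsDry and changed in the same direction. Independent lists would share 0.0192, a value that leaves out the shared Dry libraries, and simulated unchanged groups with shared controls, which leave out any effect, shared 0 calls by edgeR, so part of the overlap may come from the shared controls. These were NAC029, a NAC transcription factor tied to leaf senescence, EFL1, a relative of the clock gene ELF4, and CGLD27, a chloroplast protein of the green lineage. NAC029 (TRINITY_DN812_c0_g1) rose at pH4, 27.4 ± 2.88 against 8.65 ± 1.48 CPM, a log2(FC) of 1.66 (standard error 0.20, adjusted p = 0.0168 by edgeR), and rose at pH2 with a log2(FC) of 2.02 with an adjusted p of 0.00159 by edgeR. EFL1 (TRINITY_DN23516_c0_g2) rose at pH4, 115 ± 24.0 against 42.4 ± 8.45 CPM, a log2(FC) of 1.44 (standard error 0.18, adjusted p = 0.0236 by edgeR), and rose at pH2 with a log2(FC) of 1.86 with an adjusted p of 0.00159 by edgeR. CGLD27 (TRINITY_DN285_c0_g1) fell at pH4, 129 ± 8.62 against 286 ± 41.3 CPM, a log2(FC) of -1.15 (standard error 0.12, adjusted p = 0.0168 by edgeR), and fell at pH2 with a log2(FC) of -1.82 with an adjusted p of 2.4e-04 by edgeR. The fourth DEG at pH4, matched to the uncharacterized *Arabidopsis* gene At1g28695 and named after its values were seen, rose with a log2(FC) of 1.37 (standard error 0.16, adjusted p = 0.0168 by edgeR). Comparisons against Dry share the Dry libraries, so overlaps stand here beside simulations of unchanged groups. The simulated genes vary independently of each other, while genes of real plants vary together. The simulations therefore cannot tell a shared response from differences that many genes share between the Dry plants. In *B. vulgaris* the real counts lay below the simulated ones. At an unadjusted p under 0.05, the genes of *G. hirsutum* that went the same way numbered 244 against 109 in WetvsDry and pH4vsDry, 502 against 104 in WetvsDry and pH2vsDry and 568 against 111 in pH4vsDry and pH2vsDry, where the second number is the mean of those simulations. The same counts were 273 against 87.6, 92 against 96.1 and 104 against 93.9 in *G. arboreum*, 16 against 78.1, 50 against 79.2 and 24 against 77.8 in *B. vulgaris*, 271 against 90.0, 275 against 87.2 and 381 against 84.1 in *N. bicalcarata* and 220 against 84.5, 239 against 90.5 and 165 against 91.9 in *N. rafflesiana*, for the 3 pairs in that order. The pH4vsDry calls depend on single libraries, since 0, 1 and 0 genes were called without pH4 replicates 1, 2 and 3, and 9, 20 and 2 without Dry replicates 1, 2 and 3. With the other count table, which was chosen after the data were seen, 0 genes were called. With a block for the replicate number 0 were called as well, though the numbers do not pair the plants throughout. By DESeq2's Wald test 67 genes were called in this comparison.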

Most DEGs were uniquely expressed in only one-treatment comparisons, with fewer genes shared between the two- or three-treatment comparisons (Fig. 2). Genes involved in a general response to external disturbance and wetness were expected to be amongst those shared in all three of the WetvsDry, pH4vsDry, and pH2vsDry comparisons, while genes specifically related to pH responses were expected to be amongst those shared in the pH4vsDry, pH2vsDry, pH4vsWet, and pH2vsWet comparisons, and to be uniquely differentially expressed in the pH2vsWet comparison. However, no clear pattern was observed. Both species of *Gossypium* had a similar number of total DEGs, but their distribution among the treatment comparisons was quite different, with the most extreme difference being observed in *G. hirsutum* in the pH6vsDry comparison, where there was a total of 258 DEGs, most of which (200) were uniquely expressed.

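In WetvsDry, photosystem and assembly genes of *G. hirsutum* rose, with 38 of 44 higher and a median log2(FC) of 0.23 (adjusted p = 1.1e-07 by camera, adjusted p = 0.614 with an estimated correlation), as did genes of the plastid ribosome, with 46 of 52 higher and a median of 0.24 (adjusted p = 2.3e-09 by camera, adjusted p = 0.614 with an estimated correlation). Calcium sensors fell, with 70 of 94 lower and a median log2(FC) of -0.21 (adjusted p = 1.1e-04 by camera, adjusted p = 0.330 with an estimated correlation). Of the photosystem genes, 0 passed edgeR's test over all genes, 1 when adjusted over the list alone and 6 at an unadjusted p under 0.05. Of the calcium sensors, 0 passed edgeR's test over all genes, 0 when adjusted over the list alone and 10 at an unadjusted p under 0.05. EdgeR's test called 0 single genes as DEGs in WetvsDry, with 853 at an unadjusted p under 0.05, 19 by DESeq2's Wald test, 24 by DESeq2 after ComBat-seq, and 1 by edgeR without Dry replicate 2.
Of the 117 DEGs of this species, 116 were called in pH2vsDry and 4 in pH4vsDry. In pH2vsDry genes of the morning phase of the circadian clock fell, with 10 of 13 lower and a median log2(FC) of -0.49 (adjusted p = 2.3e-07 by camera, adjusted p = 0.214 with an estimated correlation). 5 passed edgeR's test over all genes, 6 when adjusted over the list alone and 6 at an unadjusted p under 0.05. APRR9 (TRINITY_DN1363_c0_g2), a pseudo-response regulator that represses the morning clock genes, fell from 58.7 ± 7.28 CPM in Dry to 16.4 ± 3.24 CPM at pH2, a log2(FC) of -1.84 (standard error 0.20, adjusted p = 0.00228 by edgeR). RVE8 (TRINITY_DN16459_c0_g1), a MYB-like activator of evening genes, fell from 26.6 ± 2.50 to 10.3 ± 2.10 CPM, a log2(FC) of -1.36 (standard error 0.17, adjusted p = 0.00394 by edgeR). Other DEGs of pH2vsDry have known links to abscisic acid and dormancy, a choice of genes made after their values were seen. The abscisic acid list itself did not pass there, with 28 genes and a median log2(FC) of -0.01 (adjusted p = 0.635 by camera, adjusted p = 0.897 with an estimated correlation). CYP707A4 (TRINITY_DN3545_c0_g4), which breaks abscisic acid down, fell from 20.0 ± 8.13 to 2.39 ± 1.25 CPM, a log2(FC) of -3.05 (standard error 0.49, adjusted p = 0.0160 by edgeR). LEA5-A (TRINITY_DN14710_c0_g1), a late embryogenesis abundant protein matched to cotton itself, rose from 11.0 ± 3.87 to 68.0 ± 40 CPM, a log2(FC) of 2.62 (standard error 0.46, adjusted p = 0.0213 by edgeR). The dormancy-associated genes DRM1 and At1g56220 rose with log2(FC) of 2.28 and 3.26 (adjusted p = 0.0432 and 0.0176 by edgeR). Among the strongest falls were SBH1, a sphingolipid hydroxylase, with a log2(FC) of -4.11 (standard error 0.70, adjusted p = 0.0200 by edgeR), and 14KD, a proline-rich protein matched to carrot, with a log2(FC) of -3.14 (standard error 0.61, adjusted p = 0.0309 by edgeR). Of calcium signalling genes, CIPK18, a kinase matched to rice, and CML44, a calmodulin-like protein, fell with log2(FC) of -1.77 and -1.25 (adjusted p = 0.0136 and 0.0459 by edgeR), while the kinase CIPK6 rose with a log2(FC) of 1.11 with an adjusted p of 0.0432 by edgeR. The D-type cyclin CYCD3-1, the cell wall enzyme XTH16 and the acid phosphatase PAP10 fell with log2(FC) of -1.59, -1.76 and -1.53 (adjusted p = 0.0428, 0.0433 and 0.0108 by edgeR). The ascorbate-recycling DHAR2, the flavonoid glucosyltransferase UGT78G1 and the chlorophyll-degrading PPH fell with log2(FC) of -1.16, -1.09 and -1.17, and the senescence-associated SAG20 and the ethylene response factor ERF1B rose with 1.21 and 1.58 (adjusted p from 0.0219 to 0.0459 by edgeR).
The number of DEGs in pH2vsDry was 40 without Dry replicate 1, 188 without Dry replicate 3, and 62, 36 and 53 without pH2 replicates 1, 2 and 3, and 195 by DESeq2's Wald test and 59 with the counts of annotated transcripts, a setting chosen after the data were seen. Of 35 DEGs of this comparison that are named in the text, 12, 29 and 32 stayed DEGs without Dry replicates 1, 2 and 3, 18, 13 and 18 without pH2 replicates 1, 2 and 3, and 16 with the annotated-transcript counts, under which PAP10 and ERF1B had log2(FC) of 0.59 and -0.04. With a block for the replicate number 31 of the 35 stayed DEGs, and 14KD, CYCD3-1, DHAR2 and UGT78G1 did not. Without the TPM minimum 29 stayed. APRR9 and RVE8 stayed DEGs in each of these settings.

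**Figure D1:**
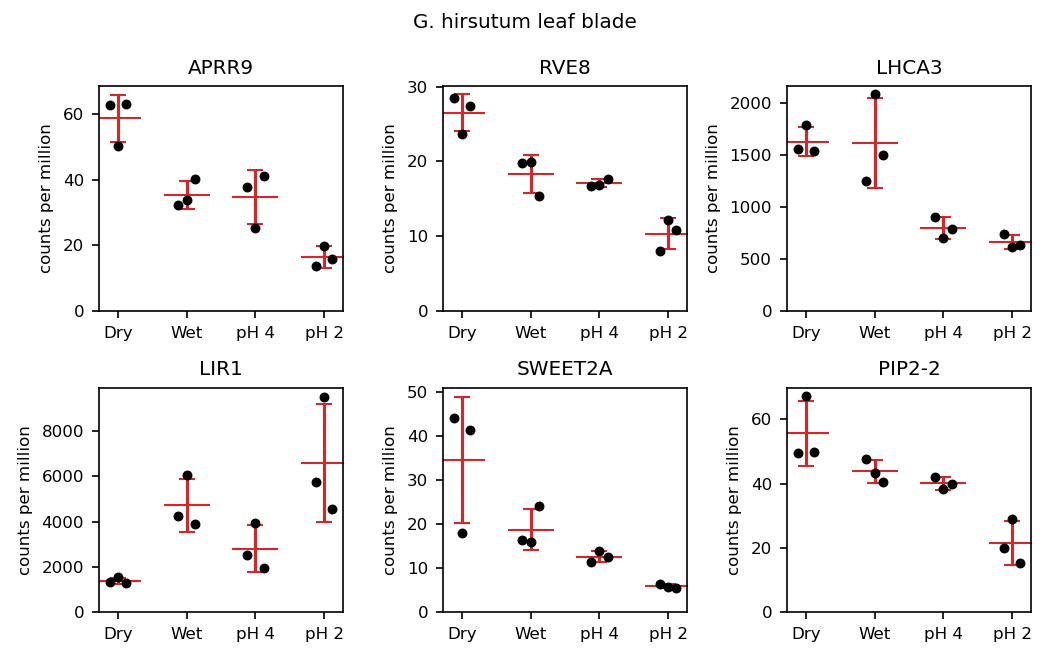
CPM of 6 genes in leaf blades of *G. hirsutum*, in each of 3 plants (black points) per treatment, with the mean and SD (red). APRR9, RVE8, LHCA3, SWEET2A and PIP2-2 are lower, and LIR1 higher, in every pH2 plant than in every Dry plant.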

### Analysis of orthologues

We used OrthoFinder (Emms and Kelly, 2019) to determine which genes were orthologues across species. We included the reference genomes of *G. arboreum*, *G. hirsutum*, *B. vulgaris*, and *Arabidopsis thaliana* to define genes that are well-annotated. This resulted in the identification of a total of 28 022 orthogroups (OGs) with genes of one or more species and only 6370 OGs were found to include genes from all five species. The groups containing DEGs in response to pH treatment are termed as DEG orthogroups, and gene expression data for them are shown in Supplementary Dataset S1. 

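To compare species, genes were matched by their Swiss-Prot entry, which gave 4198 to 5588 shared entries per pair of species. The fold changes of the 10 pairs had an r across genes of -0.27 to 0.20 in WetvsDry, -0.29 to 0.15 in pH4vsDry, -0.22 to 0.16 in pH2vsDry, -0.07 to 0.18 in pH4vsWet and -0.03 to 0.13 in pH2vsWet. Genes are not independent replicates, so these r describe the libraries at hand. The fold changes of the *Nepenthes* species tended to go opposite ways against Dry, with r of -0.27, -0.29 and -0.22 in WetvsDry, pH4vsDry and pH2vsDry. Spearman's coefficients were -0.31, -0.19 and -0.07. These comparisons share the Dry plants of each species, so the values are not independent of each other. Against Wet leaves r was -0.066 in pH4vsWet and 0.016 in pH2vsWet (Spearman -0.20 and -0.01). There 0 of 12 and 26 of 47 entries at an unadjusted p under 0.05 in both species went the same way. Differences between the Dry plants thus stay open as a source. In pH4vsDry the values of *N. bicalcarata* cannot be told apart from differences between its plants (absolute r 0.391 with their main axis). Jasmonate genes, which carry the wound signal, rose in WetvsDry in *N. bicalcarata*, with 23 of 32 higher and a median log2(FC) of 0.45 (adjusted p = 0.00411 by camera, adjusted p = 0.456 with an estimated correlation), and fell in *N. rafflesiana*, with 26 of 33 lower and a median of -0.83 (adjusted p = 3.8e-04 by camera, adjusted p = 0.688 with an estimated correlation). Of these genes in *N. bicalcarata*, 0 passed edgeR's test over all genes, 0 when adjusted over the list alone and 7 at an unadjusted p under 0.05, and in *N. rafflesiana*, 0 passed edgeR's test over all genes, 0 when adjusted over the list alone and 9 at an unadjusted p under 0.05. In pH4vsDry, 96 shared entries had an unadjusted p under 0.05 in both *Nepenthes* species, where 26.0 would if the lists were independent, and 6 of them went in the same direction. In WetvsDry 8 of 57 and in pH2vsDry 33 of 132 went the same way. The *Gossypium* species were nearest to each other in pH4vsWet, with an r of 0.18 and 4 of 5 entries in the same direction, where 8.24 entries would be shared if the lists were independent. In pH2vsWet their r was 0.13, and 25 of 31 entries went the same way, with 38.0 shared if independent.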

Most of the DEG orthogroups showed a different expression pattern in each species. Each DEG orthogroup might be comprised of a number of gene isoforms that differ by species; this could be due to the phylogenetic relationships between the species, and the number of gene isoforms belonging to a gene family can also vary by species. 

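At least 1 list of hormone genes passed camera's test with the preset correlation in each of the 5 species, and calcium sensors passed in 3 of them. In WetvsDry calcium sensors rose in *N. bicalcarata* and fell in *G. hirsutum*. In pH4vsDry and pH2vsDry they rose in *N. bicalcarata* and fell in *N. rafflesiana*. In *N. bicalcarata* at pH4 against Dry, jasmonate genes rose by a median log2(FC) of 0.50, with 22 of 32 higher (adjusted p = 1.9e-05 by camera, adjusted p = 0.456 with an estimated correlation), and ethylene genes by 0.43, with 13 of 19 higher (adjusted p = 0.00134 by camera, adjusted p = 0.474 with an estimated correlation). Calcium sensors, such as calmodulins and calcium-dependent kinases, rose there by a median of 0.33, with 61 of 86 higher (adjusted p = 1.9e-05 by camera, adjusted p = 0.456 with an estimated correlation), and again in pH2vsDry, with 59 higher and a median of 0.18 (adjusted p = 2.0e-04 by camera, adjusted p = 0.456 with an estimated correlation). In *N. rafflesiana* calcium sensors fell in pH2vsDry, with 58 of 85 lower and a median of -0.27 (adjusted p = 0.0278 by camera, adjusted p = 0.688 with an estimated correlation), and jasmonate genes rose in pH2vsWet, with 28 of 33 higher and a median of 0.70 (adjusted p = 6.0e-04 by camera, adjusted p = 0.688 with an estimated correlation). In *B. vulgaris* jasmonate genes rose in pH2vsDry, with 23 of 31 higher and a median of 0.64 (adjusted p = 0.00578 by camera, adjusted p = 0.995 with an estimated correlation). In *G. arboreum* ethylene genes fell in WetvsDry, with 22 of 24 lower and a median of -0.24 (adjusted p = 0.00184 by camera, adjusted p = 0.896 with an estimated correlation). In *G. hirsutum* calcium sensors rose in pH4vsWet, with 64 of 94 higher and a median of 0.15 (adjusted p = 0.00323 by camera, adjusted p = 0.50 with an estimated correlation), as did abscisic acid genes, with 23 of 28 higher and a median of 0.19 (adjusted p = 0.00732 by camera, adjusted p = 0.437 with an estimated correlation). Fold changes of *N. bicalcarata* in pH4vsDry and of *G. hirsutum* in pH4vsWet had an absolute r of 0.391 and 0.463 with the main axis of differences between plants. Such differences thus stay open as a source of these 2 sets of list changes. Of the jasmonate genes of *N. bicalcarata* at pH4, 0 passed edgeR's test over all genes, 12 when adjusted over the list alone and 14 at an unadjusted p under 0.05. Of its ethylene genes, 0 passed edgeR's test over all genes, 6 when adjusted over the list alone and 7 at an unadjusted p under 0.05, and of its calcium sensors, 0 passed edgeR's test over all genes, 4 when adjusted over the list alone and 19 at an unadjusted p under 0.05. When adjusted over the list alone, 0 calcium sensors of *N. bicalcarata* passed in pH2vsDry, 0 jasmonate genes of *N. rafflesiana* and 0 ethylene genes of *G. arboreum*, while 2 abscisic acid genes and 0 calcium sensors of *G. hirsutum* did so. The ethylene genes of *N. bicalcarata* lost the call with the other count table (adjusted p = 0.0937), with a range from 4.8e-05 to 0.0937. The calcium sensors of *N. rafflesiana* lost the call without Dry replicate 2 (adjusted p = 0.166), without pH2 replicate 3 (adjusted p = 0.135) and with the other count table (adjusted p = 0.143), with a range from 0.00289 to 0.166. The jasmonate genes of *B. vulgaris* lost the call without pH2 replicate 1 (adjusted p = 0.197), without pH2 replicate 3 (adjusted p = 0.0979) and with the other count table (adjusted p = 0.407), with a range from 1.6e-05 to 0.407. The ethylene genes of *G. arboreum* lost the call with the other count table (adjusted p = 0.368), with a range from 6.3e-04 to 0.368.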

DEG orthogroups related to hormone response, calcium sensing, and photosynthesis were found to be differentially expressed in all species.

### Functional analysis

To determine which key plant metabolic pathways were involved in sensing or responding to wetness and pH changes, we performed a GO term enrichment analysis (Fig. 3). 

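Between pH4 and Wet leaves, which differ in acidity but not in wetness, photosynthesis genes moved as groups. In *G. hirsutum* photosystem and assembly genes fell, with 44 of 44 lower and a median log2(FC) of -0.70 (adjusted p = 1.7e-28 by camera, adjusted p = 0.193 with an estimated correlation). Genes of electron transport and the chloroplast ATP synthase fell by a median log2(FC) of -0.49, with 32 of 34 lower (adjusted p = 8.2e-16 by camera, adjusted p = 0.193 with an estimated correlation), those of the Calvin cycle by a median of -0.62, with 11 of 12 lower (adjusted p = 1.3e-08 by camera, adjusted p = 0.193 with an estimated correlation), and those of the plastid ribosome by a median of -0.44, with 51 of 52 lower (adjusted p = 3.0e-21 by camera, adjusted p = 0.317 with an estimated correlation). Photosystem genes were also lower at pH4 in *G. arboreum*, 32 of 37 genes lower, median log2(FC) -0.41 (adjusted p = 3.7e-09 by camera, adjusted p = 0.896 with an estimated correlation), and in *N. rafflesiana*, 32 of 34 genes lower, median log2(FC) -0.27 (adjusted p = 0.00547 by camera, adjusted p = 0.818 with an estimated correlation). In *N. bicalcarata* they rose instead, 28 of 30 genes higher, median log2(FC) 0.51 (adjusted p = 5.1e-11 by camera, adjusted p = 0.456 with an estimated correlation), as did the Calvin cycle genes, 12 of 12 genes higher, median log2(FC) 0.51 (adjusted p = 1.0e-07 by camera, adjusted p = 0.456 with an estimated correlation). The fold changes in pH4vsWet were set against the main axis along which plants of one treatment differed. The absolute r over all genes was 0.463 in *G. hirsutum* and 0.358 in *N. bicalcarata*, against 0.153 in *G. arboreum* and 0.0999 in *N. rafflesiana*. In the first 2 species differences between plants thus stay open as a source. Of the photosystem genes of *G. hirsutum*, 0 passed edgeR's test over all genes, 32 when adjusted over the list alone and 33 at an unadjusted p under 0.05. Of its plastid ribosome genes, 0 passed edgeR's test over all genes, 35 when adjusted over the list alone and 36 at an unadjusted p under 0.05. The photosystem genes that passed when adjusted over the list alone numbered 0 in *G. arboreum*, 0 in *N. rafflesiana* and 0 in *N. bicalcarata*. The photosystem genes of *G. arboreum* lost the call without pH4 replicate 3 (adjusted p = 0.103), with a range from 2.4e-12 to 0.103. The photosystem genes of *N. rafflesiana* lost the call without Wet replicate 2 (adjusted p = 0.0843) and without pH4 replicate 2 (adjusted p = 0.207), with a range from 7.6e-04 to 0.207. EdgeR's test called 0 single genes in this comparison in each species, so no term could be tested for enrichment among its calls. Among the genes that DESeq2's Wald test called in *G. hirsutum*, the GO term photosynthesis held 4 of 22 (Fisher's exact test, one-sided, adjusted p = 0.0161), and after ComBat-seq 4 of 25 (adjusted p = 0.0266 by the same exact test). At an unadjusted p under 0.05 there were 99 in *G. arboreum*, 1395 in *G. hirsutum*, 104 in *B. vulgaris*, 484 in *N. bicalcarata* and 111 in *N. rafflesiana*, DESeq2's Wald test called 0, 24, 4, 2 and 2 genes in the same order, and edgeR's test called 4 in *G. hirsutum* without Wet replicate 1 and 1 in *B. vulgaris* without Wet replicate 3.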

We found no metabolic categories enriched in the DEGs in the pH4vsWet comparison. 

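Genes of the low-oxygen response, such as alcohol dehydrogenase, pyruvate decarboxylase, non-symbiotic hemoglobins and universal stress proteins, moved in different directions in the species. In *B. vulgaris* they rose in pH2vsDry, with 13 of 18 higher and a median log2(FC) of 0.70 (adjusted p = 0.00526 by camera, adjusted p = 0.995 with an estimated correlation). In *N. rafflesiana* they fell in each comparison against Dry, with a median of -0.27 in WetvsDry, where 22 of 27 were lower (adjusted p = 0.0158 by camera, adjusted p = 0.688 with an estimated correlation), -0.15 in pH4vsDry (adjusted p = 0.0443 by camera, adjusted p = 0.688 with an estimated correlation), and -0.45 in pH2vsDry, where 21 were lower (adjusted p = 0.0246 by camera, adjusted p = 0.688 with an estimated correlation). In *G. arboreum* they fell in WetvsDry by a median log2(FC) of -0.09 (adjusted p = 0.0327 by camera, adjusted p = 0.896 with an estimated correlation). The list did not pass in *N. bicalcarata* at pH4, with a median of -0.0032 (adjusted p = 0.894 by camera), nor in *G. hirsutum* at pH2, with a median of 0.15 (adjusted p = 0.151 by camera). One member was a DEG in *G. hirsutum*, At3g01520 (TRINITY_DN70353_c0_g1), a universal stress protein rather than an enzyme of fermentation, which rose at pH2 from 143 ± 18.2 CPM in Dry to 388 ± 144 CPM, a log2(FC) of 1.44 (standard error 0.28, adjusted p = 0.0274 by edgeR). Of the list in *B. vulgaris*, 0 passed edgeR's test over all genes, 0 when adjusted over the list alone and 2 at an unadjusted p under 0.05, and in *N. rafflesiana* at pH2, 0 passed edgeR's test over all genes, 0 when adjusted over the list alone and 7 at an unadjusted p under 0.05. The list in *B. vulgaris* lost the call with the other count table (adjusted p = 0.415), with a range from 5.3e-04 to 0.415. The list in *N. rafflesiana* in pH4vsDry lost the call without Dry replicate 2 (adjusted p = 0.0902), without Dry replicate 3 (adjusted p = 0.154), without pH4 replicate 2 (adjusted p = 0.298) and with the other count table (adjusted p = 0.141), with a range from 0.0127 to 0.298. The list in *N. rafflesiana* in pH2vsDry lost the call without Dry replicate 2 (adjusted p = 0.0756) and without pH2 replicate 1 (adjusted p = 0.132), with a range from 0.00993 to 0.132. The list in *G. arboreum* lost the call without Dry replicate 2 (adjusted p = 0.132), without Wet replicate 2 (adjusted p = 0.0770) and with the other count table (adjusted p = 0.295), with a range from 0.0157 to 0.295. The GO term for the response to hypoxia held 0 of the 106 annotated DEGs of *G. hirsutum* in pH2vsDry, out of 25 tested genes with that term (Fisher's exact test, one-sided, adjusted p = 1), and among the genes that DESeq2's Wald test called in *N. bicalcarata* in pH4vsDry it held 5 of 209, out of 29 tested genes with that term (adjusted p = 0.0266 by the same exact test). The call of At3g01520 ended without Dry replicate 1 (adjusted p = 0.103), without pH2 replicate 2 (adjusted p = 0.0947) and without pH2 replicate 3 (adjusted p = 0.0526).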

The term ‘response to hypoxia’ was shared across species and shared in all three comparisons against the dry control (Fig. 3A–C). We observed unique responses in every comparison shared across species (gray circles in Fig. 3). 

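At pH4 against Dry, stress and defence genes rose in more than 1 species. In *B. vulgaris* the genes of salicylate and defence, such as pathogenesis-related proteins and chitinases, rose by a median log2(FC) of 0.60, with 33 of 40 higher (adjusted p = 0.00103 by camera, adjusted p = 0.995 with an estimated correlation). In *G. hirsutum* the transcription factors of the touch and wound response had a median of 0.12, with 128 of 194 higher (adjusted p = 5.9e-06 by camera, adjusted p = 0.614 with an estimated correlation), and jasmonate genes a median of 0.23, with 22 of 30 higher (adjusted p = 0.0127 by camera, adjusted p = 0.806 with an estimated correlation), while photosystem genes fell by -0.47 (39 of 44 lower, adjusted p = 4.2e-11 by camera, adjusted p = 0.437 with an estimated correlation) and Calvin cycle genes by -0.58 (12 of 12 lower, adjusted p = 5.6e-08 by camera, adjusted p = 0.193 with an estimated correlation). Fold changes in pH4vsDry had an absolute r of 0.278 in *B. vulgaris* and 0.330 in *G. hirsutum* with the main axis of differences between plants. Such differences thus stay open as a source in both species. Of the defence genes of *B. vulgaris*, 0 passed edgeR's test over all genes, 0 when adjusted over the list alone and 0 at an unadjusted p under 0.05. Of the photosystem genes of *G. hirsutum*, 0 passed edgeR's test over all genes, 13 when adjusted over the list alone and 18 at an unadjusted p under 0.05, and of the Calvin cycle genes, 0 passed edgeR's test over all genes, 7 when adjusted over the list alone and 7 at an unadjusted p under 0.05. The defence genes of *B. vulgaris* lost the call without the TPM minimum (adjusted p = 0.0620), without Dry replicate 1 (adjusted p = 0.142), without pH4 replicate 1 (adjusted p = 0.204) and with the other count table (adjusted p = 0.439), with a range from 1.3e-04 to 0.439. The transcription factors of *G. hirsutum* lost the call without Dry replicate 3 (adjusted p = 0.160), with a range from 1.6e-11 to 0.160. The jasmonate genes of *G. hirsutum* lost the call without Dry replicate 3 (adjusted p = 0.501) and without pH4 replicate 2 (adjusted p = 0.0921), with a range from 7.3e-06 to 0.501. Enrichment of GO terms could be tested with edgeR's DEGs in *G. hirsutum* alone, where 2 DEGs carried a term and 1 of them, EFL1, belonged to the cellular response to abiotic stimulus (Fisher's exact test, one-sided, adjusted p = 0.159). Among the genes that DESeq2's Wald test called in *N. bicalcarata*, the response to oxidative stress was enriched with 18 of 209 genes, against 265 of 7188 tested (adjusted p = 0.0266 by the same exact test), and with DESeq2 after ComBat-seq with 17 of 170 (adjusted p = 0.00654).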

The pH4vsDry comparison (Fig. 3B) resulted in the enrichment of the most terms related to signaling pathways in response to various abiotic stresses, such as salt stress, osmotic stress, oxidative stress, and to ‘external stimulus’, and also to biotic stresses including ‘other organism’ and ‘fungus’. 

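The DEGs of *G. hirsutum* in pH2vsDry included 7 genes of the cellular response to abiotic stimulus, and these were genes of light perception and chloroplast function, of which 6 fell and 1 rose. Both Trinity genes matched to HY5, the transcription factor that promotes photomorphogenesis, fell, TRINITY_DN24433_c0_g2 with a log2(FC) of -1.44 (standard error 0.18, adjusted p = 0.00416 by edgeR) and TRINITY_DN24433_c0_g1 with a log2(FC) of -1.56 (adjusted p = 0.0101 by edgeR). SPA1 (TRINITY_DN4727_c0_g1), which acts with COP1 to degrade HY5 in the dark, fell with a log2(FC) of -1.22 (standard error 0.21, adjusted p = 0.0164 by edgeR), and RPT3 (TRINITY_DN867_c0_g4), which passes on the signal of the blue-light receptors for phototropism, with a log2(FC) of -1.13 (standard error 0.22, adjusted p = 0.0256 by edgeR). SIGE (TRINITY_DN20523_c0_g2), a sigma factor for the chloroplast RNA polymerase, fell with a log2(FC) of -1.84 (standard error 0.27, adjusted p = 0.00997 by edgeR). PGR5 (TRINITY_DN8183_c0_g2), needed for the cyclic electron flow that acidifies the thylakoid lumen, fell with a log2(FC) of -1.81 (standard error 0.36, adjusted p = 0.0311 by edgeR). EFL1, the clock-related gene already named at pH4, rose. These genes are named as the members of the term, after their values were seen. The term held 7 of 106 DEGs with a GO term, against 130 of 8681 tested genes (Fisher's exact test, one-sided, adjusted p = 0.0164 over 8 terms in each comparison with DEGs), and 12 genes with DESeq2's Wald test (adjusted p = 5.4e-04). The 7 count both Trinity genes matched to HY5, which may be split copies. The term was not tested with HY5 counted once. Of the other terms set beforehand, photosynthesis held 6 of 171 genes (adjusted p = 0.145 by the same exact test), response to osmotic stress 10 of 540 (adjusted p = 0.490) and response to oxidative stress 4 of 296 (adjusted p = 1). Without the TPM minimum photosynthesis passed too, with 7 of 97 DEGs with a GO term, against 199 of 13006 tested genes (adjusted p = 0.00568 by the same exact test), and in none of the other settings in which the terms were tested. SIGE, EFL1 and the first of the 2 HY5 genes stayed DEGs in every setting run, and the second HY5 gene was not followed through the settings. Calls ended without Dry replicate 1 (PGR5 adjusted p = 0.0578, SPA1 adjusted p = 0.0634, RPT3 adjusted p = 0.0878), without pH2 replicate 1 (PGR5 adjusted p = 0.0860, SPA1 adjusted p = 0.0511, RPT3 adjusted p = 0.0673), without pH2 replicate 2 (PGR5 adjusted p = 0.109, SPA1 adjusted p = 0.0718, RPT3 adjusted p = 0.109), without pH2 replicate 3 (PGR5 adjusted p = 0.0602, SPA1 adjusted p = 0.0688, RPT3 adjusted p = 0.0862) and with the other count table (PGR5 adjusted p = 0.0572, SPA1 adjusted p = 0.0885, RPT3 adjusted p = 0.0572), the table of annotated transcripts, which was chosen after the data were seen. In the other 4 species edgeR's test called 0 single genes in pH2vsDry, with 454, 362, 855 and 1252 at an unadjusted p under 0.05 in *G. arboreum*, *B. vulgaris*, *N. bicalcarata* and *N. rafflesiana*, and 3, 9, 137 and 199 by DESeq2's Wald test. In *N. rafflesiana* edgeR's test called 97 without Dry replicate 1.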

In the pH2vsDry comparison (Fig. 3C), the ‘cellular response to abiotic stimulus’ was driven by *G. hirsutum*, but we still observed responses to ‘osmotic stress’ and to ‘light stimulus’ that were shared across the species. In the pH2vsWet (pH 6.5) comparison we could separate the response of the leaf to pH changes, excluding the response to wetness (Fig. 3D). 

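At pH2 against Wet, auxin genes fell in *G. arboreum*, with 51 of 69 lower and a median log2(FC) of -0.29 (adjusted p = 1.0e-05 by camera, adjusted p = 0.896 with an estimated correlation), and in *N. bicalcarata*, with 35 of 50 lower and a median of -0.18 (adjusted p = 0.0199 by camera, adjusted p = 0.735 with an estimated correlation). Genes of the cell cycle, such as cyclins and histones, fell in *G. hirsutum*, 40 of 60 genes lower, median log2(FC) -0.12 (adjusted p = 0.0373 by camera, adjusted p = 0.744 with an estimated correlation), and in *N. rafflesiana*, 28 of 37 genes lower, median log2(FC) -0.23 (adjusted p = 0.0144 by camera, adjusted p = 0.688 with an estimated correlation). Cell wall genes fell in *G. arboreum*, 58 of 85 genes lower, median log2(FC) -0.15 (adjusted p = 0.0131 by camera, adjusted p = 0.940 with an estimated correlation). The fold changes of *G. arboreum* in pH2vsWet ran along the main axis of differences between plants of one treatment (absolute r 0.634 over all genes). Of 10 splits of its pH2 and Wet plants, 7 called as many lists (6 in the real one, 11 in the highest other). Its auxin and cell wall falls thus cannot be told apart from differences between its plants. Of the carbon-fixing Calvin cycle, 11 of 12 genes were lower in *N. rafflesiana*, with a median of -0.58 (adjusted p = 0.0171 by camera, adjusted p = 0.703 with an estimated correlation), and 10 of 12 in *G. hirsutum*, with a median of -0.53 (adjusted p = 1.1e-06 by camera, adjusted p = 0.194 with an estimated correlation). Morning-phased clock genes, which peak with light, fell in both, by -0.50 in *G. hirsutum* (11 of 13 lower, adjusted p = 1.7e-08 by camera, adjusted p = 0.193 with an estimated correlation) and by -0.93 in *N. rafflesiana* (6 of 6 lower, adjusted p = 0.00121 by camera, adjusted p = 0.688 with an estimated correlation). Of the auxin genes of *G. arboreum*, 0 passed edgeR's test over all genes, 2 when adjusted over the list alone and 13 at an unadjusted p under 0.05, and of the cell cycle genes of *G. hirsutum*, 0 passed edgeR's test over all genes, 0 when adjusted over the list alone and 3 at an unadjusted p under 0.05. Of the clock genes of *G. hirsutum*, 0 passed edgeR's test over all genes, 6 when adjusted over the list alone and 6 at an unadjusted p under 0.05. The auxin genes of *N. bicalcarata* lost the call without the TPM minimum (adjusted p = 0.0576), without Wet replicate 2 (adjusted p = 0.588) and without pH2 replicate 1 (adjusted p = 0.0515), with a range from 9.7e-04 to 0.588. The cell cycle genes of *G. hirsutum* lost the call without Wet replicate 2 (adjusted p = 0.496), without pH2 replicate 1 (adjusted p = 0.0593), without pH2 replicate 2 (adjusted p = 0.338) and with the other count table (adjusted p = 0.155), with a range from 6.6e-04 to 0.496. The cell cycle genes of *N. rafflesiana* lost the call without the TPM minimum (adjusted p = 0.311), without pH2 replicate 1 (adjusted p = 0.0518) and without pH2 replicate 3 (adjusted p = 0.0674), with a range from 0.00240 to 0.311. The cell wall genes of *G. arboreum* lost the call without Wet replicate 2 (adjusted p = 0.240) and without pH2 replicate 1 (adjusted p = 0.185), with a range from 3.3e-04 to 0.240. The Calvin cycle in *N. rafflesiana* lost the call without pH2 replicate 1 (adjusted p = 0.0562), without pH2 replicate 2 (adjusted p = 0.0691) and with the other count table (adjusted p = 0.0513), with a range from 0.00216 to 0.0691. The clock genes of *N. rafflesiana* lost the call with the other count table (adjusted p = 0.173), with a range from 1.0e-04 to 0.173. EdgeR's test called 0 single genes in pH2vsWet in each species, and 713 in *G. arboreum*, 807 in *G. hirsutum*, 111 in *B. vulgaris*, 391 in *N. bicalcarata* and 1239 in *N. rafflesiana* had an unadjusted p under 0.05. DESeq2's Wald test called 22, 31, 1, 10 and 136 in that order, and edgeR's test 2 in *B. vulgaris* without Wet replicate 3 and 5 in *N. rafflesiana* without pH2 replicate 1.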

Auxin transport and other metabolic processes involved in growth and development were affected by pH stress together with photosynthesis-related pathways. It could be observed that *G. arboreum* and *N. bicalcarata* were driving some of the GO-term categories in the WetvsDry and pH2vsWet comparisons, while the pH4vsDry comparison was enriched mainly by DEGs from *N. bicalcarata* (yellow circles in Fig. 3), and the pH2vsDry comparison by DEGs from *G. hirsutum* (pink circles).

**Fig. 3.**
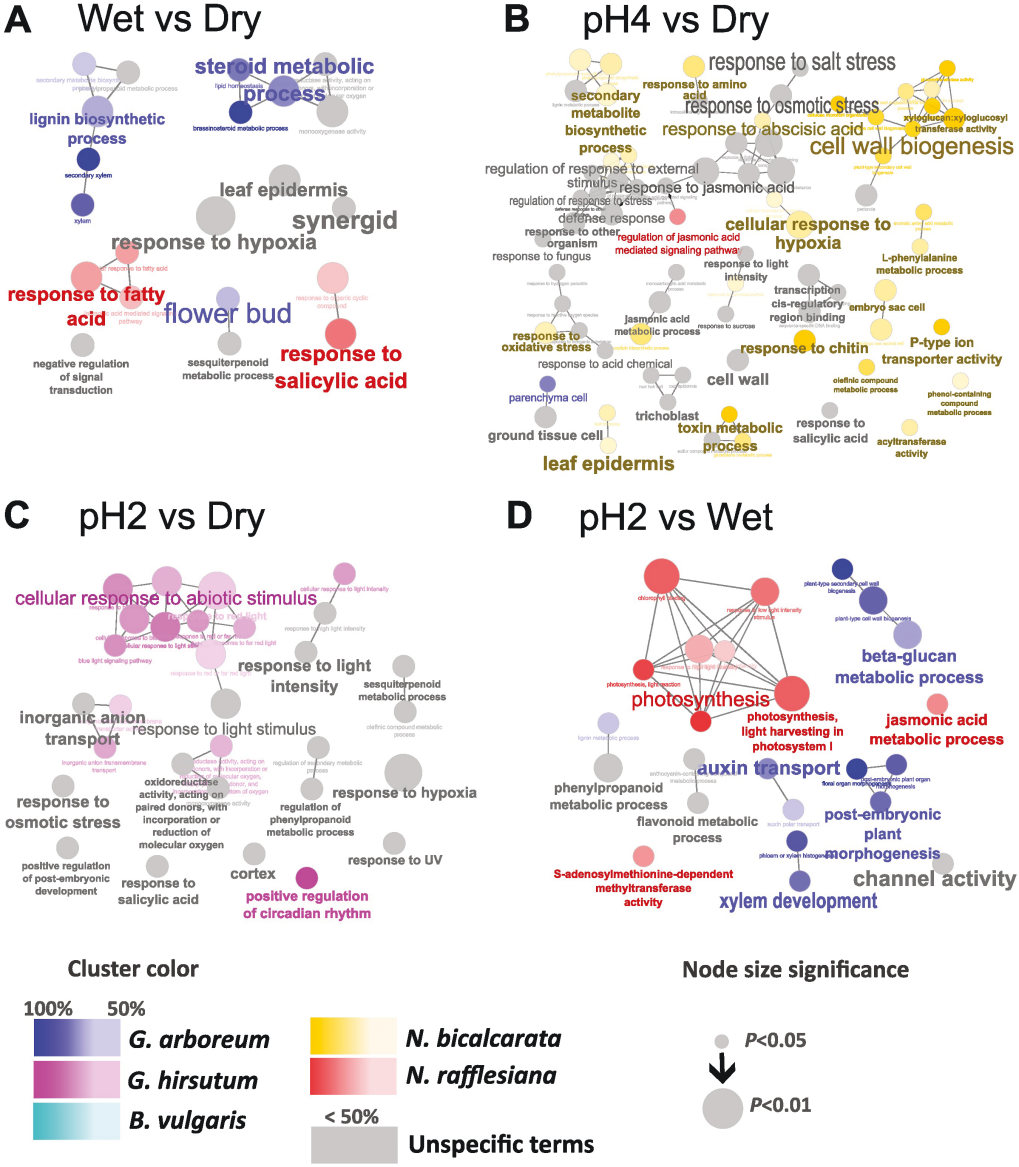
General plant responses to abiotic stresses are activated by wetting of the leaf surface and by changes in external pH. The pH of the leaf surface of *Gossypium arboreum*, *G. hirsutum*, *Beta vulgaris*, *Nepenthes bicalcarata*, and *N. rafflesiana* was determined (Dry control), and then they were sprayed with HCl solutions of pH 6.5 (Wet control), pH 4, and pH 2, and the resultant pH of the phylloplane was determined after 5 min. GO term enrichment of differentially expressed genes (DEGs) for the comparisons of (A) Wet versus Dry control, (B) pH 4 versus Dry control, (C) pH 2 versus Dry control, and (D) pH 2 versus Wet control. The circles indicate GO terms that are enriched with more than 50% of the DEGs from an individual species, as indicated in the key; grey circles are terms shared across the different species. The size of the circles represents the level of significance, as indicated in the key.

We visualized the DEG orthogroups with Mapman to give a general overview of gene expression patterns that might be related to the pH gradient (Supplementary Dataset S1; Supplementary Video S1; Fig. 4). For example, Supplementary Fig. 1B shows that in *G. hirsutum* genes such as Light-regulated protein 1 (LIR1) and PSII repair protein PSB27-H1 were up-regulated in the WetvsDry and pH2vsDry comparison; however, following the pH gradient from neutral to more acidic indicates that there were many others that were down-regulated with decreasing pH, such as Light harvesting II (LHC-II) complex. 

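LIR1 (TRINITY_DN5728_c1_g1), a light-regulated chloroplast protein that helps to hold ferredoxin-NADP reductase at the thylakoid membrane, rose at pH2 from 1394 ± 127 CPM in Dry leaves to 6594 ± 2588 CPM, a log2(FC) of 2.24 (standard error 0.31, adjusted p = 0.00822 by edgeR). It stood at 4730.0 ± 1168 CPM in Wet leaves, a log2(FC) of 1.76 (standard error 0.31, adjusted p = 0.243 by edgeR) against Dry, and at 2815 ± 1017 CPM at pH4, a log2(FC) of 1.01 (standard error 0.31, adjusted p = 0.246 by edgeR). PSB27-1 (TRINITY_DN151734_c0_g1), matched to an *Arabidopsis* repair protein of photosystem II, was at 39.3 ± 12.6 CPM in Wet and 15.2 ± 13.2 CPM in Dry leaves, a log2(FC) of 1.36 (standard error 0.52, adjusted p = 0.489 by edgeR). Its fold change in pH2vsDry was 0.76 on the log2 scale (standard error 0.53, adjusted p = 0.513 by edgeR). Light-harvesting genes fell with acid. LHCA3 (TRINITY_DN5277_c0_g1), an antenna protein of photosystem I, fell at pH2 from 1630.0 ± 140.1 to 666 ± 68.3 CPM, a log2(FC) of -1.29 (standard error 0.18, adjusted p = 0.00794 by edgeR), and CAP10A (TRINITY_DN17130_c0_g1), a minor antenna protein of photosystem II matched to tomato, from 1187 ± 352 to 513 ± 68.3 CPM, a log2(FC) of -1.21 (standard error 0.22, adjusted p = 0.0232 by edgeR). CAB-151, another antenna protein, passed the adjusted p with a fold change under 2, a log2(FC) of -0.76 (standard error 0.16, adjusted p = 0.0365 by edgeR). Over the 20 light-harvesting genes the median log2(FC) was 0.03 in WetvsDry, which did not pass (adjusted p = 0.0736 by camera), -0.59 in pH4vsDry (adjusted p = 1.5e-13 by camera, adjusted p = 0.193 with an estimated correlation) and -0.49 in pH2vsDry (adjusted p = 9.0e-06 by camera, adjusted p = 0.437 with an estimated correlation). At pH4 19 of the 20 were lower, of which 0 passed edgeR's test over all genes, 12 when adjusted over the list alone and 13 at an unadjusted p under 0.05. At pH2 19 were lower, of which 4 passed edgeR's test over all genes, 11 when adjusted over the list alone and 11 at an unadjusted p under 0.05. In WetvsDry the list passed without Dry replicate 2 (adjusted p = 0.00632) and without Wet replicate 1 (adjusted p = 7.1e-04), with a range from 7.1e-04 to 0.748. LHCB3, an antenna protein of photosystem II, was at 1756 ± 209 against 3315 ± 469 CPM in pH4 and Dry leaves, a log2(FC) of -0.92 (standard error 0.15, adjusted p = 0.0668 by edgeR). LHCA3 and LIR1 stayed DEGs in every setting run, and the call of CAP10A ended without Dry replicate 1 (adjusted p = 0.0578), without Dry replicate 2 (log2(FC) -0.96), without pH2 replicate 2 (adjusted p = 0.0977) and without pH2 replicate 3 (adjusted p = 0.0848). DESeq2's Wald test also called LIR1 in WetvsDry and pH4vsDry, with log2(FC) of 1.76 and 1.01, and CAP10A in pH4vsDry, with -1.02, and DESeq2 after ComBat-seq called PSB27-1 in WetvsDry, with 1.46. LIR1 in WetvsDry was called after ComBat-seq too, and by edgeR with a block for the replicate number, each with 1.72.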

Genes related to light reactions were expected to be differentially expressed due to pH changes in the chloroplast thylakoids/stroma being driven by light stimulus and the electron chain machinery, which helps to prevent photodamage. 

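Photorespiration genes, which recover the carbon of phosphoglycolate in the peroxisome and mitochondrion, fell in *N. bicalcarata* in WetvsDry, with 13 of 17 lower and a median log2(FC) of -0.26 (adjusted p = 0.0167 by camera, adjusted p = 0.584 with an estimated correlation). They rose in pH4vsWet, with 12 higher and a median of 0.32 (adjusted p = 0.00476 by camera, adjusted p = 0.474 with an estimated correlation). In pH4vsDry their median was 0.01 (adjusted p = 0.945 by camera), in pH2vsDry -0.13 (adjusted p = 0.504 by camera) and in pH2vsWet 0.14 (adjusted p = 0.179 by camera). Of the genes in WetvsDry, 0 passed edgeR's test over all genes, 0 when adjusted over the list alone and 1 at an unadjusted p under 0.05, and in pH4vsWet, 0 passed edgeR's test over all genes, 0 when adjusted over the list alone and 3 at an unadjusted p under 0.05. In pH2vsWet the list passed without pH2 replicate 3 (adjusted p = 0.0149), with a range from 0.0149 to 0.665. In *G. hirsutum* the same list fell in pH4vsWet, 16 of 21 genes lower, median log2(FC) -0.48 (adjusted p = 7.2e-06 by camera, adjusted p = 0.194 with an estimated correlation), and of its genes 0 passed edgeR's test over all genes, 11 when adjusted over the list alone and 12 at an unadjusted p under 0.05. The list in WetvsDry lost the call without the TPM minimum (adjusted p = 0.0956), without Dry replicate 2 (adjusted p = 0.0876) and without Wet replicate 2 (adjusted p = 0.137), with a range from 0.00416 to 0.137. The list in pH4vsWet lost the call without the TPM minimum (adjusted p = 0.0501), without Wet replicate 2 (adjusted p = 0.137) and without pH4 replicate 1 (adjusted p = 0.0529), with a range from 0.00202 to 0.137.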

In *N. bicalcarata*, photorespiration was the main metabolic system where we observed up-regulation in the comparison against the dry control but not against the wet control (Supplementary Fig. S1D; Supplementary Video S1), which we can relate to wetness more than to pH changes, due to the pH treatment not causing a strong response in either of the *Nepenthes* species (Fig. 1A).

**Fig. 4.**
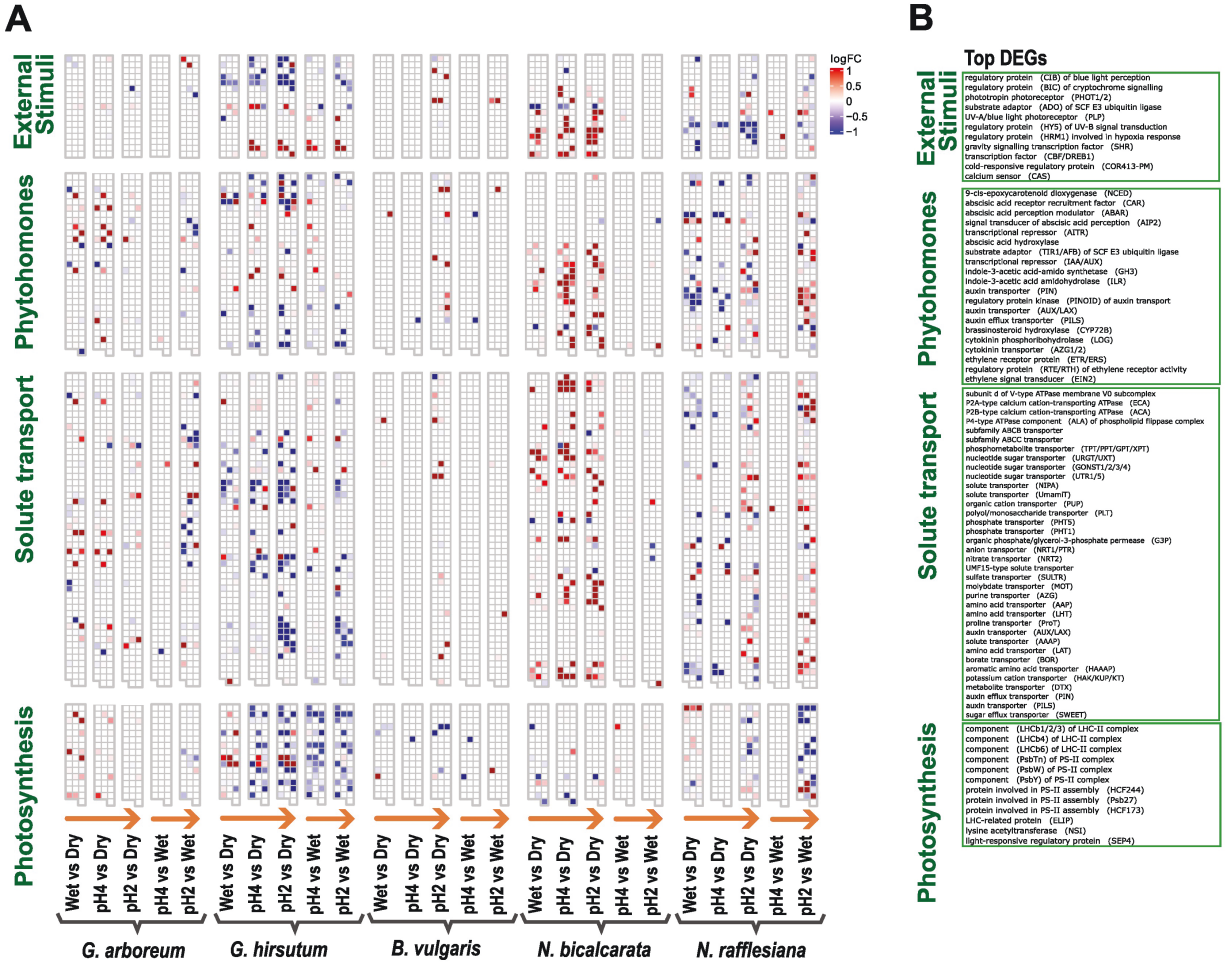
Gene expression patterns in response to changes in external pH on the leaf surface. The pH of the leaf surface of *Gossypium arboreum*, *G. hirsutum*, *Beta vulgaris*, *Nepenthes bicalcarata*, and *N. rafflesiana* was determined (Dry control), and then they were sprayed with HCl solutions of pH 6.5 (Wet control), pH 4, and pH 2, and the resultant pH of the phylloplane was determined after 5 min. (A) Heatmaps showing the expression patterns of orthologous DEGs across the species and treatment comparisons for selected metabolic categories of interest. The orange arrows represent increases in the acidification response. (B) List of the top 20 most highly expressed genes in each category.

From this overview, we selected only the main metabolic categories that showed interesting expression patterns, namely external stimuli, phytohormones, solute transport, and photosynthesis (Fig. 4; Supplementary Dataset S1). As noted above, there were not many DEGs shared across species, but instead we observed that *G. hirsutum* and both the *Nepenthes* species each had more DEGs in each metabolism category (Fig. 4A). 

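Water channels and a sugar transporter of *G. hirsutum* fell at pH2 against Dry. SWEET2A (TRINITY_DN8667_c0_g1), a sugar transporter matched to sorghum, fell from 34.5 ± 14.3 to 5.93 ± 0.495 CPM, a log2(FC) of -2.54 (standard error 0.30, adjusted p = 0.00394 by edgeR). The plasma membrane aquaporins PIP2-2 (TRINITY_DN11017_c0_g5) and PIP1.4 (TRINITY_DN1406_c0_g1) fell from 55.6 ± 10.1 to 21.5 ± 6.90 CPM and from 630.0 ± 134 to 310.2 ± 11.2 CPM, with log2(FC) of -1.37 and -1.02 (standard errors 0.20 and 0.14, adjusted p = 0.00993 and 0.00659 by edgeR). TIP1-1 (TRINITY_DN9679_c0_g2), an aquaporin of the vacuole, fell from 216 ± 38.0 to 93.5 ± 8.93 CPM, a log2(FC) of -1.21 (standard error 0.21, adjusted p = 0.0176 by edgeR). HAK13, a potassium transporter, passed the adjusted p with a fold change under 2, a log2(FC) of -0.51 (standard error 0.11, adjusted p = 0.0416 by edgeR). The list of water channels and transporters of sugars, nitrate, phosphate and amino acids held 91 genes, with a median log2(FC) of -0.06 in WetvsDry, -0.01 in pH4vsDry and -0.10 in pH2vsDry, and did not pass (adjusted p = 0.416, 0.968 and 0.0589 by camera). In pH2vsDry 10 passed edgeR's test over all genes, 17 when adjusted over the list alone and 20 at an unadjusted p under 0.05 in the lower direction. In WetvsDry this list passed without Dry replicate 3 (adjusted p = 0.0437), with a range from 0.0437 to 0.922. In pH2vsDry it passed without the TPM minimum (adjusted p = 0.00549) and without Dry replicate 3 (adjusted p = 0.00271), with a range from 0.00271 to 0.249. SWEET2A and PIP2-2 stayed DEGs in every setting run, whereas calls ended without Dry replicate 1 (PIP1.4 log2(FC) -0.89, TIP1-1 adjusted p = 0.0651), without Dry replicate 2 (PIP1.4 log2(FC) -0.99), with the other count table (PIP1.4 adjusted p = 0.927, TIP1-1 adjusted p = 0.818), without pH2 replicate 2 (TIP1-1 adjusted p = 0.0917) and without pH2 replicate 3 (TIP1-1 adjusted p = 0.0667), and HAK13 had a log2(FC) of 0.64 with the other count table. The other count table, the annotated transcripts, was chosen after the data were seen.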

*Gossypium hirsutum* showed a pattern of increasing down-regulation of DEGs with decreasing pH, particularly in solute transport and photosynthesis, with the latter involving many genes related to the photosynthetic machinery such as the light harvesting complex (LHC) and PSII assembly. In contrast, *N. bicalcarata* had more up-regulation of DEGS, which was mainly observed in the treatment comparison against the dry control. 

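Calcium sensors of *N. bicalcarata* rose in wetted leaves, with 68 of 86 higher in WetvsDry and a median log2(FC) of 0.31 (adjusted p = 7.7e-06 by camera, adjusted p = 0.456 with an estimated correlation). At pH2 against Dry, ethylene genes rose by a median of 0.45, with 14 of 19 higher (adjusted p = 1.9e-05 by camera, adjusted p = 0.456 with an estimated correlation), and jasmonate genes by 0.40, with 22 of 32 higher (adjusted p = 3.5e-04 by camera, adjusted p = 0.456 with an estimated correlation). Photosystem genes fell in WetvsDry, 21 of 30 genes lower, median log2(FC) -0.21 (adjusted p = 0.0150 by camera, adjusted p = 0.815 with an estimated correlation), and rose in pH4vsDry, 23 of 30 genes higher, median log2(FC) 0.30 (adjusted p = 0.00762 by camera, adjusted p = 0.815 with an estimated correlation). Light-harvesting genes rose in pH4vsDry, 15 of 17 genes higher, median log2(FC) 0.40 (adjusted p = 0.0168 by camera, adjusted p = 0.815 with an estimated correlation). Among them CAB36, an antenna protein matched to tobacco, was at 867 ± 222 against 389 ± 99.3 CPM in pH4 and Dry leaves, a log2(FC) of 1.16 (standard error 0.34, adjusted p = 0.205 by edgeR), and LHCB5, a minor antenna protein, at 9146 ± 2266 against 5185 ± 559 CPM, a log2(FC) of 0.82 (standard error 0.31, adjusted p = 0.306 by edgeR). The rises in pH4vsDry cannot be told apart from differences between the plants, since the fold changes had an absolute r of 0.391 with their main axis. Of the ethylene genes at pH2, 0 passed edgeR's test over all genes, 7 when adjusted over the list alone and 7 at an unadjusted p under 0.05, and of the jasmonate genes, 0 passed edgeR's test over all genes, 2 when adjusted over the list alone and 5 at an unadjusted p under 0.05. Of the calcium sensors in WetvsDry, 0 passed edgeR's test over all genes, 0 when adjusted over the list alone and 12 at an unadjusted p under 0.05, and of the light-harvesting genes at pH4, 0 passed edgeR's test over all genes, 0 when adjusted over the list alone and 3 at an unadjusted p under 0.05. CAB36 was called by DESeq2's Wald test, with a log2(FC) of 1.16. The photosystem genes in WetvsDry lost the call without Wet replicate 2 (adjusted p = 0.173) and without Wet replicate 3 (adjusted p = 0.129), with a range from 2.7e-04 to 0.173. The photosystem genes in pH4vsDry lost the call without pH4 replicate 1 (adjusted p = 0.0598) and without pH4 replicate 3 (adjusted p = 0.375), with a range from 1.0e-06 to 0.375. The light-harvesting genes lost the call without Dry replicate 1 (adjusted p = 0.0566), without pH4 replicate 1 (adjusted p = 0.111) and without pH4 replicate 3 (adjusted p = 0.419), with a range from 9.2e-06 to 0.419.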

In *N. rafflesiana*, more down-regulation of DEGs related to photosynthesis and more up-regulation of DEGs related to solute transport and phytohormones was observed in relation to the pH gradient.

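Photosynthesis genes of *N. rafflesiana* rose with water and were lower at pH2 than in Wet leaves. In WetvsDry light-harvesting genes rose, 15 of 15 genes higher, median log2(FC) 0.70 (adjusted p = 3.5e-07 by camera, adjusted p = 0.688 with an estimated correlation), and so did photosystem genes, 30 of 34 genes higher, median log2(FC) 0.55 (adjusted p = 3.9e-07 by camera, adjusted p = 0.688 with an estimated correlation). In pH2vsDry the light-harvesting genes had a median log2(FC) of -0.09 and did not pass (adjusted p = 0.854 by camera). Genes of electron transport and the chloroplast ATP synthase fell in pH2vsWet, 28 of 31 genes lower, median log2(FC) -0.69 (adjusted p = 6.0e-05 by camera, adjusted p = 0.703 with an estimated correlation). Potassium transporters and channels rose in pH2vsWet, 14 of 19 genes higher, median log2(FC) 0.48 (adjusted p = 0.0420 by camera, adjusted p = 0.688 with an estimated correlation). The list of water channels and other transporters had a median log2(FC) of -0.04 there and did not pass (adjusted p = 0.740 by camera). Of the hormone lists, jasmonate genes fell in pH4vsDry, 24 of 33 genes lower, median log2(FC) -0.66 (adjusted p = 0.00714 by camera, adjusted p = 0.703 with an estimated correlation). Of the light-harvesting genes in WetvsDry, 0 passed edgeR's test over all genes, 4 when adjusted over the list alone and 7 at an unadjusted p under 0.05, and of the electron transport genes in pH2vsWet, 0 passed edgeR's test over all genes, 0 when adjusted over the list alone and 6 at an unadjusted p under 0.05. Of the potassium transporters, 0 passed edgeR's test over all genes, 0 when adjusted over the list alone and 4 at an unadjusted p under 0.05. The potassium transporters lost the call without the TPM minimum (adjusted p = 0.0567), without Wet replicate 3 (adjusted p = 0.119), without pH2 replicate 1 (adjusted p = 0.0523), without pH2 replicate 2 (adjusted p = 0.0676) and without pH2 replicate 3 (adjusted p = 0.0713), with a range from 0.00822 to 0.119. The jasmonate genes lost the call without Dry replicate 2 (adjusted p = 0.180), with a range from 2.1e-05 to 0.180. At the level of single genes edgeR's test called 0 in WetvsDry, with 619 at an unadjusted p under 0.05, 52 by DESeq2's Wald test and 3 by edgeR without Dry replicate 1.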

### Co-expressed orthogroups across species

To determine whether there were clusters of co-expressed genes shared across the species that might be involved in the response to pH changes, we used the orthogroups matrix from OrthoFinder and ran a cluster analysis using Clust. This identified only one cluster of 17 co-expressed orthogroups across the species. Whilst no clear pattern of gene expression could be seen in this cluster for *B. vulgaris*, a possible pattern driven by pH could be observed in the two *Gossypium* species, and a weaker effect could be seen in the two *Nepenthes* species (Fig. 5A). There were genes in this cluster related to the photosynthetic machinery (LHC) and to calcium sensors (Fig. 5B). More up-regulation within this cluster could be observed in *G. arboreum*, whilst more down-regulation was observed in *G. hirsutum*. 

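In wetted leaves of *G. arboreum* light-harvesting genes rose, with 19 of 21 higher in WetvsDry and a median log2(FC) of 0.76 (adjusted p = 2.6e-06 by camera, adjusted p = 0.896 with an estimated correlation). LHCA4 (TRINITY_DN9052_c0_g2), an antenna protein of photosystem I, was at 1942 ± 564 against 952 ± 296 CPM in Wet and Dry leaves, a log2(FC) of 1.03 (standard error 0.47, adjusted p = 0.705 by edgeR). LHCB4.3 (TRINITY_DN72886_c0_g1), a minor antenna protein of photosystem II, was at 109.8 ± 64.9 against 17.6 ± 20.9 CPM, a log2(FC) of 2.65 (standard error 1.05, adjusted p = 0.705 by edgeR). CAS (TRINITY_DN842_c0_g1), the calcium sensing receptor of the thylakoid membrane, was at 165 ± 29.8 against 101 ± 44.6 CPM, a log2(FC) of 0.71 (standard error 0.33, adjusted p = 0.705 by edgeR). Against Wet leaves the light-harvesting list of *G. arboreum* was lower at pH4 with the preset correlation. Its LHCA4 had a log2(FC) of -0.98 at pH2 and was not called by edgeR. In pH4vsWet, which is not the comparison given first for *G. arboreum*, CAS, LHCB4.3 and other antenna genes of *G. hirsutum* had negative values. CAS (TRINITY_DN6687_c0_g1) was at 169 ± 17.8 against 269.6 ± 77.6 CPM in pH4 and Wet leaves, a log2(FC) of -0.67 (standard error 0.19, adjusted p = 0.177 by edgeR), and LHCB4.3 (TRINITY_DN26552_c0_g5) at 20.7 ± 0.905 against 50.2 ± 13.5 CPM, a log2(FC) of -1.27 (standard error 0.21, adjusted p = 0.121 by edgeR). LHCA1, of photosystem I, was at 1967 ± 285 against 3547 ± 618 CPM, a log2(FC) of -0.85 (standard error 0.16, adjusted p = 0.121 by edgeR), and CAB21, matched to tobacco, at 3845 ± 878 against 6814 ± 600.1 CPM, a log2(FC) of -0.83 (standard error 0.24, adjusted p = 0.181 by edgeR). In *N. bicalcarata* CAS was at 454 ± 115 against 291 ± 35.6 CPM in pH4 and Wet leaves, a log2(FC) of 0.64 (standard error 0.25, adjusted p = 0.787 by edgeR), and had a log2(FC) of -0.32 with the annotated-transcript counts, chosen after the data were seen. Of the list in *G. arboreum*, 0 passed edgeR's test over all genes, 0 when adjusted over the list alone and 1 at an unadjusted p under 0.05. LHCB4.3 was called by DESeq2 after ComBat-seq in *G. arboreum*, with a log2(FC) of 2.72. In *G. hirsutum* it was called by DESeq2's Wald test, with -1.28, by DESeq2 after ComBat-seq, with -1.17, and by edgeR without Wet replicate 1, with -1.47.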

No clear patterns were observed in *B. vulgaris* or either of the *Nepenthes* species.

**Fig. 5.**
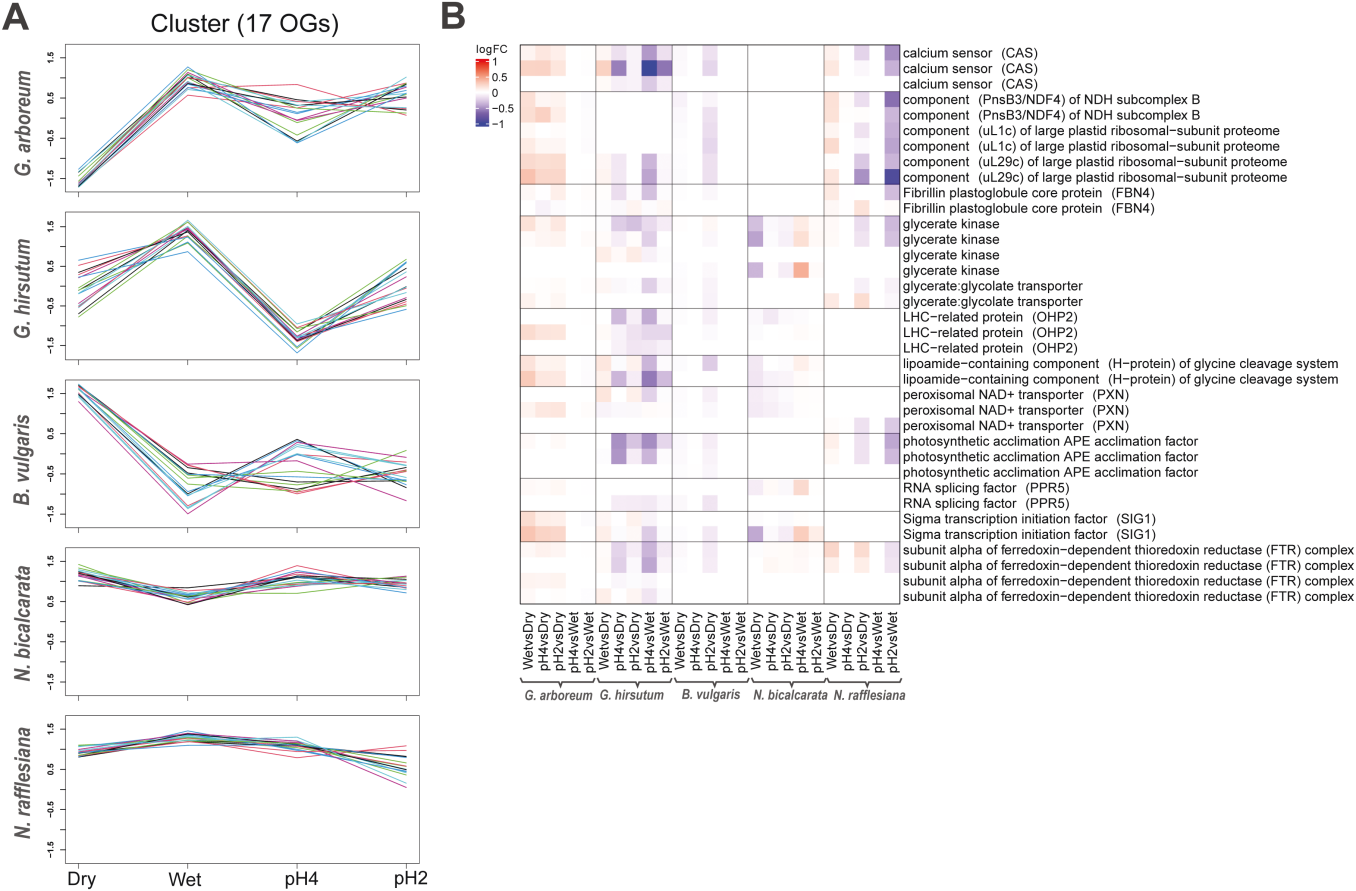
Genes related to the light-harvesting complex (LHC) and calcium sensors (CAS) are co-expressed across the species in response to changes in external pH on the leaf surface. The pH of the leaf surface of *Gossypium arboreum*, *G. hirsutum*, *Beta vulgaris*, *Nepenthes bicalcarata*, and *N. rafflesiana* was determined (Dry control), and then they were sprayed with HCl solutions of pH 6.5 (Wet control), pH 4, and pH 2, and the resultant pH of the phylloplane was determined after 5 min. The orthogroups matrix from OrthoFinder and subsequent cluster analysis with Clust identified only one cluster of 17 co-expressed orthogroups. (A) Overview of the orthogroup expression patterns across the different species and pH treatments. (B) Heatmap of the genes represented in (A).

## Discussion

Despite the likely importance of phylloplane pH in the context of abiotic (e.g. acid rain) and biotic (e.g. herbivores, microbes) stressors, it is a relatively understudied trait, with little known about the molecular mechanisms that plants might generally use to sense and regulate external pH homeostasis (Shepherd and Wagner, 2007; Gilbert and Renner, 2021). Here, we used a transcriptomic approach to examine differential gene expression in five plant species in response to three different acidic spray treatments on the phylloplane. Our results provide new insights at the molecular level that build upon previous knowledge gained from simulated acid rain studies by adding to the phylogenetic and physiological diversity of the pH-response data. Whereas such studies have usually focused on one or two species, typically selected solely for their agricultural relevance or status as model organisms, we selected a broader range of species spanning a range of baseline phylloplane pH extremes from highly alkaline to highly acidic. In addition, our study is novel in examining very short-term responses to acute pH changes, after 5 min of exposure to a single discrete pH stimulus, whereas past studies have utilized longer-term exposures of continuous acidic mist or fog treatments over periods of hours or days (reviewed by Gilbert and Renner, 2021). Furthermore, our experiment was designed to examine the external pH effects per se, not those of (chemically complex) acid rain, and hence our use of HCl as a simple source of H^+^ ions to produce a gradient of different pH treatments. It was not our aim to determine a definitive mechanism of phylloplane pH regulation, as that would require more precise experiments such as gene knockdown; however, our approach has revealed several interesting patterns that can inform future studies. One major finding was the unexpected differences in molecular responses across species, even within the same genus; however, we also found some shared patterns across species, pointing to the potential involvement of calcium ions in the response to pH and to the general negative impact of pH stress on photosynthesis. In addition, we consider the potential integration of plant pH molecular response into a core abiotic/biotic stress signaling pathway.

### Phylloplane buffering ability is species-specific

We observed that external pH changes had a variable impact on the phylloplane of different plants, which was reflected in the variation of each species’ molecular response (Figs 1, 4). In the comparative transcriptomic analysis, the species showed different numbers of DEGs across the different pH treatment comparisons (Fig. 2). A similar pattern of interspecific variation was found in a previous comparative transcriptomic analysis across Arabidopsis, *Hordeum vulgare*, and *Oryza sativa* in response to different abiotic stresses, including responses of hormones such as abscisic acid and salicylic acid (Hartmann *et al.*, 2022). Our expectation that a conserved molecular mechanism underlies responses to external pH disturbances is contradicted by these findings. Species-specific molecular responses might indicate that other factors influence how plants sense external environmental changes, including novel molecular mechanisms, differences in morphological or anatomical traits, and/or phylogenetic relationships.

One relevant phenotypic characteristic that is likely to be of importance is differences in leaf morphological protective mechanisms (e.g. trichomes and waxy cuticles). Cuticles play an important role in transpiration, the loss and uptake of polar solutes, and biotic interactions (Hauser *et al.*, 1993; Zeisler-Diehl *et al.*, 2018). Harr and Guggenheim (1995) described properties of leaf surfaces in different crop species, including the contact angle of water on the leaf surface (e.g., 34° for *G. hirsutum*, 65° for *B. vulgaris*) and the chemical composition of cuticular waxes, highlighting the differences in the chemistry of the cuticles between *B. vulgaris* and *G. hirsutum*. The composition of waxy cuticles can make leaf surfaces impermeable to water and dissolved solutes, and control how they interact with microorganisms including potential pathogens (Zeisler-Diehl *et al.*, 2018; Wang *et al.*, 2020). Alterations of waxy cuticular composition have been observed under extreme acid rain (pH 2.5 Rodríguez-Sánchez *et al.*, 2020); however, this can be species-dependent and influenced by the acidity level, as well as the frequency and exposure time of the acid rain event (Harr and Guggenheim, 1995; Shi *et al.*, 2021). As such leaf-surface properties are fixed developmental differences, the different pH responses among *B. vulgaris* and *Gossypium* species are not necessarily only due to active response mechanisms. Future studies of variation in cuticular composition could help to better explain how passive and active mechanisms counteract environmental changes.

The observed differences in response to pH disturbance (Fig. 1) might be related to phylogenetic differences as well. *Beta* and *Nepenthes* are members of *Caryophyllales* (Gilbert and Renner, 2021), whilst *Gossypium* is within *Malvales*. *Gossypium* species are known to have an alkaline pH on their leaf surfaces (Harr *et al.*, 1980), while species in *Nepenthes* tend to have broad range of acidic pH (pH 1–5; Takeuchi *et al.*, 2015; Gilbert and Renner, 2021). We found that *B. vulgaris* had the lowest number of DEGs resulting from our pH treatments (Fig. 2). The response of *B. vulgaris* to such pH changes can probably be extrapolated to most species, given that its phylloplane pH was what we would consider as being ‘physiologically typical’. However, additional research on other possible passive mechanisms is necessary. In our differential gene expression analysis, we found that not only did the composition of DEGs differ among the species, but they were linked to functional differences as well. In this regard, we expected the pairs of *Gossypium* and *Nepenthes* species to share genus-level similarities among the expressed metabolic pathways, and yet we found dissimilarities within the genera. Although both *Gossypium* species showed similar buffering of pH (Fig. 1), and had a similar number of total DEGs, the latter varied across the treatment comparisons (Fig. 2). This mismatch in expression patterning was also observed in the two *Nepenthes* species, again highlighting how the molecular mechanisms sensing and responding to external pH disturbances can vary with species. Overall, many of the GO terms were driven by individual species, with ‘secondary xylem’ in ‘lignin biosynthetic process’ and ‘brassinosteroids metabolic process’ being enriched in *G. hirsutum* while ‘response to fatty acid’ and ‘response to salicylic acid’ were enriched in *N. bicalcarata* (Fig. 3A). In addition, we were expecting a similar sensing response of the Cl^–^ ion from the HCl treatment in each species, at least for the pH 2 treatment where an impact on the buffering ability was observed for all the species. 

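CLC proteins move chloride and nitrate across the membranes of the vacuole and the Golgi. In *B. vulgaris* the list of CLC genes passed camera's test in pH2vsWet, with 4 of 5 higher and a median log2(FC) of 0.23 (adjusted p = 0.0380 by camera, adjusted p = 0.995 with an estimated correlation). CLC-B (TRINITY_DN897_c0_g1) was at 129.5 ± 33.3 against 22.4 ± 9.94 CPM in pH2 and Wet leaves, a log2(FC) of 2.53 (standard error 0.61, adjusted p = 1 by edgeR), and in pH2vsDry it had a log2(FC) of 1.56 (standard error 0.61, adjusted p = 1 by edgeR). In *N. rafflesiana* the 5 CLC genes had a median of 0.32 and did not pass (adjusted p = 0.184 by camera). Its CLC-D (TRINITY_DN5662_c0_g1) was at 259 ± 27.2 against 202 ± 31.3 CPM, a log2(FC) of 0.36 (standard error 0.15, adjusted p = 0.285 by edgeR), and its CLC-F (TRINITY_DN2819_c0_g1) at 163 ± 12.4 against 131 ± 17.4 CPM, a log2(FC) of 0.32 (standard error 0.14, adjusted p = 0.314 by edgeR). The medians of the other species in pH2vsWet were 0.12 in *G. hirsutum* (adjusted p = 0.0854 by camera), 0.10 in *G. arboreum* (adjusted p = 0.696 by camera) and -0.12 in *N. bicalcarata* (adjusted p = 0.825 by camera). Of the genes of *B. vulgaris*, 0 passed edgeR's test over all genes, 1 when adjusted over the list alone and 1 at an unadjusted p under 0.05. DESeq2 after ComBat-seq called CLC-B in pH2vsWet, with a log2(FC) of 2.26, and with the annotated-transcript counts, chosen after the data were seen, its value was 1.39. The list in *B. vulgaris* lost the call without Wet replicate 2 (adjusted p = 0.0566), without Wet replicate 3 (adjusted p = 0.230), without pH2 replicate 1 (adjusted p = 0.373), without pH2 replicate 2 (adjusted p = 0.143) and with the other count table (adjusted p = 0.465), with a range from 0.00534 to 0.465.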

Surprisingly, however, only *B. vulgaris* and *N. rafflesiana* showed up-regulation of the *CLC* chlorine sensor gene in the pH2vsWet comparison (Supplementary Dataset S1), which might suggest that these two species were relatively more sensitive to Cl^–^.

The two *Nepenthes* species showed the highest numbers of DEGs, suggesting that they possess broader molecular mechanisms to detect their surrounding environment (Figs 2, 4). It is worth noting that *N. gracilis* was recently determined to be decaploid (Saul *et al.*, 2023). Unlike the other species in this study, the *Nepenthes* were subjected to a constantly high-humidity environment (80%), reflecting their native tropical habitat. More moisture can lead to an increase in biotic interactions with microbes and insects (Evans *et al.*, 2022; Lebrija-Trejos *et al.*, 2023), which could mean plants need to develop more complex/reactive mechanisms for defense and sensing their surroundings. For instance, one of the most highly enriched GO terms for *N. bicalcarata* was ‘response to other organism’ and for *N. rafflesiana* ‘regulation of defense response’ (Supplementary Fig. S1), and other studies have shown how pathogens can activate plant defense mechanisms through changes in extra- and intracellular pH (Li *et al.*, 2025). Further studies are needed to characterize deeper anatomical and chemical properties of leaves that might explain why, for some plants, it can be more beneficial to buffer external pH changes, whilst for others their physical/chemical leaf properties might be enough to cope with external disturbance.

### Ca^2+^ plays a role in the response to pH stress

The regulation of phylloplane pH is underlain by control of the flux of ions into and out of cells, and we expected that pathways related to active transport of ions would be involved in the plant response to pH. Indeed, Ca^2+^ was revealed to be a key part of the phylloplane response to external pH across all the species in our study. To our knowledge, the relationship of Ca^2+^ and pH homeostasis in this context has not been widely addressed previously, although a recent study found that acid stimulus can influence intracellular calcium levels (Chen *et al.*, 2024). Studies on drought and salt stress have shown a relationship between pH and Ca^2+^: when levels of Ca^2+^ increase in the cytosol, there is a concomitant decrease in pH (Gao *et al.*, 2004; Feng *et al.*, 2016; Ruan *et al.*, 2024). Other studies have reported a similar relationship between calcium and pH changes in the cytosol in response to wounding, extracellular ATP, and treatment with a synthetic auxin (Behera *et al.*, 2018). 

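CAX3 is a vacuolar exchanger that loads calcium into the vacuole against protons. In *G. hirsutum* its Trinity gene TRINITY_DN9122_c0_g2 had lower values in all 5 comparisons and passed edgeR's test in 0. In pH2vsDry it was at 78.3 ± 24.1 against 194 ± 61.9 CPM, a log2(FC) of -1.31 (standard error 0.34, adjusted p = 0.0746 by edgeR), and in pH4vsDry at 85.2 ± 13.4 against 194 ± 61.9 CPM, a log2(FC) of -1.18 (standard error 0.34, adjusted p = 0.230 by edgeR). The log2(FC) was -0.65 in WetvsDry (adjusted p = 0.627 by edgeR), -0.53 in pH4vsWet (adjusted p = 0.522 by edgeR) and -0.66 in pH2vsWet (adjusted p = 0.651 by edgeR). In *G. arboreum* a gene matched to CAX3 (TRINITY_DN2999_c0_g2) had a log2(FC) of 2.34 (standard error 0.71, adjusted p = 0.705 by edgeR) in WetvsDry and a log2(FC) of -2.35 (standard error 0.72, adjusted p = 0.559 by edgeR) in pH2vsWet. The 46 genes of calcium transport in *G. hirsutum*, which include calcium pumps, exchangers and channels, had a median log2(FC) of -0.03 in pH2vsDry and did not pass (adjusted p = 0.812 by camera), with 1 past edgeR's test over all genes and 1 when adjusted over the list alone. CAX3 of *G. hirsutum* was called by DESeq2's Wald test in pH2vsDry and pH4vsDry, with log2(FC) of -1.31 and -1.19, and DESeq2 after ComBat-seq called that of *G. arboreum* in WetvsDry, with 1.77. In pH2vsDry CAX3 of *G. hirsutum* was also called after ComBat-seq, with -1.22, and by edgeR with a block for the replicate number, with -1.29. With the annotated-transcript counts, chosen after the data were seen, CAX3 of *G. hirsutum* had a log2(FC) of 0.63 in pH4vsWet and 0.62 in pH2vsWet.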

In our study, calcium-related genes were found to be differentially expressed in response to pH, such as the vacuolar cation/proton exchanger *CAX*, which was down-regulated in all the treatment comparisons in *G. hirsutum*, and calcium sensors that were found in the conserved cluster across all the species (Fig. 4; Supplementary Dataset S1). CAX antiporters are involved in the transport of Ca^2+^ and other cations using the H^+^ or Na^+^ gradient generated by primary transporters (Shigaki *et al.*, 2006; Pittman and Hirschi, 2024). In addition to the presence of intracellular Ca^2+^, these ions might also be transported to the external environment on the phylloplane, as seen in *G. hirsutum* (Elleman and Entwistle, 1982). Salt-excreting glands or hydathodes in cuticles are known to modulate the loss or uptake of solutes (Elleman and Entwistle, 1982; Zeisler-Diehl *et al.*, 2018), and the transport of a wide range of solutes is one of the basic metabolic processes involved in how plants sense their external surroundings. According to the metabolic categories identified by our Mapman analysis, solute transport seemed to be highly active and differentially regulated across the pH gradient that we studied, particularly in *G. hirsutum*, *N. bicalcarata*, and *N. rafflesiana* (Fig. 4).

Transporters of inorganic elements (Ca^2+^, K^+^, and P), organic compounds (sugars and amino acids), and hormones (auxin) were found to be differentially expressed (Fig. 4B; Supplementary Dataset S1). Although a high-affinity K^+^ transporter (HAK) gene was down-regulated in the pH2vsWet comparison in *G. arboreum* (*HAK2*) and in the pH4vsDry comparison in *N. rafflesiana* (*HAK5*), *HAK19* was up-regulated in the pH4vsDry and pH2vsDry comparisons in *N. bicalcarata*. 

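HAK transporters take up potassium together with protons. In *N. bicalcarata*, HAK19 (TRINITY_DN661_c0_g2), matched to rice, was at 363 ± 199.7 CPM at pH4, 267 ± 43.2 at pH2, 198 ± 70.1 in Wet and 81.3 ± 22.8 in Dry leaves. The log2(FC) against Dry was 2.16 at pH4 (standard error 0.38, adjusted p = 0.155 by edgeR), 1.71 at pH2 (standard error 0.38, adjusted p = 0.190 by edgeR) and 1.28 in Wet leaves (standard error 0.38, adjusted p = 0.623 by edgeR). In *N. rafflesiana*, HAK5 (TRINITY_DN2870_c0_g1), also matched to rice, was at 334 ± 86.6 CPM at pH4 and 921 ± 301 CPM in Dry leaves, a log2(FC) of -1.46 (standard error 0.47, adjusted p = 1 by edgeR). In WetvsDry it had a log2(FC) of -1.22 (standard error 0.47, adjusted p = 0.627 by edgeR), and in pH2vsWet a log2(FC) of 1.31 (standard error 0.47, adjusted p = 0.242 by edgeR). In *G. arboreum* the gene matched to HAK2 (TRINITY_DN24286_c0_g1) is absent from the annotated table and was below the TPM minimum, at 0.638 ± 0.287 TPM at pH2 and 2.65 ± 0.902 TPM in Wet leaves, with all 3 pH2 plants below all 3 Wet plants, for which an exact permutation test gives the smallest p it can, 0.100. POT6 of *G. arboreum*, another potassium transporter, had a log2(FC) of 0.24 (standard error 0.11, adjusted p = 0.606 by edgeR) in pH2vsWet. As a list, potassium transporters and channels rose in pH2vsWet in *B. vulgaris*, 21 of 24 genes higher, median log2(FC) 0.18 (adjusted p = 0.0187 by camera, adjusted p = 0.995 with an estimated correlation), and of these 0 passed edgeR's test over all genes, 0 when adjusted over the list alone and 1 at an unadjusted p under 0.05. HAK19 was called by DESeq2's Wald test at pH4 and pH2, with log2(FC) of 2.16 and 1.71, and edgeR called it at pH4 without pH4 replicate 3, with 2.36. DESeq2 after ComBat-seq called HAK5 in pH4vsDry, WetvsDry and pH2vsWet, with -1.37, -1.15 and 1.08, and POT6 had a log2(FC) of -2.17 with the annotated-transcript counts, chosen after the data were seen. The list in *B. vulgaris* lost the call without the TPM minimum (adjusted p = 0.0574), without Wet replicate 3 (adjusted p = 0.319), without pH2 replicate 2 (adjusted p = 0.183) and with the other count table (adjusted p = 0.136), with a range from 0.00717 to 0.319.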

HAK transporters are part of the H^+^/K^+^ symporter family, and they have been found in the tonoplast or plasmalemma in the leaves of different species including rice and barley; they are involved in multiple processes related to K^+^ uptake, cell osmoregulation, and turgor maintenance (Shabala, 2003). The role of K^+^ in *Nepenthes* might be related to the active solute transport mechanism that is triggered by wetness and pH changes. Cations including Ca^2+^, Mg^2+^, and K^+^ have been found to accumulate on the leaf surfaces of multiple species of *Gossypium* (Harr *et al.*, 1980), and Elleman and Entwistle (1982) determined that glandular trichomes in *G. hirsutum* might be responsible for excretion of crystals of these ions to the surface and the concomitant increased alkalinity that is characteristic of this genus and the *Malvales*. Thus, the differential expression of the Ca^2+^ signaling pathway in response to the application of external acidic stimuli seems suggestive of some form of physiologically active transport connected to the observed buffering phenotype, which was strongest for the *Gossypium* species (Fig. 1). On the other hand, the Ca^2+^-signaling pathway is generally the major point of signaling crosstalk between abiotic and biotic stresses (Dong *et al.*, 2022; Li *et al.*, 2022; Xu *et al.*, 2022). An active metabolism involving Ca^2+^-ATPases and calcium sensors seemed to be responsive in most of our species (Figs 4B, 5B).

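Calcium pumps of the ACA type, which are autoinhibited and switched on by calmodulin, had opposite values in the *Nepenthes* species. In *N. bicalcarata* ACA2 (TRINITY_DN2010_c0_g1) was at 249.7 ± 159.8 against 70.9 ± 7.37 CPM in pH4 and Dry leaves, a log2(FC) of 1.82 (standard error 0.47, adjusted p = 0.159 by edgeR), and ACA13 (TRINITY_DN32283_c2_g2) at 23.4 ± 6.17 against 6.39 ± 3.55 CPM, a log2(FC) of 1.87 (standard error 0.48, adjusted p = 0.159 by edgeR). In *N. rafflesiana* the gene matched to ACA2 (TRINITY_DN846_c0_g1) was at 227 ± 49.2 CPM at pH4, 209.6 ± 90.2 at pH2 and 643 ± 375 in Dry leaves, with a log2(FC) of -1.50 (standard error 0.51, adjusted p = 1 by edgeR) at pH4 and a log2(FC) of -1.62 (standard error 0.51, adjusted p = 0.199 by edgeR) at pH2. In *G. hirsutum* the pumps of the endomembranes ECA4 and LCA1, the latter matched to tomato, had log2(FC) of 0.34 and -0.57 in pH2vsDry (adjusted p = 0.160 and 0.163 by edgeR), and CAS had -0.18 (adjusted p = 0.690 by edgeR). The list of calcium transport genes had a median log2(FC) of 0.07 in *N. bicalcarata* in pH4vsDry (38 genes, adjusted p = 0.308 by camera, adjusted p = 0.728 with an estimated correlation) and -0.04 in *N. rafflesiana* in pH2vsDry (37 genes, adjusted p = 0.755 by camera, adjusted p = 0.896 with an estimated correlation). Of these genes in *N. bicalcarata*, 0 passed edgeR's test over all genes, 3 when adjusted over the list alone and 6 at an unadjusted p under 0.05, and in *N. rafflesiana*, 0 passed edgeR's test over all genes, 0 when adjusted over the list alone and 2 at an unadjusted p under 0.05. Calcium sensors of *N. rafflesiana* fell in pH4vsDry, 51 of 85 genes lower, median log2(FC) -0.11 (adjusted p = 0.0258 by camera, adjusted p = 0.688 with an estimated correlation). ACA2 and ACA13 of *N. bicalcarata* were called by DESeq2's Wald test in pH4vsDry, with log2(FC) of 1.82 and 1.88, and ACA2 of *N. rafflesiana* in pH2vsDry, with -1.61. The calcium sensors of *N. rafflesiana* lost the call without Dry replicate 2 (adjusted p = 0.188), without Dry replicate 3 (adjusted p = 0.0702), without pH4 replicate 1 (adjusted p = 0.0877) and without pH4 replicate 2 (adjusted p = 0.0981), with a range from 0.00338 to 0.188.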

Regarding our observations for Ca^2+^-ATPases, we were also expecting to find H^+^-ATPases that were differentially expressed in response to external pH changes. We searched for plasma membrane ATPases in *Gossypium* due to the stronger buffering ability in this genus, basing our search on the H^+^-ATPase annotation reported by Chen *et al.* (2018). We were able to identify a V-type H^+^-ATPase pump among our DEGs, which was up-regulated in the pH4vsWet comparison in *G. hirsutum* (Supplementary Dataset S1). 

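The V-type proton ATPase pumps protons into the vacuole. The gene of *G. hirsutum* that the supplementary table lists as its subunit c (TRINITY_DN6809_c1_g1) is absent from the table of annotated transcripts and was at 2.61 ± 0.839 TPM at pH4 and 0.173 ± 0.299 TPM in Wet leaves (SD, n = 3). All 3 pH4 plants lay above all 3 Wet plants, for which an exact permutation test gives 0.100, the smallest p it can. It reached the TPM minimum in 2 of 12 libraries, so it was not tested by edgeR. Among tested subunits, VHA-F (TRINITY_DN5847_c0_g1) was at 108 ± 5.92 against 84.8 ± 5.23 CPM in pH4 and Wet leaves, a log2(FC) of 0.34 (standard error 0.14, adjusted p = 0.279 by edgeR), and VHA-D (TRINITY_DN35727_c0_g1) at 9.80 ± 3.35 against 5.20 ± 1.61 CPM, a log2(FC) of 0.92 (standard error 0.39, adjusted p = 0.307 by edgeR). AHA5, a proton pump of the plasma membrane, was at 255 ± 64.1 against 181 ± 20.2 CPM, a log2(FC) of 0.50 (standard error 0.27, adjusted p = 0.436 by edgeR). Over the 27 proton pump genes 21 had positive values, with a median log2(FC) of 0.08 (adjusted p = 0.283 by camera), and 0 passed edgeR's test over all genes, 0 when adjusted over the list alone and 3 at an unadjusted p under 0.05. In *N. rafflesiana* subunit A of the V-type ATPase (CVA69.24, matched to cotton) was at 519 ± 56.6 against 363 ± 33.8 CPM in pH2 and Wet leaves, a log2(FC) of 0.52 (standard error 0.15, adjusted p = 0.192 by edgeR). VHA-D had a log2(FC) of -0.06 with the annotated-transcript counts, chosen after the data were seen.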

V-type proton ATPases are primarily involved in intracellular pH regulation by pumping H^+^ out of the vacuolar membranes (Müller *et al.*, 1996; Liang *et al.*, 2015). This finding also highlights the role of the vacuoles in the regulation of pH: they are known to store different types of acid compounds to maintain the homeostasis of intracellular pH, as well as playing a critical role in signaling pathways for abiotic and biotic stress (Faraco *et al.*, 2014; Zhang *et al.*, 2014; Martinoia *et al.*, 2018). We did not find differentially expressed H^+^-ATPases in *G. arboreum,* but this might be related to genetic differences between the two *Gossypium* species. 

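In *G. arboreum* AHA10 (TRINITY_DN6631_c0_g1), a proton pump that acidifies the vacuole of seed coat cells in *Arabidopsis*, was at 377 ± 88.3 CPM at pH2, 225 ± 37 in Wet and 221 ± 20.0 in Dry leaves. It had a log2(FC) of 0.74 (standard error 0.22, adjusted p = 0.536 by edgeR) in pH2vsWet and a log2(FC) of 0.77 (standard error 0.22, adjusted p = 0.831 by edgeR) in pH2vsDry. With the annotated-transcript counts, chosen after the data were seen, the log2(FC) of AHA10 were 2.535 and 2.51, and it was not called. The 21 proton pump genes tested had medians from -0.01 to 0.03 over the 5 comparisons, and the list did not pass in any (adjusted p from 0.751 to 0.946 by camera). In pH2vsWet, 0 passed edgeR's test over all genes, 0 when adjusted over the list alone and 0 at an unadjusted p under 0.05.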

Notably, *G. arboreum* is a diploid (AA genome), while *G. hirsutum* is an allotetraploid (AD genome; Li *et al.*, 2014, 2015). In addition, the two species have a variable number of genes belonging to the H^+^-ATPase family (Chen *et al.*, 2018). The role of proton-pump ATPases in our study was not completely clear, and was possibly masked by other unexamined factors, such as morphological features and other consequences of evolutionary history.

### Photosynthesis is negatively affected by pH stress

Photosynthesis is one of the main metabolic pathways to come to mind when considering leaves. Studies on acid rain have shown the negative effects of the stress particularly in the photosynthetic machinery (Sun *et al.*, 2016; Shi *et al.*, 2021). We found that genes involved in photosynthetic machinery and responses to light seemed to be differentially expressed in response to pH and were mostly down-regulated following the increase in acidity. This was most apparent in *G. hirsutum* and *N. rafflesiana*, and in the pH2vsWet comparison seen in the GO term enrichment (Figs 3D, 4). 

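In *G. hirsutum* light-harvesting genes fell in pH2vsWet, 18 of 20 genes lower, median log2(FC) -0.69 (adjusted p = 2.1e-17 by camera, adjusted p = 0.193 with an estimated correlation), and photosystem genes fell as well, 39 of 44 genes lower, median log2(FC) -0.48 (adjusted p = 8.0e-17 by camera, adjusted p = 0.317 with an estimated correlation). In *N. rafflesiana* light-harvesting genes fell, 14 of 15 genes lower, median log2(FC) -0.81 (adjusted p = 4.9e-05 by camera, adjusted p = 0.688 with an estimated correlation), and photosystem genes fell, 33 of 34 genes lower, median log2(FC) -0.81 (adjusted p = 2.5e-08 by camera, adjusted p = 0.688 with an estimated correlation). Among single genes of *N. rafflesiana*, CAB6A (TRINITY_DN8824_c0_g1), an antenna protein of photosystem I matched to tomato, was at 1534 ± 699.7 against 4192 ± 544 CPM in pH2 and Wet leaves, a log2(FC) of -1.45 (standard error 0.37, adjusted p = 0.184 by edgeR), and LIR1 (TRINITY_DN26571_c0_g1) at 1762 ± 891 against 5566 ± 781 CPM, a log2(FC) of -1.66 (standard error 0.44, adjusted p = 0.187 by edgeR). The thylakoid calcium sensor CAS (TRINITY_DN9799_c0_g1) was at 257 ± 57.3 against 548 ± 54.1 CPM, a log2(FC) of -1.09 (standard error 0.28, adjusted p = 0.184 by edgeR), and lhcA-P4, an antenna protein matched to pea, had a log2(FC) of -1.72 (standard error 0.41, adjusted p = 0.184 by edgeR). In *G. hirsutum* CAP10A was at 513 ± 68.3 CPM at pH2 and 1141 ± 235 CPM in Wet leaves, a log2(FC) of -1.15 (standard error 0.22, adjusted p = 0.138 by edgeR). Of the light-harvesting genes of *G. hirsutum*, 0 passed edgeR's test over all genes, 15 when adjusted over the list alone and 15 at an unadjusted p under 0.05, and of those of *N. rafflesiana*, 0 passed edgeR's test over all genes, 8 when adjusted over the list alone and 8 at an unadjusted p under 0.05. Of the photosystem genes, 8 passed in *G. hirsutum* and 4 in *N. rafflesiana* when adjusted over the list alone. In *G. arboreum* photosystem genes fell too, 31 of 37 genes lower, median log2(FC) -0.38 (adjusted p = 6.7e-04 by camera, adjusted p = 0.940 with an estimated correlation). The fold changes of that species in pH2vsWet ran along the main axis of differences between its plants (absolute r 0.634 over all genes). The photosystem genes of *G. arboreum* lost the call without Wet replicate 2 (adjusted p = 0.105) and with the other count table (adjusted p = 0.0553), with a range from 3.0e-07 to 0.105. DESeq2's Wald test called CAB6A, LIR1, CAS and lhcA-P4 in *N. rafflesiana*, with log2(FC) of -1.43, -1.64, -1.07 and -1.70, and CAP10A in *G. hirsutum*, with -1.16. The GO term photosynthesis was enriched among the genes it called in *G. hirsutum*, with 4 of 29 (Fisher's exact test, one-sided, adjusted p = 0.0313), and among those of DESeq2 after ComBat-seq in *N. rafflesiana*, with 20 of 212 (adjusted p = 6.4e-07 by the same exact test). The term did not pass after ComBat-seq in *G. hirsutum*, nor with the Wald test in *N. rafflesiana*. From the lower expression of photosynthesis genes as acidity increased, mainly in these 2 species, the paper reasons that pH stress affects photosynthesis. It names acid in the stroma as a probable cause.

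**Figure D2:**
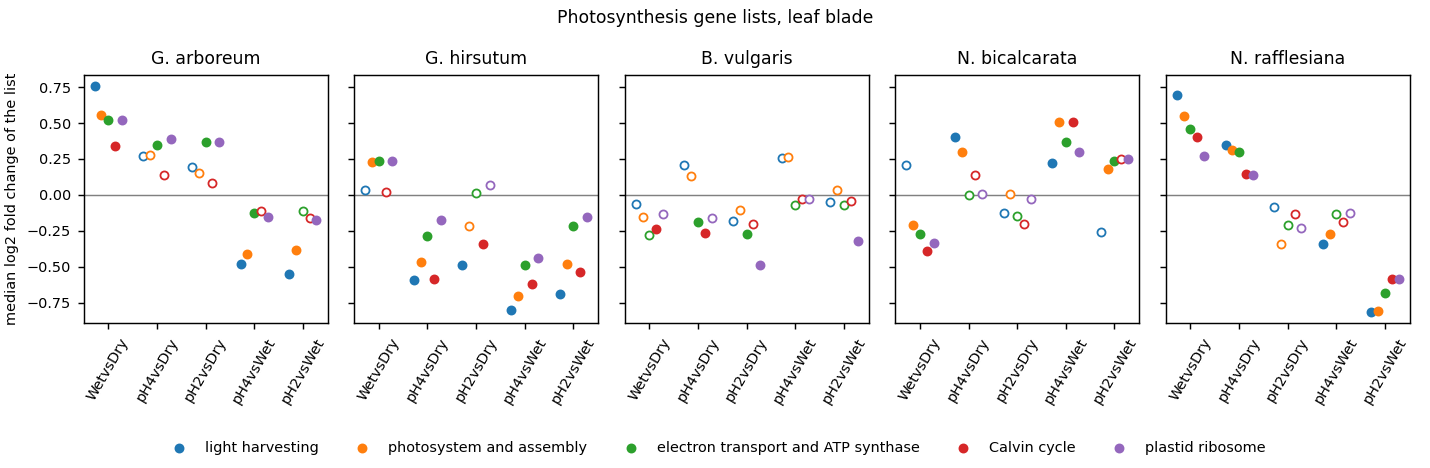
Median log2 fold change of 5 photosynthesis gene lists in the 5 comparisons, 1 panel per species. Filled points mark lists with an adjusted p under 0.05 by camera with the preset correlation, and none of them passes with an estimated correlation. In pH2vsWet the light-harvesting median is -0.69 in *G. hirsutum* and -0.81 in *N. rafflesiana*.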

Shi *et al.* (2021) reported inhibition of photosynthetic rates under acid rain with pH ranging from 2 to 4. Genes related to photosynthesis were found to be differentially expressed across species, and it was clearly affected by pH stress, mainly in *G. hirsutum* and *N. rafflesiana* (Fig. 3D; Supplementary Fig. S1; Supplementary Dataset S1). The stroma, in which the photosynthetic machinery is located, is known to be susceptible to changes in intracellular pH (Aranda Sicilia *et al.*, 2021), with acidification generally leading to disruption involving the photosystem and the electron transport chain, which is followed by breakage of chlorophyll (Tikhonov, 2012; Trinh and Masuda, 2022). 

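Against Wet leaves, light-harvesting genes were lower in 3 of the 5 species. At pH4 they fell in *G. hirsutum*, 18 of 20 genes lower, median log2(FC) -0.80 (adjusted p = 7.3e-19 by camera, adjusted p = 0.193 with an estimated correlation), in *G. arboreum*, 21 of 21 genes lower, median log2(FC) -0.48 (adjusted p = 7.2e-07 by camera, adjusted p = 0.896 with an estimated correlation), and in *N. rafflesiana*, 14 of 15 genes lower, median log2(FC) -0.34 (adjusted p = 7.2e-04 by camera, adjusted p = 0.688 with an estimated correlation). At pH2 they fell in *G. arboreum* too, 19 of 21 genes lower, median log2(FC) -0.55 (adjusted p = 0.00142 by camera, adjusted p = 0.940 with an estimated correlation). In this comparison the fold changes of *G. arboreum* ran along the main axis of differences between its plants (absolute r 0.634 over all genes). There LHCA4 was at 981 ± 565 against 1942 ± 564 CPM in pH2 and Wet leaves, a log2(FC) of -0.98 (standard error 0.47, adjusted p = 0.607 by edgeR). In *N. bicalcarata* light-harvesting genes rose at pH4, 14 of 17 genes higher, median log2(FC) 0.22 (adjusted p = 0.0215 by camera, adjusted p = 0.815 with an estimated correlation), and had a median of -0.26 at pH2 (adjusted p = 0.133 by camera). In *B. vulgaris* their median was 0.25 at pH4 (adjusted p = 0.334 by camera) and -0.05 at pH2 (adjusted p = 0.649 by camera). Photosystem and assembly genes at pH2 rose in *N. bicalcarata*, 23 of 30 genes higher, median log2(FC) 0.18 (adjusted p = 0.00383 by camera, adjusted p = 0.815 with an estimated correlation), and had a median of 0.04 in *B. vulgaris* (adjusted p = 0.952 by camera). In pH4vsWet the absolute r with the main axis of differences between plants was 0.463 in *G. hirsutum* and 0.358 in *N. bicalcarata*. Such differences thus stay open as a source of the changes of these 2 species at pH4. The light-harvesting genes of *N. bicalcarata* at pH2 passed without Wet replicate 2 (adjusted p = 9.9e-04), without Wet replicate 3 (adjusted p = 0.0252) and without pH2 replicate 2 (adjusted p = 1.3e-04), with a range from 1.3e-04 to 0.673. Those of *B. vulgaris* at pH4 passed without Wet replicate 3 (adjusted p = 0.0467) and without pH4 replicate 1 (adjusted p = 0.00275), and in the other direction without pH4 replicate 2 (adjusted p = 0.00423), with a range from 0.00275 to 0.917. At pH2 those of *B. vulgaris* passed without pH2 replicate 3 (adjusted p = 0.0346), with a range from 0.0346 to 0.967. Photosystem genes of *B. vulgaris* passed without Wet replicate 1 (adjusted p = 0.0442), and in the other direction without pH2 replicate 1 (adjusted p = 0.0261), with a range from 0.0261 to 0.988. Of the light-harvesting genes of *G. hirsutum* at pH4, 0 passed edgeR's test over all genes, 15 when adjusted over the list alone and 15 at an unadjusted p under 0.05, of those of *G. arboreum*, 0 passed edgeR's test over all genes, 0 when adjusted over the list alone and 0 at an unadjusted p under 0.05, and of those of *N. rafflesiana*, 0 passed edgeR's test over all genes, 0 when adjusted over the list alone and 0 at an unadjusted p under 0.05. The list in *G. arboreum* at pH4 lost the call without pH4 replicate 3 (adjusted p = 0.228), with a range from 1.9e-08 to 0.228. The list in *G. arboreum* at pH2 lost the call without Wet replicate 2 (adjusted p = 0.0575) and without pH2 replicate 1 (adjusted p = 0.0588), with a range from 2.8e-07 to 0.0588. The list in *N. bicalcarata* at pH4 lost the call without Wet replicate 2 (adjusted p = 0.600), without Wet replicate 3 (adjusted p = 0.454), without pH4 replicate 1 (adjusted p = 0.155) and without pH4 replicate 3 (adjusted p = 0.652), with a range from 1.3e-07 to 0.652. The photosystem genes of *N. bicalcarata* at pH2 lost the call without Wet replicate 2 (adjusted p = 0.0799), without Wet replicate 3 (adjusted p = 0.145) and without pH2 replicate 2 (adjusted p = 0.846), with a range from 1.3e-05 to 0.846.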

Genes encoding the LHC and PSII in particular were down-regulated in all the species (Fig. 4; Supplementary Dataset S1), probably inhibited due to acidification of the stroma (Trinh and Masuda, 2022).

Our results are in agreement with the negative effects of acidic pH stress on the photosynthetic machinery that have been reported before with simulated acid rain experiments (Sun *et al.*, 2016; Shi *et al.*, 2021), and they also highlight other possible previously unidentified active and/or passive mechanisms such as morphological/anatomical properties that can lead to differences in the response to the same pH treatment, as seen across the species in our study. The negative impact of pH stress on photosynthesis can have repercussions from an ecological point of view in terms of the effects of increases in external acidification agents such as acid rain, foliar pesticides, and fertilizers. Hence, it might be beneficial to study how external acidification can affect crops of commercial interest.

### The molecular response to pH is interlinked with other abiotic and biotic stress-signaling pathways

In nature, plants commonly interact with combinations of stressors at any given time, and the response to such multiple stresses can be interconnected in a major signaling pathway to accommodate faster and more efficient responses in a changing environment (Zandalinas *et al.*, 2020). Responses to different types of abiotic and biotic stresses have been observed to converge within the molecular pathways (Pereira, 2016; Zandalinas *et al.*, 2020; Li *et al.*, 2022; Munns and Millar, 2023; Zhang *et al.*, 2023). Here, we found that DEGs related to different abiotic and biotic responses were mostly activated in the pH 4 treatment, and the *Nepenthes* species were the major contributors to the DEGs found in this shared pathway (Fig. 3). This suggests that leaves sensing external mild pH changes activate other abiotic stresses, or the general response to abiotic stress in which pH is integrated as a stressor. One of the few shared GO terms enriched across all the species in all the comparisons with the dry control was related to ‘hypoxia’ (Fig. 3A–C), suggesting that they were all sensing wetness (i.e. a slight reduction in oxygen on the surface when covered in water droplets). Sensing wetness on the leaf surface seemed to activate biotic responses, as we can infer from the GO terms ‘interaction with other organism’ and ‘response to fungus’ (Fig. 3B). Plant responses to biotic stress can trigger the production of salicylic acid, jasmonic acid, and ethylene depending on the pathogen (Cohen and Leach, 2019), and related GO terms were also enriched in our results. Understanding the ecological implications of this buffering ability in the interactions with other organisms such as microbes and insects seems to be a worthwhile topic of research.

Plant responses to abiotic stresses such as drought, cold, salinity, and wounding share a core signaling pathway (Verma *et al.*, 2016; Kidokoro *et al.*, 2017; Skalak *et al.*, 2021). Perception of these stresses starts with membrane receptors, such as G protein-coupled receptors, receptor-like kinases, histidine kinases, and ion channels. These receptors lead to changes in the pool of Ca^2+^, which activate several kinases, such as calcium-dependent protein kinases (Xu *et al.*, 2022). However, even when the plant uses similar players for different stresses, the final section of the response mechanism is more specific to the type of stress (Cramer *et al.*, 2011).

## Conclusions

Our comparative transcriptomic analysis of leaf responses to external pH changes showed how the effect of the stress differed between species. The variations we observed in the molecular response to the pH changes help to expand our knowledge of how plants sense their surrounding environment in a unique way that can be related to their specific traits, such as morphological/anatomical characteristics, phylogenetic relationships, and physiological factors. This has relevance in the context of the increasing acidity in the environment due to pollution and/or the use of foliar pesticides/fertilizers and how each species might be affected and respond in a different way. We found that a mild pH change triggered the activation of signaling-pathway genes that are involved in responses to many other abiotic stresses, such as osmotic and drought stress. Furthermore, we observed pathways related to interactions with other organisms and defense pathways were turned on in response to wetness and mild pH. *Gossypium* was the genus that was best able to buffer against acidic pH, and its response incorporated the participation of Ca^2+^-related metabolism, which might be involved in its alkalinizing phenotype, although further studies are needed to test its role in the regulation of external pH. We observed that differentially expressed genes varied across the species and that might have been associated with the variation of the effects of pH, but the differences in the molecular responses were more complex. For example, we expected to find H^+^-ATPases involved as part of a general mechanism in regulating phylloplane pH, but interestingly we only found such a vacuolar proton pump to be differentially expressed in *G. hirsutum*. The lack of similar responses between closely related species was surprising, particularly for the two *Gossypium* species where the observed phylloplane pH phenotypes were quite similar. Further studies are needed in other species of *Gossypium* that vary in their buffering ability in order to characterize the enzymes that we have identified in this study to further clarify the underlying molecular mechanism(s). Further work is also needed to determine how the pH responses can be integrated into a core abiotic stress pathway. On the basis of our results, we can conclude that the impact of external pH stress is species-specific, and it is important to achieve a deeper understanding of how the transcriptional responses are linked to other protective mechanisms within the plant. This could also help to estimate the ecological impact of the increasing acidification of the environment due to pollution.

## Supplementary data

The following supplementary data are available at *JXB* online.

Fig. S1. Functional analysis of DEGs by species.

Table S1. Results of generalized linear model analysis of the resultant pH for the different species and treatments, and their interactions.

Dataset S1. Differentially expressed genes by treatment comparison across the species with annotations and identities of orthogroups.

Video S1. Visualization of changes in gene expression by treatment across the species.

eraf157_suppl_Supplementary_Tables_S1

eraf157_suppl_Supplementary_Figure_S1

eraf157_suppl_Supplementary_Datasets_S1

eraf157_suppl_Supplementary_Videos_S1

## Data Availability

The raw RNA-seq data have been deposited in the NCBI Gene Expression Omnibus database (https://www.ncbi.nlm.nih.gov/geo/) under accession number GSE281272.

# Supplementary material for: Species-specific phylloplane responses to changes in external pH
**Source:** J Exp Bot. 2025 Apr 14;76(17):5102–16. doi: 10.1093/jxb/eraf157
**Supplement:** eraf157_suppl_Supplementary_Tables_S1

Supplementary Table S1. Resultant pH was significant different in each species compare to beta vulgaris. The pH2 treatment significantly changed the resultant pH in each species whereas only pH4 have a significant impact on G. arboreum. Generalized linear model (gml) of resultant pH versus species and treatment and their interactions; p-value, ‘***’ 0.001, ‘**’ 0.01, ‘*’ 0.05.

Pairwise comparison	Coefficient of variation	Standard Error	p-value
(Intercept)	7.16	0.3062	< 2.00E-16 ***
SpeciesGossypium_arboreum	1.5733	0.4331	7.89E-04 ***
SpeciesGossypium_hirsutum	1.8633	0.4331	1.06E-04 ***
SpeciesNepenthes_bicalcarata	-2.2933	0.4331	4.60E-06 ***
SpeciesNepenthes_rafflesiana	-1.6533	0.4331	4.59E-04 ***
TreatmentpH2	-4.63	0.4331	2.72E-13 ***
TreatmentpH4	-0.1967	0.4331	0.65
TreatmentWet	0.2367	0.4331	0.59
SpeciesGossypium_arboreum:TreatmentpH2	1.71	0.6125	8.00E-03 **
SpeciesGossypium_hirsutum:TreatmentpH2	1.4467	0.6125	0.02 *
SpeciesNepenthes_bicalcarata:TreatmentpH2	2.2133	0.6125	8.34E-04 ***
SpeciesNepenthes_rafflesiana:TreatmentpH2	1.5267	0.6125	0.02 *
SpeciesGossypium_arboreum:TreatmentpH4	1.55	0.6125	0.02 *
SpeciesGossypium_hirsutum:TreatmentpH4	0.9	0.6125	0.15
SpeciesNepenthes_bicalcarata:TreatmentpH4	-1.05	0.6125	0.09
SpeciesNepenthes_rafflesiana:TreatmentpH4	-0.88	0.6125	0.16
SpeciesGossypium_arboreum:TreatmentWet	1.1933	0.6125	0.06
SpeciesGossypium_hirsutum:TreatmentWet	0.7467	0.6125	0.23
SpeciesNepenthes_bicalcarata:TreatmentWet	-1.1433	0.6125	0.07
SpeciesNepenthes_rafflesiana:TreatmentWet	-0.8967	0.6125	0.15

# Supplementary material for: Species-specific phylloplane responses to changes in external pH
**Source:** J Exp Bot. 2025 Apr 14;76(17):5102–16. doi: 10.1093/jxb/eraf157
**Supplement:** eraf157_suppl_Supplementary_Figure_S1

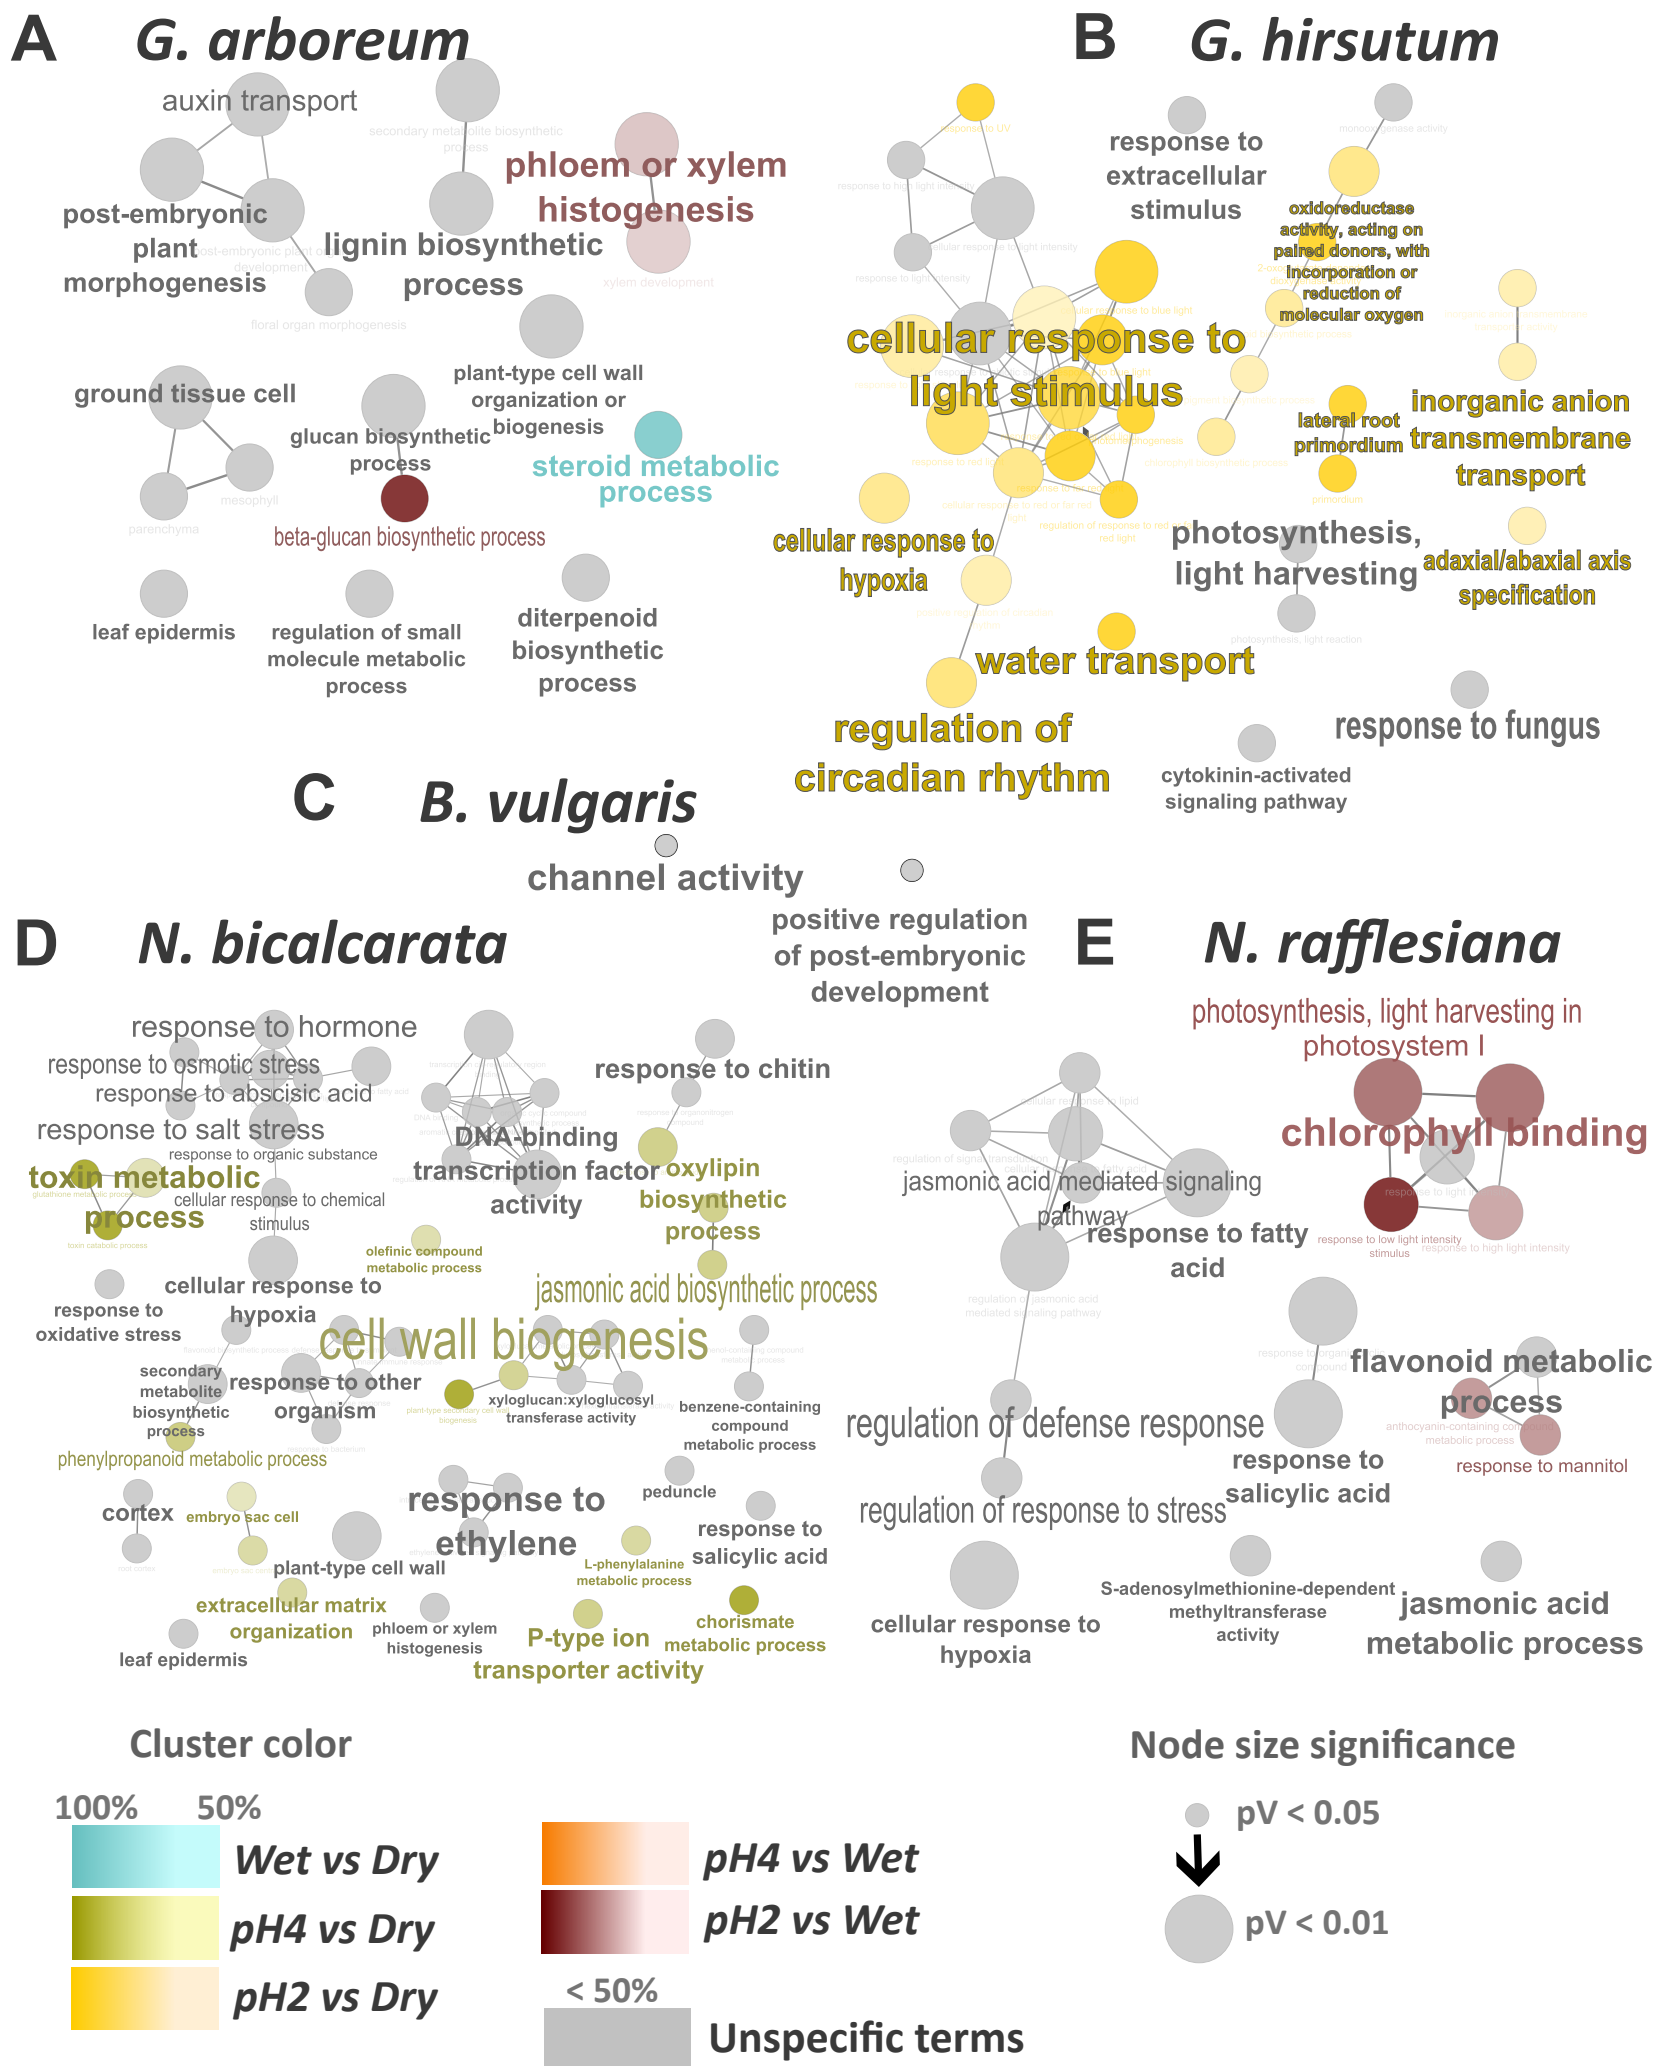

Supplementary Figure S1. Most of the variation on the functional response to pH treatment is driven by species. A) to E) are the GO term enrichment of DEGs by species. Grey circles are GO terms shared across different DEGs treatment comparison. Circles with different colors are GO terms that are enriched with more than 50% of the DEGs from an specific treatment comparison described in the legend. The size of the circles represent how significant they are, the smallest started from p-value of 0.05. "Response to salicylic acid" is a GO term shared across treatment comparison in both *Nepenthes* species.

How the deposited data were processed for this re-analysis (not part of the article)

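The data are RNA-seq libraries of leaf blades of *G. arboreum*, *G. hirsutum*, *B. vulgaris*, *N. bicalcarata* and *N. rafflesiana*, and of the pitchers of the 2 *Nepenthes* species, 84 libraries in all. Each tissue of each species has 4 treatments with 3 replicates. Leaves were left dry or sprayed with water at pH 6.5, 4 or 2 and collected 5 min later. The sample labels state that the pitchers were exposed separately. The paper's text describes the leaf blades only, and its methods say that pitchers were removed some days before the treatment.

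The authors trimmed the reads with Trimmomatic, checked them with FastQC 0.11.9, assembled a transcriptome for each species with Trinity and quantified it with Salmon 1.5.0. The expected counts in the gene tables are those that Salmon estimated and the authors summed over the transcripts of a Trinity gene, as deposited. The TPM values in the second set of gene tables were also made by the authors with Salmon, as deposited. Another set of tables holds the expected counts of the transcripts that the authors annotated with EnTAP, with the Swiss-Prot match, the eggNOG scope and the GO terms of each. The counts are not integers and are not normalized, and the TPM of a library sums to the same total in each table. The assemblies carry no genome coordinates, and no reference genome was used.

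A gene was taken as a plant gene if the lineage of its Swiss-Prot match and its eggNOG scope were both Viridiplantae. The paper does not say which of the 2 columns was used, so this choice was made after the data were seen, from the number of annotated transcripts that it leaves. Genes with a TPM of at least 3 in at least 3 of the 12 leaf blade libraries of a species were tested. The gene count table of *N. rafflesiana* breaks off in the middle of a line and holds 72.1% of the plant genes. For this species the counts of annotated transcripts were therefore summed per gene, a choice that was also made after the data were seen. Library totals of the pitchers were 25227447 to 27836245 counts in *N. bicalcarata*, and plant genes of the pitchers of *N. rafflesiana* held 6990556 to 9706078 counts. The number of plants, 3 per group, limits the precision more than the depth does.

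Counts were rounded, normalized by TMM and fitted by edgeR 4.0.16 in R 4.3.3 with 1 mean per treatment. Each of the 5 comparisons (WetvsDry, pH4vsDry, pH2vsDry, pH4vsWet and pH2vsWet) was tested by edgeR's quasi-likelihood test, and p-values were adjusted by Benjamini-Hochberg over the genes tested. A DEG has an adjusted p under 0.05 and an absolute log2 fold change over 1, which are the paper's thresholds. The standard error of a fold change was taken from the same fit. In all, 32 lists of genes by function were tested with camera (limma 3.58.1) with a preset correlation of 0.01 and with an estimated correlation. Of 29 GO terms that the paper's figure and text name, 8 occur in the annotation and were tested by Fisher's exact test, one-sided, among the DEGs. Genes were named in the text by a rule. It took the 2 genes with the smallest p for each gene that the paper names, the 3 largest DEGs in each direction of a comparison whose groups do not overlap, and up to 4 DEGs with the smallest p in each list, or its 2 most expressed genes where it held no DEG. For the pitchers against the blades it took the 10 genes with the largest change in each direction. Other genes that are named were chosen after their values were seen, as their passages say. Functions of genes are given as background from general knowledge of their *Arabidopsis* or crop relatives. Species were compared through genes with the same Swiss-Prot entry. Libraries were also compared by the first principal component of log2 CPM.

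The alternatives tried were DESeq2's size factors in place of TMM, no TPM minimum, a block for the replicate number, DESeq2's Wald test (DESeq2 1.42.0), DESeq2 after ComBat-seq (sva 3.50.0) with shrunken fold changes (apeglm 1.24.0), leaving out each library in turn, and an estimated correlation for the lists. The other count table and a wider annotation, with either Viridiplantae column, were added after the data were seen. The paper's batches for ComBat-seq are not given, so the replicate number was used. The test that follows ComBat-seq does not count the variation so removed in its error, and its calls may be too many. This setting was not tried on simulated data. Not reported here are reads themselves, which were not among the files, and the measurements of phylloplane pH.

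The tests were tried on simulated data with the dispersions of each species, in which 100 genes differed 2-fold and 100 genes 4-fold between pH2 and Dry. EdgeR called, in percent of the genes with a true 4-fold difference, 87 in *G. arboreum*, 91 in *G. hirsutum*, 29 in *B. vulgaris*, 91 in *N. bicalcarata* and 66 in *N. rafflesiana*, and with a true 2-fold difference 27 in *G. arboreum*, 39 in *G. hirsutum*, 2 in *B. vulgaris*, 28 in *N. bicalcarata* and 6 in *N. rafflesiana*. DESeq2's Wald test called 94 in *G. arboreum*, 95 in *G. hirsutum*, 66 in *B. vulgaris*, 96 in *N. bicalcarata* and 76 in *N. rafflesiana* at 4-fold and 37 in *G. arboreum*, 42 in *G. hirsutum*, 10 in *B. vulgaris*, 38 in *N. bicalcarata* and 21 in *N. rafflesiana* at 2-fold. Of the unchanged genes edgeR called 1 to 5 and DESeq2 17 to 34. A list whose genes were lowered by 0.5 on the log2 scale was called in each species. The simulated genes vary independently of each other, so these data do not test the preset correlation of the lists, and other splits of the real leaf blades of a species called up to 18 lists by camera.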

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

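Of the tests in this part, those chosen only after the result was seen are the count of DEGs without Dry replicate 3 of *G. hirsutum*, the test of the time of day and the test of a swap of labels. The wider annotation was also chosen after the data were seen. The libraries of pitchers carry a signal that the paper does not report on, since its text describes leaf blades. Between 12 pitchers and 12 leaf blades, with all 4 treatments in each, edgeR called 2004 genes in *N. bicalcarata* (1112 higher in pitchers, 892 lower) and 2129 in *N. rafflesiana* (1056 higher, 1073 lower). In *N. bicalcarata*, 239 of the called genes were higher in each pitcher than in any blade and 311 lower, and in *N. rafflesiana* 388 and 444, where chance separates 7.4e-05% of genes. Of 30 splits of the 24 libraries into groups of 12, the real one included, 1 and 1 called as many. The highest other split called 289 in *N. bicalcarata* and 448 in *N. rafflesiana*. The share of 0.0333 is the smallest that 30 splits can give, so the splits alone do not exclude chance. The numbers of genes without overlap lie far above what chance separates. With the wider annotation, which tests more genes, edgeR called 3309 and 3461.

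In both species the machinery of photosynthesis was lower in pitchers. In *N. bicalcarata* the genes were those of the plastid ribosome (44 of 45 genes lower, median -1.07, adjusted p = 3.3e-14 by camera, adjusted p = 0.385 with an estimated correlation), photosystems (30 of 30 genes lower, median -1.27, adjusted p = 3.0e-09 by camera, adjusted p = 0.385 with an estimated correlation), electron transport (28 of 30 genes lower, median -1.30, adjusted p = 2.3e-08 by camera, adjusted p = 0.385 with an estimated correlation), light harvesting (17 of 17 genes lower, median -1.15, adjusted p = 2.6e-06 by camera, adjusted p = 0.385 with an estimated correlation) and the Calvin cycle (12 of 12 genes lower, median -1.39, adjusted p = 5.2e-05 by camera, adjusted p = 0.385 with an estimated correlation). In *N. rafflesiana* they were those of the plastid ribosome (42 of 44 genes lower, median -1.47, adjusted p = 1.4e-15 by camera, adjusted p = 0.218 with an estimated correlation), photosystems (31 of 34 genes lower, median -1.45, adjusted p = 1.8e-10 by camera, adjusted p = 0.323 with an estimated correlation), electron transport (28 of 31 genes lower, median -1.88, adjusted p = 1.7e-11 by camera, adjusted p = 0.218 with an estimated correlation), light harvesting (14 of 15 genes lower, median -1.22, adjusted p = 2.4e-04 by camera, adjusted p = 0.439 with an estimated correlation), the Calvin cycle (12 of 12 genes lower, median -2.21, adjusted p = 4.9e-06 by camera, adjusted p = 0.218 with an estimated correlation) and photorespiration (11 of 18 genes lower, median -1.34, adjusted p = 0.0236 by camera, adjusted p = 0.471 with an estimated correlation). The rate at which a pitcher fixes carbon was not measured. Higher in pitchers of *N. bicalcarata* were genes of the cell wall (80 of 92 genes higher, median 1.24, adjusted p = 4.2e-05 by camera, adjusted p = 0.411 with an estimated correlation), trichomes and epidermis (46 of 63 genes higher, median 1.01, adjusted p = 0.00947 by camera, adjusted p = 0.583 with an estimated correlation), other solute transport (52 of 83 genes higher, median 0.43, adjusted p = 0.0103 by camera, adjusted p = 0.385 with an estimated correlation) and proton pumps (17 of 20 genes higher, median 0.33, adjusted p = 0.0160 by camera, adjusted p = 0.385 with an estimated correlation), and higher in pitchers of *N. rafflesiana* were genes of the cell wall (73 of 91 genes higher, median 0.66, adjusted p = 0.00513 by camera, adjusted p = 0.595 with an estimated correlation), trichomes and epidermis (45 of 62 genes higher, median 0.62, adjusted p = 0.00545 by camera, adjusted p = 0.471 with an estimated correlation) and proton pumps (17 of 19 genes higher, median 0.32, adjusted p = 0.0494 by camera, adjusted p = 0.439 with an estimated correlation). The difference in cell wall genes is uneven over the pitchers. With both tissues normalized together, their mean log2 CPM was 5.25 to 6.13 in 5 pitchers of *N. bicalcarata* (Dry 1, Dry 2, Dry 3, Wet 2 and pH2 3), 3.59 to 4.34 in the other 7 and 3.07 to 3.97 in the blades, and 5.48 to 5.91 in 3 pitchers of *N. rafflesiana* (Dry 3, Wet 2 and pH2 1), 3.99 to 4.50 in the other 9 and 3.74 to 4.33 in the blades. Genes of trichomes and epidermis stood at 4.99 to 5.40 in the same 5 pitchers of *N. bicalcarata*, 2.91 to 3.98 in the other 7 and 2.75 to 3.71 in the blades. These groups of 5 and 3 were formed after the values were seen. The pitchers outside them overlap with the blades, except in the second list in *N. rafflesiana* (3.87 to 5.12 in pitchers, 2.72 to 3.61 in blades). As a list, enzymes of the digestive glands did not pass in either species (52 of 77 genes higher, median 0.36, adjusted p = 0.0597 by camera, adjusted p = 0.538 with an estimated correlation in *N. bicalcarata*, and 41 of 67 genes higher, median 0.23, adjusted p = 0.432 by camera, adjusted p = 0.778 with an estimated correlation in *N. rafflesiana*).

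Single genes of digestion, transport and the cell wall were among the higher ones in pitchers (n = 12 and 12). In *N. bicalcarata* they include nep1 (nepenthesin, an acid protease of the trap fluid, log2(FC) 4.73, adjusted p = 7.6e-07 by edgeR), PIP2-1 (a water channel, log2(FC) 2.39, adjusted p = 1.4e-10 by edgeR), POT6 (a potassium transporter, log2(FC) 2.37, adjusted p = 2.5e-10 by edgeR), CIPK14 (a kinase of calcium signalling, log2(FC) 3.38, adjusted p = 3.2e-07 by edgeR) and XTH30 (a cell wall enzyme, log2(FC) 2.61, adjusted p = 1.1e-09 by edgeR), and nep2, a further nepenthesin (TRINITY_DN6493_c0_g1), had 3366 counts over the pitchers and 0 over the blades. Lower were GLK1 (a regulator of chloroplast genes, log2(FC) -7.55, adjusted p = 1.8e-10 by edgeR), FAMA (a regulator of guard cells, log2(FC) -4.97, adjusted p = 6.2e-09 by edgeR), LHCB5 (an antenna protein, log2(FC) -1.34, adjusted p = 3.2e-06 by edgeR) and GLYK (glycerate kinase of photorespiration, log2(FC) -2.18, adjusted p = 7.9e-08 by edgeR). In *N. rafflesiana* the higher genes include nep1 (log2(FC) 5.65, adjusted p = 5.0e-08 by edgeR), PIP2-1 (log2(FC) 3.53, adjusted p = 4.6e-12 by edgeR), HAK5 (a potassium transporter, log2(FC) 4.00, adjusted p = 1.8e-06 by edgeR), CNGC2 (a cation channel, log2(FC) 3.69, adjusted p = 7.1e-08 by edgeR) and WRKY29 (a transcription factor of defence, log2(FC) 8.04, adjusted p = 2.0e-11 by edgeR), and the lower ones RBCS (the small subunit of Rubisco, log2(FC) -3.47, adjusted p = 8.0e-10 by edgeR), RCA (Rubisco activase, log2(FC) -2.11, adjusted p = 1.8e-09 by edgeR), LHCB4.1 (an antenna protein, log2(FC) -1.42, adjusted p = 3.0e-07 by edgeR) and HPR (hydroxypyruvate reductase, log2(FC) -2.84, adjusted p = 2.8e-09 by edgeR). Of these genes, nep1 and LHCB5 of *N. bicalcarata* and HAK5 and LHCB4.1 of *N. rafflesiana* overlapped between single pitchers and blades, and the others did not. A difference of tissue, which the sample labels name, is the open explanation for these genes. The labels also say that pitchers were exposed separately. Genes without overlap differ in unsprayed Dry pitchers and Dry blades as well, so the spray is not needed for their difference.

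The response to the spray differed between pitchers and leaf blades of *N. bicalcarata* by edgeR's test of the interaction. At an adjusted p under 0.05 and a difference of log2(FC) over 1, 273 genes responded differently in pH4vsDry and 30 in pH2vsDry (2154 and 1590 at an unadjusted p under 0.05). In pH4vsDry the lists that differed include cell wall genes (median -1.52, adjusted p = 4.0e-05 by camera, adjusted p = 0.753 with an estimated correlation), markers of trichomes and epidermis (median -1.14, adjusted p = 0.00685 by camera, adjusted p = 0.753 with an estimated correlation) and the plastid ribosome (median 0.41, adjusted p = 0.00744 by camera, adjusted p = 0.753 with an estimated correlation), where the median is that of the log2(FC) in pitchers minus that in blades. EdgeR called 0 genes in WetvsDry, pH4vsWet and pH2vsWet of this species (1286, 554 and 225 at an unadjusted p under 0.05) and 0 in the 5 comparisons of *N. rafflesiana* (191, 357, 739, 278 and 561), and no other tool was run on the interaction. All 3 Dry pitchers of *N. bicalcarata* share 1 of the 2 pitcher states described below, so in this species the comparison of Dry with sprayed pitchers is confounded with that state.

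The first pattern weighed is that of 2 states among the pitchers. The first principal component held 64.5% of the variance of the pitchers of *N. bicalcarata* and 33.1% in *N. rafflesiana*. In *N. bicalcarata*, Dry 1, Dry 2, Dry 3, Wet 2 and pH2 3 had a mean log2 CPM of cell wall genes of 5.43 to 6.34, and the other 7 pitchers 3.72 to 4.51. Enzymes of the digestive glands stood at 5.33 to 5.48 in those 5 and 4.45 to 4.96 in the others. In *N. rafflesiana*, Dry 3, Wet 2 and pH2 1 had 5.67 to 6.14 for cell wall genes and 5.18 to 5.27 for the enzymes, against 4.25 to 4.79 and 4.24 to 4.59 in the other 9. The tables argue against a swap of labels between Dry and sprayed pitchers of *N. bicalcarata* as the reason why Wet 2 and pH2 3 share the state of the Dry pitchers. Such a swap needs a Dry pitcher that is closer to the sprayed pitchers than to the other Dry pitchers, and the number of such Dry pitchers was 0. Dry 1, Dry 2 and Dry 3 had r = 0.916, 0.934 and 0.895 with the median of the other Dry pitchers and r = 0.779, 0.774 and 0.745 with the median sprayed pitcher, and the single sprayed pitcher closest to each had r = 0.940, 0.929 and 0.967. A wrong label of Wet 2 or pH2 3 alone was not tested. A state that is independent of the spray stays open. The loadings of the first component correlate between the 2 species at r = 0.580 (Spearman 0.497) over 5489 Swiss-Prot entries, but this value does not decide, since it would be as high if the spray had moved the pitchers of *N. bicalcarata* along that axis. In *N. rafflesiana* the state occurs in 1 Dry, 1 Wet and 1 pH2 pitcher, while in *N. bicalcarata* it holds all 3 Dry pitchers and 2 of the 9 sprayed ones, so in that species the state and the spray cannot be told apart. The age of the pitcher, which may differ between the 2 states, is not among the sample labels and stays open.

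The 2 states bear on the pitcher comparisons of treatments. EdgeR called 0 genes over the 5 comparisons in either species, with 309 (pH2vsWet) to 2930 (pH4vsDry) genes at an unadjusted p under 0.05 in *N. bicalcarata* and 235 (WetvsDry) to 442 (pH2vsDry) in *N. rafflesiana*. A single library moved this count, since without Wet 2 edgeR called 1641 genes in *N. bicalcarata*, and without pH4 2 it called 1 in *N. rafflesiana*. Under DESeq2's Wald test the counts were 1170 and 65. Among 30 drawn splits of the 12 pitchers into groups of 3, the real one included, 30 called at least as many in *N. bicalcarata* and 30 in *N. rafflesiana*, which a real count of 0 fixes beforehand, so these splits do not test chance. The highest other split called 1023 genes in *N. bicalcarata*, which points to a structure of the samples, and 2 in *N. rafflesiana*.

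Another pattern is the set of DEGs in pH2vsDry of *G. hirsutum*, with regulators of light responses and of the clock among them. Leaf library Dry 3 lies apart from the others on the first component, but the tables argue against it as the source of the calls, since edgeR called 188 genes without it. The main axis along which plants of one group differ holds 46.8% of the variance within groups. Over all genes tested, the absolute r between fold changes and this axis was 0.130, so the changes as a whole did not run along it. Over the DEGs it was 0.123. Genes that vary much within groups are called less readily, so the second value does not argue against this axis as the source of the calls. A difference in the time of day at which the groups were collected stays open. The evening-phased clock genes had a median log2(FC) of 0.08 over 6 genes, 1 of which rose and 0 fell at an adjusted p under 0.05 by edgeR, and as a list did not pass (adjusted p = 0.215 by camera, adjusted p = 0.728 with an estimated correlation). The direction of that median goes with a later hour, and the morning-phased genes fell, so time of day and the spray cannot be told apart for the clock genes. Batches of libraries are not among the sample labels. Wetting and acid are both part of pH2vsDry. Of the genes at an unadjusted p under 0.05, 502 went the same way in WetvsDry and pH2vsDry, against 104 in simulations of unchanged groups with the same controls, while edgeR called 0 genes in WetvsDry and 0 in pH2vsWet (853 and 807 at an unadjusted p under 0.05, 19 and 31 by DESeq2's Wald test). Genes vary independently in those simulations, so differences that many genes share between plants are not covered. A direct effect of the wetting, of the acid or of both may account for the DEGs, as a hypothesis found and tested on the same data. The leaves were collected 5 min after the spray, and 84 of the 116 DEGs were lower at pH2. Whether transcripts can fall as far within 5 min was not tested. Differences between the plants from before the spray stay open. With 3 against 3 plants the 10 splits are too few for a share under 0.05 (1 of them called as many), with 116 DEGs in the real split and 0 in the highest other. Over all 5 comparisons, 1 of 30 drawn splits called as many, with 117 DEGs in the real split and 0 in the highest other. The share of 0.0333 is the smallest that 30 splits can give, and the same test was run in 5 species. The total thus stands above the other splits drawn, but chance is not excluded. Among the 10 splits of the Wet and Dry plants alone, another split called 83 genes against 0 in the real one, so a regrouping that holds the same Dry plants can call a number of the same order.

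A further pattern is that the same genes tended to go opposite ways in the leaf blades of the 2 *Nepenthes* species in pH4vsDry. Of 96 Swiss-Prot entries at an unadjusted p under 0.05 in both, 6 had the same direction. For *N. rafflesiana* the tables argue against the main axis of differences between plants of one group, with an absolute r of 0.0196 over all genes tested between fold changes and that axis. In this species the axis holds 20.2% of the variance within groups, so other differences between its plants stay open. For *N. bicalcarata* the absolute r was 0.391, which lies between the bounds set for and against that explanation, so it stays open for this species and the fold changes cannot be told apart from differences between its plants. The difference between the species themselves was not tested gene by gene. Across genes r was -0.29 in pH4vsDry, against -0.066 in pH4vsWet and 0.016 in pH2vsWet (Spearman -0.19, -0.20 and -0.01). A different response of the 2 species to the spray, or differences between their Dry plants, may account for the pattern. Both remain hypotheses.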

How the results depend on the processing

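The other count table and the wider annotation were tried only after the results were seen. EdgeR called 0 DEGs in the leaf blades of 4 species, with 82 to 1252 genes per comparison at an unadjusted p under 0.05 and the counts of DESeq2 given next, and 4 and 116 in pH4vsDry and pH2vsDry of *G. hirsutum* (117 in total). With DESeq2's size factors all 44 main results (counts of DEGs, of lists and of GO terms) stayed within 1.5 times, and 237 of the named genes and lists kept their direction and their side of the threshold while 1 list, which passed in neither, turned its direction. Without the TPM minimum 43 main results stayed and 1 moved, the GO terms of *G. hirsutum* with 2 against 1, where photosynthesis in pH2vsDry is the second. Of the named genes and lists 223 stayed, 14 no longer passed and 1 newly passed.

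DESeq2 moved most of the counts, and the cause was not tested. By the Wald test DESeq2 called in *G. arboreum* 12 in WetvsDry, 15 in pH4vsDry, 3 in pH2vsDry, 22 in pH2vsWet and 44 in total, in *G. hirsutum* 19 in WetvsDry, 67 in pH4vsDry, 195 in pH2vsDry, 24 in pH4vsWet, 31 in pH2vsWet and 251 in total, in *B. vulgaris* 5 in WetvsDry, 2 in pH4vsDry, 9 in pH2vsDry, 4 in pH4vsWet, 1 in pH2vsWet and 14 in total, in *N. bicalcarata* 7 in WetvsDry, 220 in pH4vsDry, 137 in pH2vsDry, 2 in pH4vsWet, 10 in pH2vsWet and 295 in total, and in *N. rafflesiana* 52 in WetvsDry, 16 in pH4vsDry, 199 in pH2vsDry, 2 in pH4vsWet, 136 in pH2vsWet and 327 in total. In the pitchers it called 1170 in *N. bicalcarata* and 65 in *N. rafflesiana*. GO terms past Fisher's exact test were 1 in *G. arboreum*, 3 in *G. hirsutum*, 2 in *N. bicalcarata* and 1 in *N. rafflesiana*. DESeq2 after ComBat-seq called in *G. arboreum* 59 in WetvsDry, 27 in pH4vsDry, 16 in pH2vsDry, 35 in pH2vsWet and 107 in total, in *G. hirsutum* 24 in WetvsDry, 59 in pH4vsDry, 28 in pH4vsWet, 32 in pH2vsWet and 231 in total, in *B. vulgaris* 5 in WetvsDry, 3 in pH4vsDry, 34 in pH2vsDry, 2 in pH4vsWet, 4 in pH2vsWet and 43 in total, in *N. bicalcarata* 40 in WetvsDry, 181 in pH4vsDry, 150 in pH2vsDry, 22 in pH4vsWet, 14 in pH2vsWet and 275 in total, and in *N. rafflesiana* 103 in WetvsDry, 24 in pH4vsDry, 175 in pH2vsDry, 12 in pH4vsWet, 224 in pH2vsWet and 410 in total, with 2 GO terms in *G. hirsutum*, 1 in *N. bicalcarata* and 2 in *N. rafflesiana*. Of the named genes, 101 kept direction and side and 17 newly passed under the Wald test, and 75, 19 and 2 stayed, newly passed and no longer passed after ComBat-seq. On simulated data the Wald test called more of the changed genes and also more of the unchanged ones, as the summary of the processing states.

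The list tests rest on the preset correlation of 0.01. With an estimated correlation camera called 0, 0, 0, 0 and 0 lists in *G. arboreum*, *G. hirsutum*, *B. vulgaris*, *N. bicalcarata* and *N. rafflesiana*, against 35, 44, 19, 44 and 36 with the preset, and 88 of the lists named no longer passed. The estimate takes the shared moves of a list's genes between plants of one group into the error, which the preset does not, and the smallest adjusted p it gave was 0.193. It was above 0.01 for 35, 44, 19, 42 and 35 of the lists called with the preset, in the same order. The list calls thus rest on an assumption of little shared variation between plants, and the estimates go against it.

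With the replicate block, edgeR called 1 gene in WetvsDry and 0 in pH4vsDry of *G. hirsutum* (against 0 and 4, with 1102 genes at an unadjusted p under 0.05 in pH4vsDry without the block and 67 by DESeq2's Wald test) and 122 in pH2vsDry, 101 of them among the 116, and 42 main results stayed. Of the named genes and lists 223 stayed, 11 no longer passed, 3 newly passed and 1 turned its direction without passing in either. Replicate numbers do not pair the plants throughout, though partial pairing stays open. Of 18 pairs of libraries with the same number per species, the deviations from the group means correlated above 0.1 in 7, 7, 6, 6 and 7 pairs of leaf blades (*G. arboreum*, *G. hirsutum*, *B. vulgaris*, *N. bicalcarata* and *N. rafflesiana*) and in 6 and 3 of pitchers (*N. bicalcarata* and *N. rafflesiana*). Not every library correlates best with its own number, which holds for 2, 6, 4, 5 and 9 of 12 leaf blades and 2 and 0 of 12 pitchers. The 9 are those of *N. rafflesiana*, where pairing by number is most likely. In *B. vulgaris* some plants were close across numbers, such as Dry 3, pH4 1 and pH2 1, whose deviations correlated at 0.60 to 0.69. No fit here takes such sets of plants into account.

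Leaving out 1 library at a time moved 36 of the main results and left 306 within 1.5 times. In *G. hirsutum* the range was 0 to 1 in WetvsDry (1 without Dry 2), 0 to 4 in pH4vsWet (4 without Wet 1), 0 to 20 in pH4vsDry (9, 20 and 2 without Dry 1, 2 and 3, and 0, 1 and 0 without pH4 1, 2 and 3), 36 to 188 in pH2vsDry (40, 150 and 188 without Dry 1, 2 and 3, and 62, 36 and 53 without pH2 1, 2 and 3) and 37 to 209 in total (45 and 209 without Dry 1 and 3, and 63, 37 and 54 without pH2 1, 2 and 3). Of the 116 DEGs of pH2vsDry, 37, 95 and 98 stayed without Dry 1, 2 and 3 and 54, 35 and 51 without pH2 1, 2 and 3. In *B. vulgaris* the ranges were 0 to 1 in WetvsDry, 0 to 1 in pH4vsWet, 0 to 2 in pH2vsWet and 0 to 2 in total, all from Wet 3, and 16 to 37 lists against 19 (37, 35 and 35 without Wet 1, pH4 2 and pH2 3). In *N. bicalcarata* they were 0 to 1 in WetvsDry (Wet 2), 0 to 97 in pH4vsDry and 0 to 97 in total (97 without pH4 3 and 1 without Wet 2) and 0 to 1641 in pitchers (1641 without Wet 2). In *N. rafflesiana* they were 0 to 3 in WetvsDry (Dry 1), 0 to 97 in pH2vsDry (Dry 1), 0 to 5 in pH2vsWet (pH2 1), 0 to 97 in total (97 without Dry 1 and 5 without pH2 1) and 0 to 1 in pitchers (1 without pH4 2). With a library left out, its group of 2 is assumed to vary like the others. Fewer libraries lower the power, and why some counts went up without a library was not tested.

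Of the named genes and lists, 1586 results without 1 library stayed, 186 no longer passed, 31 turned their direction without passing in either, 19 newly passed and 2 passed in the other direction. The latter are, in *B. vulgaris*, photosystem genes in pH2vsWet without pH2 1 (adjusted p = 0.0261 by camera, without any 1 library 0.0261 to 0.779) and light-harvesting genes in pH4vsWet without pH4 2 (adjusted p = 0.00423 by camera, without any 1 library 0.00275 to 0.917). Neither passed with all libraries, and the cause was not tested.

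With the other count table, of annotated transcripts, which holds fewer genes of *G. arboreum*, *G. hirsutum* and *B. vulgaris* than the gene table, edgeR called 1 gene in pH4vsDry and 1 in total in *G. arboreum*, and 0 in pH4vsDry, 59 in pH2vsDry and 59 in total in *G. hirsutum*, 46 of the 59 among the 116. Camera called 13 lists in *G. arboreum* and 2 in *B. vulgaris*. The log2(FC) changed sign for PAP10 (0.59), ERF1B (-0.044) and HAK13 (0.64) in pH2vsDry, VHA-D in pH4vsWet (-0.061) and CAX3 in pH4vsWet and pH2vsWet (0.63 and 0.62) of *G. hirsutum*, POT6 in pH2vsWet of *G. arboreum* (-2.17) and CAS in pH4vsWet of *N. bicalcarata* (-0.32). The cause was not tested. Of the other named genes and lists 179 stayed, 40 no longer passed and 5 turned their direction without passing in either. The wider annotation tests more genes and called 1 gene over the pitcher comparisons of *N. rafflesiana*, and its counts between pitcher and blade, 3309 and 3461, are more than 1.5 times those of the narrower one, while 31 main results stayed. An alternative for *N. rafflesiana* with its own gene table was not run, since that table is incomplete.

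Depth limits the genes with few counts, which the TPM minimum leaves out, and the annotated-transcript counts of *N. rafflesiana*. For the genes tested, the spread between 3 plants may limit the calls, and it differs between species: the common biological coefficient of variation was 0.276 in *G. arboreum*, 0.231 in *G. hirsutum*, 0.547 in *B. vulgaris*, 0.273 in *N. bicalcarata* and 0.449 in *N. rafflesiana*. Spread was not shown to account for the 0 calls of *G. arboreum* and *N. bicalcarata*. In simulations with their spread edgeR called 87 and 91% of genes with a true 4-fold difference, against 91% in *G. hirsutum*.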

Differences from the paper's values

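No test in this part was chosen only after the results were seen, except where a sentence says so. The counts use the paper's thresholds for an adjusted p and a fold change, and the paper's came from DESeq2 after ComBat-seq. For each value below, the alternatives set before the data were examined that come within 1.5 times of the paper's value are named, and all others of them do not.

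The total numbers of DEGs differ from the paper's in each species. For *G. arboreum* the paper's total is 279, against 0 by edgeR, with 583, 566, 454, 99 and 713 genes at an unadjusted p under 0.05 in the 5 comparisons, 44 by DESeq2's Wald test and 107 after ComBat-seq, and no alternative comes within 1.5 times. For *G. hirsutum* the paper's total is 290, against 117 by edgeR, 251 by DESeq2's Wald test and 231 after ComBat-seq, and the Wald test, ComBat-seq and edgeR without Dry replicate 3 (209) come within 1.5 times. For *B. vulgaris* the paper's total is 90, against 0 by edgeR, with 119, 82, 362, 104 and 111 genes at an unadjusted p under 0.05 in the 5 comparisons, 14 by DESeq2's Wald test and 43 after ComBat-seq, and no alternative comes within 1.5 times. For *N. bicalcarata* the paper's total is 567, against 0 by edgeR, with 596, 976, 855, 484 and 391 genes at an unadjusted p under 0.05 in the 5 comparisons, 295 by DESeq2's Wald test and 275 after ComBat-seq, and no alternative comes within 1.5 times. For *N. rafflesiana* the paper's total is 358, against 0 by edgeR, with 619, 331, 1252, 111 and 1239 genes at an unadjusted p under 0.05 in the 5 comparisons, 327 by DESeq2's Wald test and 410 after ComBat-seq, of which the Wald test and ComBat-seq come within 1.5 times.

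For single comparisons the paper's text gives 3 counts. In WetvsDry of *B. vulgaris* the paper's count is 55, against 0 by edgeR (119 at an unadjusted p under 0.05), 5 by DESeq2's Wald test and 5 after ComBat-seq, and no alternative comes within 1.5 times. In pH4vsDry of *N. bicalcarata* the paper's count is 368, against 0 by edgeR (976 at an unadjusted p under 0.05), 220 by DESeq2's Wald test and 181 after ComBat-seq, and no alternative comes within 1.5 times. In WetvsDry of *G. hirsutum* the paper's count is 258, against 0 by edgeR (853 at an unadjusted p under 0.05), 19 by DESeq2's Wald test and 24 after ComBat-seq, and no alternative comes within 1.5 times. The paper's Dataset S1 gives fold changes for 201 DEGs of *G. hirsutum* in the incomplete copy at hand. Of the paper's fold changes there, 20 are over 2-fold in WetvsDry, 37 in pH4vsDry, 163 in pH2vsDry, 14 in pH4vsWet and 20 in pH2vsWet, which places most of the paper's listed genes in pH2vsDry, where edgeR called 116, and not in WetvsDry, where the paper's text, with the label taken as printed, places most. Over 82 of these genes that were tested here, the paper's fold changes in pH2vsDry correlate with those of the same comparison here at r = 0.981 and with the next closest comparison at r = 0.884, and in WetvsDry at r = 0.870 and 0.780. With the labels WetvsDry and pH2vsDry of the paper's counts exchanged, as the order in Dataset S1 has them, which was tried only after the results were seen, its 258 would stand against 116 by edgeR, 195 by DESeq2's Wald test and 165 after ComBat-seq in pH2vsDry, where the Wald test and edgeR without Dry replicate 3 (188) come within 1.5 times. Whether the paper's labels are exchanged was not tested. For *G. arboreum* the paper's Dataset S1 lists 259 DEGs, of which the paper's fold changes are over 2-fold for 90 in WetvsDry, 86 in pH4vsDry, 48 in pH2vsDry, 11 in pH4vsWet and 88 in pH2vsWet.

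The other counts of the paper were read by eye from Fig. 2. For *G. arboreum* the paper's counts are about 51 in WetvsDry, about 100 in pH4vsDry, about 120 in pH2vsDry, about 80 in pH4vsWet and about 3 in pH2vsWet (Fig. 2, read by eye). Here they are 0, 0, 0, 0 and 0 by edgeR, with 583, 566, 454, 99 and 713 genes at an unadjusted p under 0.05, 12, 15, 3, 0 and 22 by DESeq2's Wald test and 59, 27, 16, 0 and 35 after ComBat-seq. Within 1.5 times come DESeq2 after ComBat-seq (59) in WetvsDry. For *G. hirsutum* the paper's counts are about 53 in pH4vsDry, about 28 in pH2vsDry, about 22 in pH4vsWet and about 10 in pH2vsWet (Fig. 2, read by eye). Here they are 4, 116, 0 and 0 by edgeR, with 1102, 1600, 1395 and 807 genes at an unadjusted p under 0.05, 67, 195, 24 and 31 by DESeq2's Wald test and 59, 165, 28 and 32 after ComBat-seq. Within 1.5 times come DESeq2's Wald test (67) and DESeq2 after ComBat-seq (59) in pH4vsDry, and edgeR without Dry replicate 1 (40) and edgeR without pH2 replicate 2 (36) in pH2vsDry, and DESeq2's Wald test (24) and DESeq2 after ComBat-seq (28) in pH4vsWet. For *B. vulgaris* the paper's counts are about 15 in pH4vsDry, about 22 in pH2vsDry, about 14 in pH4vsWet and about 11 in pH2vsWet (Fig. 2, read by eye). Here they are 0, 0, 0 and 0 by edgeR, with 82, 362, 104 and 111 genes at an unadjusted p under 0.05, 2, 9, 4 and 1 by DESeq2's Wald test and 3, 34, 2 and 4 after ComBat-seq. No alternative comes within 1.5 times for these comparisons of *B. vulgaris*. For *N. bicalcarata* the paper's counts are about 300 in WetvsDry, about 79 in pH2vsDry, about 37 in pH4vsWet and about 27 in pH2vsWet (Fig. 2, read by eye). Here they are 0, 0, 0 and 0 by edgeR, with 596, 855, 484 and 391 genes at an unadjusted p under 0.05, 7, 137, 2 and 10 by DESeq2's Wald test and 40, 150, 22 and 14 after ComBat-seq. No alternative comes within 1.5 times for these comparisons of *N. bicalcarata*. For *N. rafflesiana* the paper's counts are about 110 in WetvsDry, about 69 in pH4vsDry, about 150 in pH2vsDry, about 140 in pH4vsWet and about 13 in pH2vsWet (Fig. 2, read by eye). Here they are 0, 0, 0, 0 and 0 by edgeR, with 619, 331, 1252, 111 and 1239 genes at an unadjusted p under 0.05, 52, 16, 199, 2 and 136 by DESeq2's Wald test and 103, 24, 175, 12 and 224 after ComBat-seq. Within 1.5 times come DESeq2 after ComBat-seq (103) in WetvsDry, and DESeq2's Wald test (199) and DESeq2 after ComBat-seq (175) in pH2vsDry. All of this takes the labels of the figure as printed, which for both *Gossypium* species order the comparisons otherwise than Dataset S1. The exchanges that follow were also tried only after the results were seen. With WetvsDry and pH2vsDry of *G. hirsutum* exchanged, about 28 would stand against 19 by DESeq2's Wald test and 24 after ComBat-seq, both within 1.5 times, so the 2 counts of edgeR named for pH2vsDry come close only to the printed label. With pH4vsWet and pH2vsWet exchanged, as Dataset S1 orders them in *G. arboreum*, about 80 and about 3 of *G. arboreum* would stand against 22 and 0 by the Wald test and 35 and 0 after ComBat-seq, none within 1.5 times. For *N. rafflesiana*, whose part of Dataset S1 was not compared, about 140 and about 13 would stand against 136 and 2 by the Wald test and 224 and 12 after ComBat-seq, of which 136 and 12 come within 1.5 times.

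The paper's Dataset S1 lists fold changes of genes that are also named here, and apart from 2 they lie within 1 standard error of those of edgeR. For 14KD in pH2vsDry of *G. hirsutum* the paper's log2(FC) is -2.14, against -3.14 here, and among the alternatives set before the data were examined only leaving out Dry replicate 2 (-2.31) lies within 1 standard error. For At1g56220 the paper's log2(FC) is 2.62, against 3.26 here, and the replicate block (3.16), DESeq2 after ComBat-seq (2.97), without Dry replicate 2 (3.14), without Dry replicate 3 (3.07) and without pH2 replicate 2 (2.76) lie within 1 standard error, while the others do not.

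The paper states that genes of the light-harvesting complex and of photosystem II went down in all species. Here the light-harvesting list was lower in pH2vsWet, with medians of -0.55 in *G. arboreum*, -0.69 in *G. hirsutum* and -0.81 in *N. rafflesiana*, and in pH4vsWet in the same 3 species, all past camera's test with the preset correlation and none with an estimated one (adjusted p = 0.193 to 0.940). Against Dry it was lower only in *G. hirsutum* (medians -0.59 in pH4vsDry and -0.49 in pH2vsDry, adjusted p = 0.193 and 0.437 with an estimated correlation). In *N. rafflesiana* it rose in pH4vsDry (0.35, adjusted p = 0.688 with an estimated correlation), and it did not pass in pH2vsDry of *N. rafflesiana* (-0.09, adjusted p = 0.854 by camera) nor in *G. arboreum* (0.27 in pH4vsDry and 0.19 in pH2vsDry, adjusted p = 0.159 and 0.297 by camera). It did not pass in *B. vulgaris* in any of the 4 comparisons with acid, and in *N. bicalcarata* it rose in pH4vsDry and pH4vsWet (medians 0.40 and 0.22), as did photosystem genes of *N. bicalcarata* (0.30 and 0.51). With an estimated correlation camera passed none of these 4 rises (adjusted p = 0.456 to 0.815). With the preset correlation the falls in *G. hirsutum* and *N. rafflesiana* passed whichever single library was left out, and those in *G. arboreum* ended without Wet 2 or pH2 1 in pH2vsWet and without pH4 3 in pH4vsWet. The fold changes of *G. arboreum* in pH2vsWet also ran along the main axis of differences between its plants (absolute r 0.634). In pH4vsWet the absolute r was 0.463 in *G. hirsutum* and 0.358 in *N. bicalcarata*, so differences between plants stay open there. In *G. arboreum* the list newly passed as a rise without Dry 2 or pH4 3 in pH4vsDry and without Dry 2 or pH2 1 in pH2vsDry. The rise in *N. rafflesiana* ended without Dry 2. Of the rises in *N. bicalcarata*, that of light harvesting ended without Dry 1, pH4 1 or pH4 3 in pH4vsDry and without Wet 2, Wet 3, pH4 1 or pH4 3 in pH4vsWet, and that of photosystems without pH4 1 or pH4 3 in pH4vsDry only. The paper ranks *N. bicalcarata* first by its number of DEGs. By the Wald test and after ComBat-seq, DESeq2 here ranks *N. rafflesiana* first and *B. vulgaris* last, as the paper does. The paper reports enriched GO terms in 4 comparisons, with those of pH4vsDry mostly from *N. bicalcarata*. By edgeR with the TPM minimum the term for a cellular response to abiotic stimulus passed in pH2vsDry of *G. hirsutum*, where the paper has it too, and no other term passed. Without that minimum photosynthesis passed there as well (7 of 97 DEGs with a GO term, adjusted p = 0.00568 by Fisher's exact test). Response to oxidative stress and response to hypoxia were called in pH4vsDry of *N. bicalcarata* by DESeq2's Wald test, and the first of these also after ComBat-seq. The paper reports no enrichment in pH4vsWet, where DESeq2, with and without ComBat-seq, called photosynthesis in *G. hirsutum*.

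Some genes that the paper names as DEGs, or members of families it names, were not called by edgeR and were called in another setting. In *G. hirsutum* they are LIR1 in WetvsDry (log2(FC) 1.76, adjusted p = 0.243 by edgeR), called by DESeq2 with and without ComBat-seq and with the replicate block, and PSB27-1 in WetvsDry and pH4vsWet, called after ComBat-seq. CAP10A in pH4vsDry and pH2vsWet was called by DESeq2's Wald test, and LHCB4.3 in pH4vsWet (log2(FC) -1.27, adjusted p = 0.121 by edgeR) by DESeq2 with and without ComBat-seq and by edgeR without Wet replicate 1. CAX3 was called by the Wald test in pH2vsDry and pH4vsDry, and in pH2vsDry also after ComBat-seq and with the replicate block, and LIR1 in pH4vsDry by the Wald test. In *G. arboreum*, ComBat-seq called LHCB4.3 and CAX3 in WetvsDry. In *N. bicalcarata*, HAK19 in pH4vsDry and pH2vsDry, ACA2 and ACA13 in pH4vsDry were called by DESeq2 with and without ComBat-seq, CAB36 in pH4vsDry by the Wald test, and HAK19 and ACA2 in pH4vsDry by edgeR without pH4 replicate 3. In *N. rafflesiana*, lhcA-P4, CAB6A and LIR1 in pH2vsWet were called by DESeq2 with and without ComBat-seq, CAS in pH2vsWet and ACA2 in pH2vsDry by the Wald test, and HAK5 in WetvsDry, pH4vsDry and pH2vsWet after ComBat-seq. In *B. vulgaris*, ComBat-seq called CLC-B in pH2vsWet. Where the paper gives a direction, for LIR1 and PSB27-1 in WetvsDry, HAK19, HAK5 in pH4vsDry and CLC-B, the values here have the same one.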

Other observations

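Every split below was planned, and no test in this part was chosen only after the result was seen. Other splits of the same 6 leaf blades into 3 and 3 were tested for each comparison. These splits are too few for a share under 0.05, since there are 10 of them, the real one included. The counts at an unadjusted p under 0.05 and by DESeq2 for the real groups stand beside the paper's counts in the part on differences.

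For DEGs of *G. arboreum* by edgeR, the number of the 10 splits that called at least as many genes as the real one was 10 in WetvsDry (0 and 0), 10 in pH4vsDry (0 and 0), 10 in pH2vsDry (0 and 0), 10 in pH4vsWet (0 and 17) and 10 in pH2vsWet (0 and 0), where the brackets give the real count and the highest other. The genes called by another split in pH4vsWet may point to a structure among the plants of *G. arboreum*. For the gene lists by camera it was 4 in WetvsDry (11 and 14), 6 in pH4vsDry (8 and 16), 9 in pH2vsDry (4 and 13), 9 in pH4vsWet (7 and 13) and 7 in pH2vsWet (6 and 11). Over the 5 comparisons together, 30 of 30 drawn splits called at least as many DEGs, which the 0 of the real split fixes beforehand, so they do not test chance, and the highest other called 49.

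For DEGs of *G. hirsutum* by edgeR, the number of the 10 splits that called at least as many genes as the real one was 10 in WetvsDry (0 and 83), 1 in pH4vsDry (4 and 0), 10 in pH4vsWet (0 and 0) and 10 in pH2vsWet (0 and 0), where the brackets give the real count and the highest other. The genes called by another split in WetvsDry may point to a structure among the plants of *G. hirsutum*. For the gene lists by camera it was 9 in WetvsDry (4 and 14), 2 in pH4vsDry (14 and 16), 8 in pH2vsDry (4 and 12), 1 in pH4vsWet (13 and 11) and 4 in pH2vsWet (9 and 11).

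For DEGs of *B. vulgaris* by edgeR, the number of the 10 splits that called at least as many genes as the real one was 10 in WetvsDry (0 and 0), 10 in pH4vsDry (0 and 1), 10 in pH2vsDry (0 and 0), 10 in pH4vsWet (0 and 0) and 10 in pH2vsWet (0 and 1), where the brackets give the real count and the highest other. For the gene lists by camera it was 10 in WetvsDry (3 and 12), 8 in pH4vsDry (3 and 13), 5 in pH2vsDry (8 and 13), 10 in pH4vsWet (2 and 14) and 9 in pH2vsWet (6 and 18). Over the 5 comparisons together, 30 of 30 drawn splits called at least as many DEGs, which the 0 of the real split fixes beforehand, so they do not test chance, and the highest other called 0.

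For DEGs of *N. bicalcarata* by edgeR, the number of the 10 splits that called at least as many genes as the real one was 10 in WetvsDry (0 and 0), 10 in pH4vsDry (0 and 0), 10 in pH2vsDry (0 and 0), 10 in pH4vsWet (0 and 5) and 10 in pH2vsWet (0 and 0), where the brackets give the real count and the highest other. The genes called by another split in pH4vsWet may point to a structure among the plants of *N. bicalcarata*. For the gene lists by camera it was 1 in WetvsDry (14 and 13), 5 in pH4vsDry (7 and 10), 6 in pH2vsDry (6 and 12), 1 in pH4vsWet (10 and 9) and 5 in pH2vsWet (8 and 9). Over the 5 comparisons together, 30 of 30 drawn splits called at least as many DEGs, which the 0 of the real split fixes beforehand, so they do not test chance, and the highest other called 19.

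For DEGs of *N. rafflesiana* by edgeR, the number of the 10 splits that called at least as many genes as the real one was 10 in WetvsDry (0 and 20), 10 in pH4vsDry (0 and 1), 10 in pH2vsDry (0 and 81), 10 in pH4vsWet (0 and 0) and 10 in pH2vsWet (0 and 2), where the brackets give the real count and the highest other. The genes called by another split in WetvsDry and pH2vsDry may point to a structure among the plants of *N. rafflesiana*. For the gene lists by camera it was 1 in WetvsDry (13 and 9), 1 in pH4vsDry (10 and 9), 7 in pH2vsDry (5 and 11), 3 in pH4vsWet (4 and 7) and 3 in pH2vsWet (10 and 11). Over the 5 comparisons together, 30 of 30 drawn splits called at least as many DEGs, which the 0 of the real split fixes beforehand, so they do not test chance, and the highest other called 57.

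Fold changes of some comparisons ran along the main axis of differences between plants of one group. Over all genes tested in *G. arboreum*, the absolute r with that axis was 0.610 in pH2vsDry and 0.634 in pH2vsWet, against 0.126, 0.0375 and 0.153 in WetvsDry, pH4vsDry and pH4vsWet. In leaf blades of *G. hirsutum* it was 0.187, 0.330, 0.130, 0.463 and 0.0263, of *B. vulgaris* 0.312, 0.278, 0.331, 0.0591 and 0.0588, of *N. bicalcarata* 0.204, 0.391, 0.0696, 0.358 and 0.161 and of *N. rafflesiana* 0.0985, 0.0196, 0.0279, 0.0999 and 0.127, in the order WetvsDry, pH4vsDry, pH2vsDry, pH4vsWet and pH2vsWet. In pitchers it was 0.648, 0.847, 0.756, 0.608 and 0.159 in *N. bicalcarata* and 0.119, 0.496, 0.134, 0.525 and 0.0170 in *N. rafflesiana*, in the same order.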
